# Overexpression of Grain Amaranth (*Amaranthus hypochondriacus*) AhERF or AhDOF Transcription Factors in *Arabidopsis thaliana* Increases Water Deficit- and Salt-Stress Tolerance, Respectively, via Contrasting Stress-Amelioration Mechanisms

**DOI:** 10.1371/journal.pone.0164280

**Published:** 2016-10-17

**Authors:** Julio A. Massange-Sánchez, Paola A. Palmeros-Suárez, Eduardo Espitia-Rangel, Isaac Rodríguez-Arévalo, Lino Sánchez-Segura, Norma A. Martínez-Gallardo, Fulgencio Alatorre-Cobos, Axel Tiessen, John P. Délano-Frier

## Abstract

Two grain amaranth transcription factor (TF) genes were overexpressed in Arabidopsis plants. The first, coding for a group VII ethylene response factor TF (i.e., AhERF-VII) conferred tolerance to water-deficit stress (WS) in transgenic Arabidopsis without affecting vegetative or reproductive growth. A significantly lower water-loss rate in detached leaves coupled to a reduced stomatal opening in leaves of plants subjected to WS was associated with this trait. WS tolerance was also associated with an increased antioxidant enzyme activity and the accumulation of putative stress-related secondary metabolites. However, microarray and GO data did not indicate an obvious correlation between WS tolerance, stomatal closure, and abscisic acid (ABA)-related signaling. This scenario suggested that stomatal closure during WS in these plants involved ABA-independent mechanisms, possibly involving reactive oxygen species (ROS). WS tolerance may have also involved other protective processes, such as those employed for methyl glyoxal detoxification. The second, coding for a class A and cluster I DNA binding with one finger TF (i.e., AhDof-AI) provided salt-stress (SS) tolerance with no evident fitness penalties. The lack of an obvious development-related phenotype contrasted with microarray and GO data showing an enrichment of categories and genes related to developmental processes, particularly flowering. SS tolerance also correlated with increased superoxide dismutase activity but not with augmented stomatal closure. Additionally, microarray and GO data indicated that, contrary to AhERF-VII, SS tolerance conferred by AhDof-AI in Arabidopsis involved ABA-dependent and ABA-independent stress amelioration mechanisms.

## Introduction

Grain amaranths, namely *Amaranthus hypochondriacus*, *A*. *cruentus* and *A*. *caudatus*, are C4 dicotyledonous plants that belong to the Amaranthaceae family within the Caryophyllales order [1,2]. They are known to be tolerant to adverse environmental conditions, including drought, poor and/ or saline soils, intense illumination severe defoliation and insect herbivory [1,3,4]. This tolerance has been associated with their C4 photosynthesis [5], a high water use efficiency [6,7], an indeterminate flowering habit, and the ability to develop long tap-roots and an extensive web of lateral roots [5,6,8]. Abiotic stress resistance has also been associated with the accumulation of compatible solutes [9], and the expression of stress-related genes [10–12] and transcription factors [9].

A recent transcriptomic analysis of grain amaranth plants subjected to various (a)biotic stresses revealed that more than 1900 genes are induced in one or more stress conditions [13]. The ongoing characterization of a selected number of these genes has already identified genes with interesting characteristics associated with both growth and stress tolerance, such as the *Ah24* orphan gene and the *AhNF-YC* transcription factor (TF) gene. Both genes were shown to significantly influence growth and increase tolerance to both biotic and abiotic stresses when overexpressed in tobacco and Arabidopsis [14,15].

ERFs belong to the APETALA2 (AP2)/ ERF superfamily, whose members are well known participants in the adaptation to several biotic and abiotic stresses [16], in addition to their involvement in the control of primary and secondary metabolism and of developmental processes [17,18]. Genome-wide analysis have uncovered the abundant representation of *ERF* genes in plants, as reported in Arabidopsis (147), rice (180) and several others [18]. AP2/ ERF transcription factors are characterized by the presence of at least one AP2 DNA binding domain, consisting of ca. 60 amino acid (aa) residues, that is organized into a typical three-dimensional conformation [19]. Based on the number and similarity of this and other DNA binding domains (i.e. the B3 domain), they were initially classified into five subfamilies, predominantly the AP2, related to ABSCISIC ACID INSENSITIVE3 (ABI3)/VIVIPAROUS1 (VP1) (RAV), dehydration responsive element binding proteins (DREB) and ERF subfamilies. The DREB/ ERF subfamilies are conformed mostly by proteins with a single AP2 domain and were initially sub-divided into the DREB (A1-6) and ERF (B1-6) subgroups, respectively [20]. A subsequent study used depurated genomic data from Arabidopsis and rice to reorganize their respective ERF families into 12 and 15 groups, respectively, based on the intron-exon structure of their genes and the presence of additional motifs [21]. Several reports have described the induced expression of ERF genes in response to several abiotic stresses, including excess salt or heat, drought, or low temperatures, in addition to changes in light availability. Moreover, ERF gene expression can be induced in plants subjected simultaneously to more than one stress condition. Additionally, the generation of transgenic plants capable of overexpressing *ERF* genes has been successfully employed to ameliorate the deleterious effects associated to biotic or abiotic stresses [18,22,23]. Based on the above, ERF TFs represent interesting targets for traditional or genetic engineering-assisted breeding of stress tolerance in plants.

Dof (DNA-binding with one finger) domain proteins are plant-specific transcription factors that are widely distributed in the plant kingdom. *In silico* analysis indicates that the number of *Dof* genes in different plant species can vary from 1 to 8 members, in algae, mosses ferns and gymnosperms, to 54 and 78 members in monots and dicots, respectively [24]. In addition, the 30 and 36 *Dof* genes predicted in Arabidopsis and rice were further classified into four major clusters, i.e., A-D, of orthologous genes [25], a system that was also applicable the classification of the 34 Dof TF genes predicted in tomato [26]. Dof TFs are 200-to-400 aa proteins having a complex modular structure characterized by the presence of two major domains, namely a single N-terminal conserved Dof DNA-binding domain and a C-terminal transcriptional regulation domain. The former is composed by 50-to-52 aa and includes a C2C2-type zinc finger motif, whereas the latter is conformed by diverse aa sequences having a highly variable structure that may contain specific protein-protein interaction domains and other regulatory elements. These are believed to act as transcriptional activators or repressors of several plant genes [24,27]. Such organization is consistent with the multiple regulatory functions *in planta* reported for the Dof TFs. These include a high diversity of biological processes unique to plants such as carbon fixation and nitrogen assimilation. Light-mediated gene regulation and phytochrome signaling, including the control of photoperiodic flowering and flower abscission is also mediated by Dof TFs, in addition to responses to phytohormones, seed maturation and germination, including accumulation of seed storage proteins and lipid metabolism in seeds. Likewise, Dof TFs have been reported to control secondary metabolism, and to regulate inter-fascicular cambium formation, vascular tissue development, leaf axial patterning and guard cell-specific gene expression, whereas a recent report described their participation in intercellular protein trafficking [24]. Moreover, the involvement of Dof TFs in the regulation of biotic and abiotic stress responses has been increasingly recognized in various plants species including tomato [26], Chinese cabbage [28], potato [29], carrot [30], and Arabidopsis [31]. Dof TFs participation in biotic stress tolerance has been associated with their ability to interact with cystatin proteinase inhibitors and indirectly, with their proposed regulation of the salicylic acid (SA) response [24].

The objective of this study was to characterize stress responsive ERF and Dof TF genes previously identified in the *A*. *hypochondriacus* transcriptome [13]. Further assays, in grain amaranth, showed that these TFs were responsive not only to salt stress or drought conditions but, also, to jasmonic acid (JA), benzothiadiazole (BTH), a SA analog, or abscisic acid (ABA). Interestingly, the overexpression (OE) of these genes in transgenic Arabidopsis plants conferred contrasting tolerance to abiotic stress, either to salt stress or water-deprivation stress, but not to both. The possible mechanisms underlying the differential abiotic stress tolerance observed in transgenic Arabidopsis are further discussed. Particularly interesting results were the exclusive nuclear localization of these TFs in root cells of Arabidopsis transgenic plants and the apparently ABA-independent regulation of stomatal number and aperture in water-stressed *AhERF* overexpressing plants. In addition, the overexpression of both TFs had a wide-ranging influence on other TFs and stress-related signaling pathways.

## Material and Methods

### Biological Material

Seeds of *Amaranthus hypochondriacus* cv. Revancha were kindly provided by Dr. Eduardo Espitia (INIFAP, México). Seeds were germinated and plantlets grown under controlled conditions of light and temperature, as described previously [13]. *A*. *hypochondriacus* plants were subjected to the diverse treatments described below, 5-to-6 weeks after germination. At this time point, they had reached a height of 17-to-22 cm and had 9-to-15 expanded leaves. Sampling of leaf and roots was performed in all stress assays performed, whereas tissues of diverse origin and age were taken to determine the basal expression of ERF and Dof genes in grain amaranth plants. *Arabidopsis thaliana* ecotype Columbia was used for the generation of homozygous, single-copy overexpressing (OE) transgenic plants required for the functional characterization of these genes (see below). Cultivation procedures for the germination, growth and maintenance of wild type (WT) and transgenic OE *A*. *thaliana* plants under controlled growing conditions were performed as described previously [14,15].

### Full-Length cDNA and Gene Amplification

In order to amplify the full-length *AhERF* and *AhDof* cDNAs, total RNA samples (1 μg) obtained from leaves of untreated and salt-stressed *A*. *hypochondriacus* plants (see below) were reverse-transcribed to generate the first-strand cDNA as described elsewhere [3]. Aliquots of this reaction mix (2 μl) were directly used as template for the PCR reactions in the presence of 100 pmol each of the specific primers (S1 Table), designed on the basis of the partial cDNA sequences obtained from the *A*. *hypochondriacus* transcriptome [13]. The subsequent amplification of the 5’ and 3’ cDNA ends were performed by the RACE (Rapid Amplification of cDNA Ends) procedure using the SMARTer RACE cDNA Amplification Kit (Clontech, Laboratories, Mountain View, CA), according to the manufacturer’s instructions. All PCR amplicons obtained were cloned using the pCR4-TOPO cloning kit (Thermo Fisher Scientific, Waltham, MA USA) and sequenced. The proteins encoded by the predicted open reading frames (ORF) of the *AhERF* and *AhDof* cDNAs were deduced with the aid of the FastPCR 6.0 program (http://en.bio-soft.net/pcr/FastPCR.html). Bioinformatics analyses designed to determine the possible biological functions of the AhERF and AhDof proteins and to search for conserved domains were performed using BlastN, BlastX and specialized Blast NCBI databases (http://blast.ncbi.nlm.nih.gov/), in addition to the Phyre^2^ databases to determine protein structure (http://www.sbg.bio.ic.ac.uk/phyre2/) and protein localization (TargetP 1.1 Server) (http://www.cbs.dtu.dk/services/). The aa alignment of AhERF and AhDof proteins with other members of their respective TF families, was performed with the Geneious program (http://www.geneious.com/), whereas the respective phylogenetic trees were constructed using MEGA Ver. 5.1 [32].

### Stress Treatments in *A*. *hypochondriacus*

Groups of six *A*. *hypochondriacus* plants were subjected to salt and water-deficit stress to confirm the induced expression of the *AhERF* and *AhDof* genes observed *in silico*. The experiments were performed in a growth chamber under controlled conditions of light (photosynthetic photon flux density ≈ 300 μmol m^-2^ s^-1^) and temperature (28°C, 16 h light/ 8 h dark), as described previously [14,15,33]. Leaf and root samples were collected at different after being exposed for different time periods (i. e, 2 to 8 days) to the stress conditions.

Bacterial infection assays were performed as described previously [34]. Phytohormone treatments consisted of applying 2 drops of the following solutions: 9.2 mM MeJA, 0.1 mM ABA or 2 mM of benzothiadiazole (BTH), a SA analogue known to induce the signal transduction pathway conductive to the systemic acquired resistance syndrome [35]. All solutions were prepared in 0.001% ethanol Triton X-100, and were applied to leaf number 5, counted from the bottom of 9-to-15 leaf amaranth plants. Both local (in leaf number 5) and systemic (in leaf number 8 or 9) responses were sampled 1, 3, 6, 12 and 24 h after phytohormone application. Control plants were treated with the 0.001% Triton X-100 solution only and were sampled at the same time points. Root samples was also collected in the water deficit and salt stress experiments performed. The plant tissue samples were flash frozen in liquid N_2_ and stored at -80°C until required for further analysis.

### Gene Expression Analysis by Quantitative Real-Time RT-PCR (qRT-PCR)

For gene expression, pools of plant tissues of the six Arabidopsis or grain amaranth plants employed per experiment per time point, tissue type or development stage were harvested. Each pool was subsequently subjected to three independent sampling procedures prior to analysis. The cDNA employed for the qRT-PCR assays was prepared from 4 mg total RNA. This RNA was diluted 10-fold in sterile deionized-distilled (dd) water prior to qRT-PCR. Amplifications were performed using SYBR Green detection chemistry and run in triplicate in 96-well reaction plates with the CFX96 Real Time System (Bio-Rad, Hercules, CA, USA). Reactions were prepared in a total volume of 20 μl containing 2 μl of template, 2 μl of each amplification primer (at 2 mM), 8 μl of IQ SYBR SuperMix (Bio-Rad) and 6 μl of sterile dd water. Quantitative real-time PCR was performed in triplicate for each sample using the primers listed in S1 Table. The *AhERF* and *AhDof* qPCR primers were designed on the basis of their complete cDNA sequences. Primer design for these genes was performed using the DNA calculator software (Sigma-Aldrich St. Louis, MO, USA) and included part of the unique 3’ non-coding segments of the *AhDof* cDNA, and segments that did not overlap with genes sharing similarity with *AhERF*, to ensure specificity. The protocol followed for all qRT-PCR analysis is described elsewhere [3,14,33].

Relative expression was calculated using the comparative cycle threshold method [36]. Transcript abundance data were normalized against the average transcript abundance of actin (isotig10321) and β-tubulin (isotig 5486) genes [13], or of the *ACT2* and *EF-1α* genes in grain amaranth and Arabidopsis, respectively. The fold change in expression of the target genes in each treatment was calculated using the following equation: 2^−ΔΔCt^, where ΔΔCt = (Ct target gene − average Ct reference genes)_treatment_ − (Ct target gene − average Ct reference genes)_control_. In transgenic Arabidopsis plants, foliar *AhERF* and *AhDof* transgene expression levels were calculated relative to trace background levels in WT plants. The ΔCt method was employed to quantify the relative *AhERF* and *AhDof* gene expression levels in different grain amaranth tissues. These were the following: axilar meristems, intermediate and young leaves, stems of young and mature plants, roots and panicles. Their expression levels were reported in relation to the expression levels in young stems, which were set at a value of 1.0. Relative gene expression was calculated according to the following equation: 2^ΔCt^, where ΔCt = (Ct of reference gene [actin] − Ct of target gene) [37]. Values reported are the mean of three repetitions ± SE of one representative experiment. The qRT-PCR expression analysis was validated in two independent experiments.

### Genetic Transformation of *Arabidopsis thaliana*

The complete ORFs of *AhERF* and *AhDof* were PCR amplified using specific primers as listed in S1 Table. These amplified 848 and 1023 bp fragments, respectively, which were subsequently utilized to generate stable transgenic plants as described previously [14,15]. All further analysis of the transgenic Arabidopsis plants, OE either the *AhERF* (OE-*AhERF*) or the *AhDof* (OE-*AhDof*) genes, were performed using T_2_ lines homozygous for the transgenes.

Seeds of WT controls and homozygous OE transgenic T_2_ Arabidopsis lines differing in transgene dosage of the *AhERF* (EL25, EL2 and EL15) or *AhDof* (DL2, DL31 and DL4) genes, were surface-sterilized and stratified as described above. Germination and growth of transgenic Arabidopsis employed for experimentation was performed as described elsewhere [14]. In these conditions, the life cycle of the Arabidopsis plants from planting to harvest of seeds was ca. 8 weeks. Four week-old plants were used for experimentation.

### Construction of the *GFP*::*Ah24* Fusion Construct and Transformation of *A*. *thaliana*

The coding sequences of the *AhERF* and *AhDof* genes, were fused with the 5’ region of the green fluorescent protein (GFP) driven by the CaMV35 promoter. The constructions were subsequently employed to transform *A*. *thaliana* plants. The above procedures were performed as described previously [14]. For GFP analysis, roots were observed under an inverted LSM510 confocal laser scanning microscope (Zeiss, Oberkochen, Germany). For visualization, seedlings were stained and mounted in 10 μg/ ml propidium iodide (PI) solution (Sigma). The green fluorescent protein (GFP) was excited with the 488 nm laser line of an argon laser, whereas PI was excited with the 514 nm laser line. The resulting images were acquired using the multi-channel mode. For GFP analysis of whole seedlings, a Lumar V.12 stereoscopic microscope with a GFP filter (Carl Zeiss Microscopy GmbH, Jena, Germany) was used.

### Measurement of Abiotic Stress Tolerance and Vegetative Growth in Arabidopsis Plants

After germination on MS plates, 10-day-old seedlings of the above transgenic lines were planted in 500 ml plastic trays containing a previously described soil mixture (see above). The seedlings were placed in the above growth chamber at 22 ± 1°C, 70% humidity, following the programmed long-day cycle (16 h light/ 8 h dark). For water-deficit stress tolerance assays, plants were grown in soil under an optimal watering condition for 3 weeks. Watering was then withheld, and observations were subsequently recorded for 7 d. The reduction in soil water potential as stress progressed was registered. It was very similar to the fall in soil water potential previously reported in comparable experiments [15]. At this stage of the experiments, WT plants exhibited severe dehydration effects. Both WT and transgenic plants were subsequently re-watered. The survival rate was determined one week after watering was re-established. For salt tolerance assays, plants were initially grown in the standard soil mixture, under optimal watering, for 3 weeks. Then, they were irrigated for three consecutive days with 50 mL water solutions containing diminishing salt concentrations. Thus, a 400 mM NaCl salt solution was applied on day 1, followed by the application of 100 mM NaCl salt solutions, on the subsequent 2nd and 3rd days. Following, this acute salt stress phase, all plants were again irrigated with water and maintained under optimal growing conditions. Plants were scored as susceptible to the salt stress applied if they were unable to flower two weeks after adequate watering was restored.

The effect on vegetative growth and seed yield was also determined in all transgenic lines employed in this study. Fresh and dry weights of rosettes, roots and inflorescences were measured in 6–7 week-old plants grown in the standard soil mixture. To determine the effect on yield, dry seeds were harvested manually from fully matured plants, approximately after 8 weeks of growth. All experiments were performed in conditioned growth chambers, as described above.

### Measurement of Osmolytes and Antioxidant Enzyme Activity in Arabidopsis Plants

Several biochemical parameters associated with responses to abiotic stress conditions were determined in leaves of WT and OE *AhERF* and *AhDof* Arabidopsis plants sampled during water-deficit stress, in recovery after re-watering and during the acute salt stress phase. Sampling was performed 6 days after acute water-deficit stress (“water-stress, WS”) and 1 day after watering was restored (“recovery, R”), in OE *AhERF* plants, and at the end of the three-day salt stress regime (“salt stress, SS”), in OE *AhDof* plants. Samples from OE *AhERF* and *AhDof* plants maintained under optimal conditions simultaneously with the stress treatments were used as controls (“optimal, Op”). Non-structural carbohydrates (NSCs) and proline determinations, in addition to the enzyme activity levels of superoxide dismutase (SOD, E.C. 1.15.1.1) and catalase (CAT, E.C. 1.11.1.6), were determined as described previously [15]. Glutathione reductase (GR, E.C. 1.8.1.7) activity was determined following the instructions included in the Glutathione Reductase Assay Kit (Sigma), except that the assay was modified to fit a microplate format. The GR activity assay is based on the generation of reduced glutathione from oxidized glutathione. Activity is measured by determining the coupled reduction of 5, 5´-dithiobis (2-nitrobenzoic acid) to 5´-thio-2-nitrobenzoic acid, at 412 nm.

### Microarray and GO Analysis

Microarray analysis was performed at the Microarray Unit of the Institute of Cellular Physiology of the National Autonomous University of Mexico (UNAM), as described previously [14]. The analyses were performed with rosette leaves of WT and transgenic *AhERF* and *AhDof* OE Arabidopsis plants sampled during WS and R conditions (*AhERF*), or SS conditions (*AhDof*), as mentioned above. They were compared to similar samples obtained in Op conditions. Microarray data was deposited in the GEO repository under accession number GSE77815.

The GO-term enrichment/ impoverishment analysis was performed using PlantGSEA platform [38]. Only differentially expressed genes were used for the GO analysis, whereas the whole repertoire of Arabidopsis’ genes was employed as background.

### Metabolic Profile of Arabidopsis Plant Rosettes

A full spectrum of ionizable metabolites was also measured in methanol extracts obtained from rosette leaves of WT and transgenic *AhERF* and *AhDof* OE Arabidopsis plants sampled during WS and R conditions (for *AhERF*), or SS conditions (for *AhDof*). They were compared to samples obtained in Op conditions, as above. The analysis was performed using direct injection electron spray ionization mass spectrometry (DIESI-MS) as described previously [14,39].

### Morphometric Measurement of Stomatal Aperture

The morphology of the stomata was observed in a digital microscope Keyence VHX5000 (Keyence, Japan), at 1000X of amplification at high magnification (VH-Z500R, Keyence, Japan) and LED illumination. The scanned leaf area was 4.5 mm^2^ while the image sizes were 12549 × 9204 pixels, captured in RGB colour format and stored in tagged image file format (.tiff). The image resolution was 4.83 pixels/ μm^2^. Each image was obtained from one preparation of leaf from each specimen. Regions of interest (ROI) of sample areas were 250 μm (diameter) segments cropped from the original image.

The aperture stomata quantification was analysed from ROI images of leaves with ImageJ v.1.49p software (National Institutes of Health, Bethesda, USA). Descriptors analysed were the length of the stomata or major length (L1) distance between two points of the guard cells and width of the stomata or shorter length (L2) between two points of the guard cells. Three individual ROI areas for each experimental replicas (ten samples) were used for each experiment. The aspect ratio was calculated as R = L1/ L2, [40]. In open stomata, R-values tend to be lower and to have values closer to one, which correspond to the circular shape of the stomata [41]. Closed stomata have an opposed tendency, reaching R-values of around four.

### Statistical Analysis

All statistical analyses of the physiological and biochemical data were done using JMP8 at the α = 0.05 level (SAS Institute Inc., Cary, NC). Data were analyzed using an ANOVA. A Tukey test was performed with each ANOVA. Where pertinent, bars representing mean values and vertical bars representing standard errors (SE) are shown.

## Results

### Isolation of the Full-Length *A*. *hypochondriacus AhERF* and *AhDof* cDNAs and Protein Coding Regions

This study was started using partial cDNA sequences obtained from the 454 pyrosequencing transcriptomic analysis of grain amaranth plants [13]. Isotig 12988, was annotated variously as group VII ATEBP/ ERF72/ RAP2.3 TF [21], whereas isotig 03355, was annotated either as Dof4, in *Glycine max*, or as an OBP4-like zinc finger protein, in *A*. *thaliana*. Both were selected for further study based on *in silico* data showing their induced expression under multiple stress conditions. Recent published genomic and transcriptomic data of *A*. *hypochondriacus* revealed the presence of 100 and 31 ERF and Dof genes, respectively [42]. Of this number, 18 ERF and Dof genes, respectively, shared the multiple stress responsiveness of the two genes reported in this study, and remain as attractive subjects for future studies.

The resulting full-length *AhERF* cDNA is 1022 bp long and codes for a predicted 252 aa protein with a molecular mass of 28.6 kDa and an isoelectric point of 5.08 (Fig 1A). Similarly, the *AhDof* cDNA (1734 bp) codes for a predicted 337 aa protein with a molecular mass of 37.0 kDa and an isoelectric point of 5.80 (Fig 1B). The above information fully agreed with recently reported amaranth genomic and transcriptomic data [42]. Further bioinformatics analyses allowed the prediction of their secondary structure and conserved DNA binding domains (S1 Fig). The AhERF protein contains a conserved AP2 /ERF domain of 58 aa and two conserved N-terminal motifs. These correspond to the MCGGAII motif, also known as CMVII-1, which is a characteristic feature of group VII ERF genes [43], and RRSRKN, also known as CMVII-3, which was identified, together with the CMVII-2, in group VII Arabidopsis ERF genes as well [21] (Fig 2A). A phylogenetic analysis of this protein clustered it together with group VII Arabidopsis ERF genes. Thus, this TF will be subsequently referred to as AhERF-VII. The phylogenetic tree also revealed high similarity with two ERF TFs isolated from sea-island cotton plants (*Gossipum barbadense* (GbERF1 and GbERF2) [44], and one (GhERF3) reported in cultivated cotton (*G*. *hirsutum*) (Fig 3).

**Fig 1:**
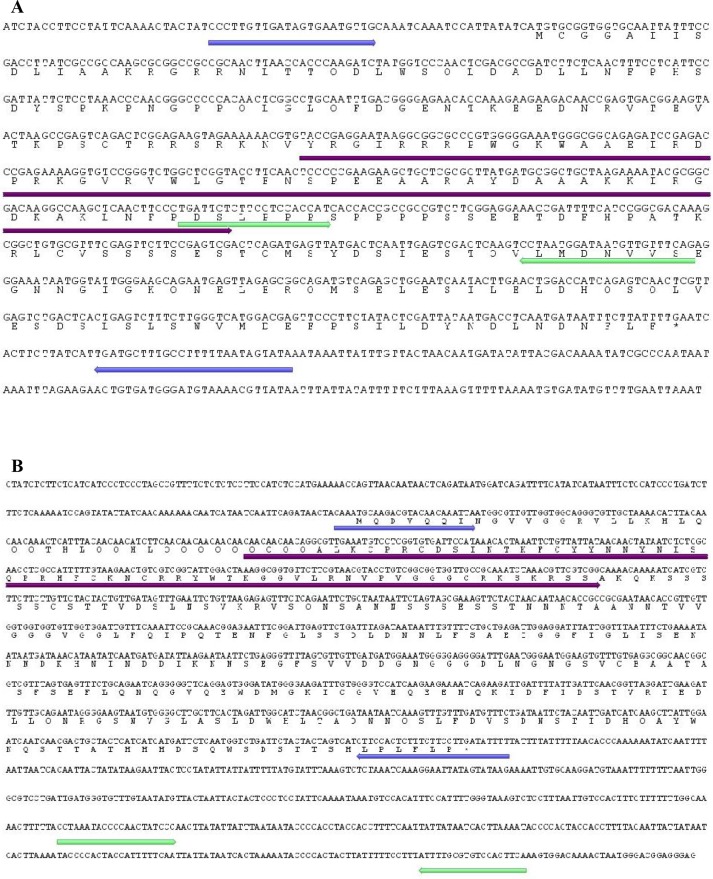
Complete cDNA sequences of the AhERF-VII and AhDOF-AI transcription factor genes and the predicted proteins coded by their open reading frames (ORF). (A) The AhERF-VII cDNA has an ORF of 1,022 bp and encodes a protein of 254 amino acids. (B) The AhDOF-AI cDNA has an ORF of 1,734 bp and encodes a protein of 337 amino acids. The sequences corresponding to the putative AP2 (in A) and Dof zinc finger (in B) DNA-binding domains are underlined in purple. Also shown, in blue and green, are sequence regions selected to design the primers used to isolate their cDNA sequences and to quantify their expression levels by RT-qPCR, respectively.

**Fig 2:**
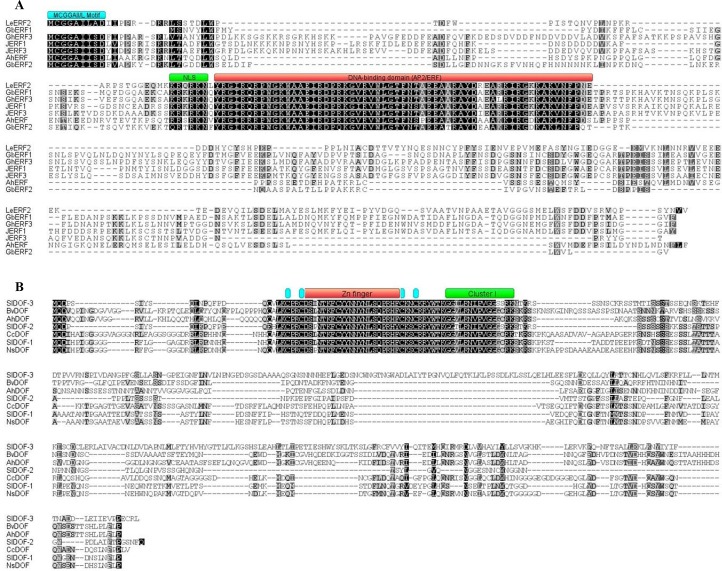
The amino acid alignment of AhERF-VII and AhDOF-AI proteins with other TFs family members from selected plant species. Amino acid residues that are conserved in at least three of the seven sequences are shaded, whereas identical amino acids are shown in black. In (A), the cyan line drawn above the sequences represents the highly conserved N-terminal MCGGAII/L motif of unknown function. A green line was drawn to represent putative nuclear localization signal (NLS), and the red line indicates the conserved DNA-binding domain (or AP2/ ERF domain). In (B) the cyan and red lines show the four regions associated with the zinc finger structure. The green line represents the cluster I conserved motif. Bv = *Beta vulgaris*; Cc = *Cajanus cajan*; Gb = *Gossypium barbadense*; Gh = *Gossypium hirsutum*; JERF = Jasmonate and Ethylene Responsive Factor; Le = *Lycopersicum esculentum*; Ns = *Nicotiana sylvestris*, and Sl = *Solanum lycopersicum*.

**Fig 3:**
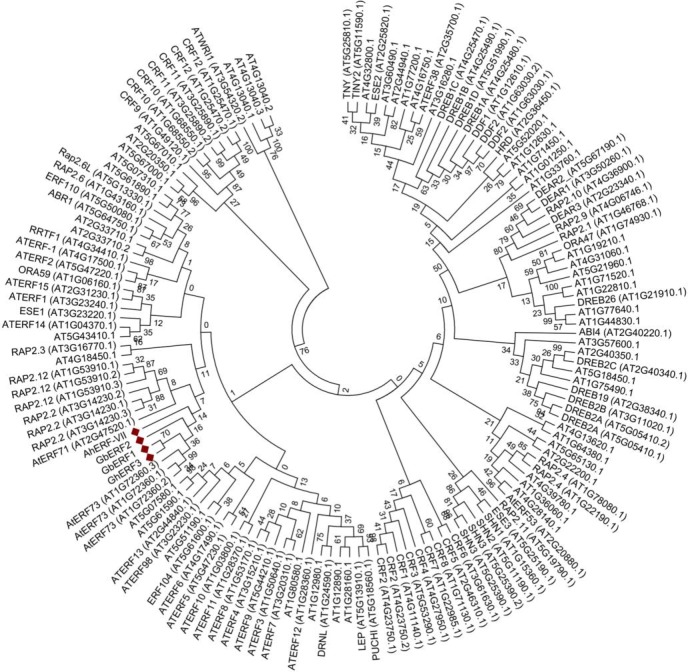
Phylogenetic tree including the AhERF-VII of *A*. *hypochondriacus* together with all the *Arabidopsis thaliana* ERF proteins. Also shown are the highly homologous GbERF1 and GbERF2 proteins from *Gossipum barbadense*, and the GhERF protein from *G*. *hirsutum*. The phylogenetic tree was constructed using the neighbor joining method with amino acid sequence data. It was drawn using the TreeView program, based on alignments obtained using MUSCLE software. The bootstrap values shown are in percent.

The AhDof protein contained a conserved Zn finger domain of 29 aa and a conserved motif (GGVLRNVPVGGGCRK) that belongs to cluster I of Dof transcription factor proteins [24] (Fig 2B). This represents one of the six major clusters of orthologous and paralogous Dof genes, including the only Dof protein reported in *Chlamydomonas reinhardtii*. The predicted *AhDof* protein can be also assigned to group A, based on the recently reported organization of the Dof domain proteins in soybean, Arabidopsis, and rice [45]. Thus, this TF will be subsequently referred to as AhDof-AI. Phylogenetic analysis revealed that AhDof-AI clustered together with Arabidopsis AtDof5.4, soybean GmDof04.1, Gm05.3, GmDof06.5, and GmDof17.1, and one *Beta vulgaris* BvDof protein. (Fig 4).

**Fig 4:**
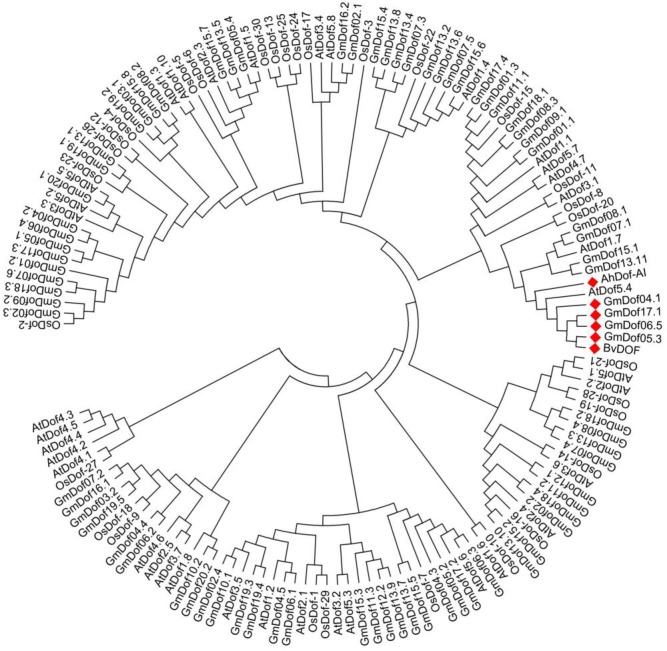
Phylogenetic tree of the AhDOF-AI protein of *A*. *hypochondriacus* together with all Dof domain-containing proteins from soybean (*Glycine max*, GmDof), *Arabidopsis thaliana* (AtDof), and rice (*Oryza sativa*, OsDof). Also shown is a highly homologous Dof protein from *Beta vulgaris* (BvDof). The phylogenetic tree was constructed using the neighbor joining method with amino acid sequence data. It was drawn using the TreeView program, based on alignments obtained using MUSCLE software. The 1050 bootstrap values shown are in percent.

### The *AhERF-VII* and *AhDof-AI* Genes Are Induced in Response to Abiotic Stresses and in a Tissue Specific Pattern, in Grain Amaranth

Real time PCR analysis validated previous *in silico* data showing the diverse stress-responsive behavior of these genes [13]. Thus, strong *AhERF-VII* expression levels were detected in leaves (9.1 and 5.4 fold higher than controls) and roots (3.4 and 8.8 fold higher than controls) of grain amaranth plants subjected to WS for 6 and 8 days, respectively (Fig 5A and 5B). Interestingly, *AhERF-VII* expression levels also augmented, in a time-dependent manner (up to 8-fold increase at 8 days post infection), in grain amaranth plants infected with an avirulent *Pseudommonas syringae* pathovar [34], but remained unresponsive to a virulent pathovar (S2 Fig). Conversely, *AhDof-AI* was induced to similar levels of expression in roots and leaves of grain amaranth subjected to both SS and WS. The response in leaves was faster, but temporary (Fig 5C and 5D). The analysis of *AhERF-VII* and *AhDof-AI* expression levels in different tissues of grain amaranth plants indicated that both genes were predominantly expressed in mature leaves, although the *AhDof-AI* expression levels were approximately two-fold higher. *AhERF-VII* expression levels were also high in mature stems (Fig 5E and 5F). The expression levels in all other tissues examined did not vary much from the basal expression level, set as 1.0.

**Fig 5:**
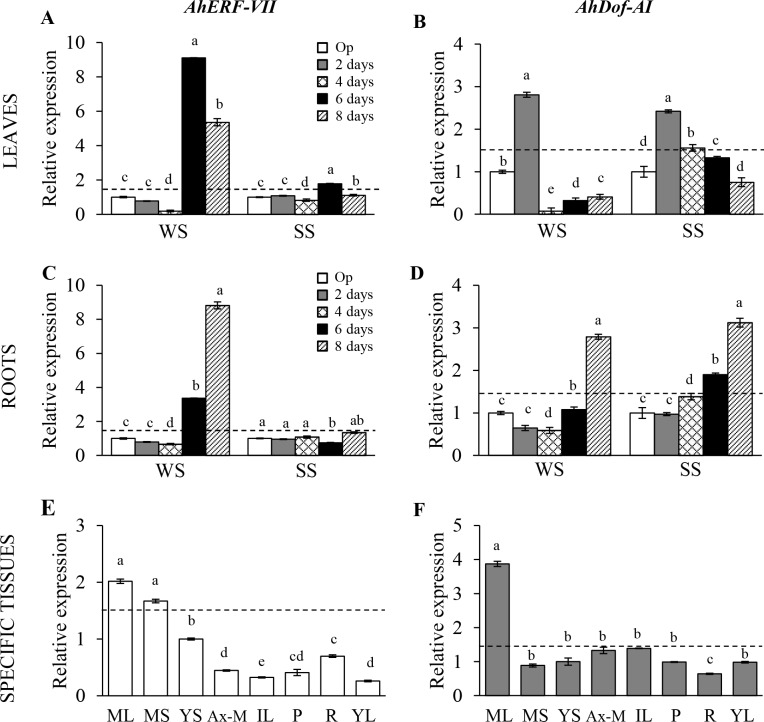
Tissue-specific- and stress-induced expression patterns of the *AhERF-VII* and *AhDOF-AI* transcription factor genes in *A*. *hypochondricus*. Panels (A) and (B), and (C) and (D) show the changes in *AhERF-VII* gene and *AhDOF-AI* expression levels, respectively, in leaves and roots of plants exposed for different time periods (2-to-8 days) to water-deficit (WS) or salinity stress (SS) conditions. The expression levels are relative to those detected in control plants maintained in optimal conditions (Op), whose expression was set to 1.0. Panels (E and F) show the tissue-specific expression levels of the *AhERF-VII* and *AhDof-AI* genes, respectively, measured in relation to those detected in young stems (YS), whose expression levels were set at 1.0. The tissues examined were axilar meristem (AxM), intermediate and young leaves (IL and YL, respectively), panicles (P) and roots (R). Bars and error bars indicate mean values and ES, respectively (n = 6). Different letters over the bars represent statistically significant differences at *P* ≤ 0.05 (Tukey Kramer test). The discontinuous horizontal lines indicate the 1.5-fold threshold value above which gene expression was considered to be induced.

### The *AhERF-VII* and *AhDof-AI* Genes Respond to Phytohormone Treatments in Grain Amaranth

The expression of *AhERF-VII* was rapidly induced in leaves of young grain amaranth plants treated with exogenous MeJA. This response was detected at similar levels, both locally and systemically. It also remained stable 24 h after MeJA treatment (Fig 6A). This gene was also strongly induced in response to severe mechanical defoliation in grain amaranth plants in a development-dependent manner (results not shown). ABA and BTH treatments had a weak effect on foliar expression of *AhERF-VII* (Fig 6B and 6C). In contrast, *AhDof-AI* did not respond to MeJA treatment (results not shown), but was induced locally and systemically by both ABA and BTH (Fig 6D and 6E). BTH induced a more rapid and pronounced local response, whereas ABA’s effect was mostly systemic.

**Fig 6:**
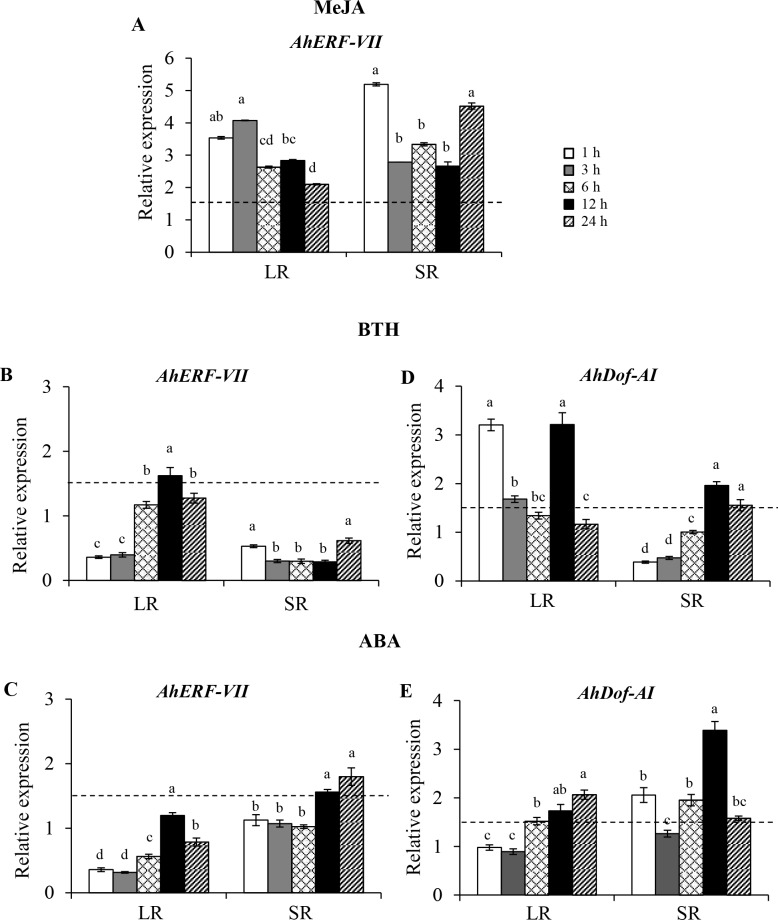
Relative expression levels of the *AhERF-VII* and *AhDOF-AI* transcription factor genes in *A*. *hypochondriacus* produced shortly after the application of exogenous phytohormones or phytohormone-like compounds. The expression of these genes relative to control was measured 1, 3, 6, 12 and 24 h after the application of methyl jasmonate (MeJA, panel A), benzothiadiazole (BTH, panels B and D), and abscisic acid (ABA, panels C and E). The response was measured in treated leaves (local response, LR) and in untreated, distal leaves (systemic response, SR). Bars and error bars indicate mean values and ES, respectively (n = 6). Different letters over the bars represent statistically significant differences at *P* ≤ 0.05 (Tukey Kramer test). The discontinuous horizontal lines indicate the 1.5-fold threshold value above which gene expression was considered to be induced.

### AhERF-VII and AhDof-AI Proteins Are Localized in the Nucleus

Bioinformatics tools predicted that AhERF-VII and AhDof-AI might have a nuclear localization. This prediction was confirmed by fluorescence microscopy assays, which detected the predominant localization of the GFP-AhERF-VII and GFP-AhDof-AI chimeric proteins in the nucleus of root cells of the transgenic Arabidopsis plants examined (Fig 7).

**Fig 7:**
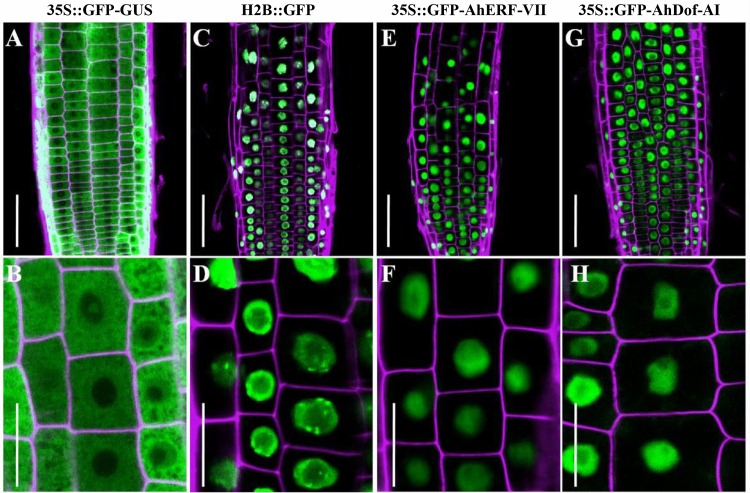
Localization by fluorescence microscopy of the GFP-ERF and GFP-DOF fusion proteins in root cells. A nuclear localization was observed in root cells near the root tip of transgenic Arabidopsis plants constitutively expressing the GFP-AhERF-VII (panels E and F) or the GFP-AhDOF-AI (panels G and H) fusion proteins. The results were compared with those obtained from control transgenic Arabidopsis plants constitutively expressing the 35S:: GFP-GUS (panels A and B) or the H2B:: GFP fusion proteins (panels C and D). The latter overexpress a histone 2B fused with GFP (H2B::GFP), which is a commonly employed nuclear marker.

### Overexpression of *AhERF-VII* and *AhDof-AI* Increase Tolerance to Drought and Salt Stress, Respectively, in Transgenic Arabidopsis Plants

Four T2 homozygous transgenic lines with a single T-DNA insertion were randomly selected for every *AhERF-VII* and *AhDof-AI* construction. The expression levels of the respective transgenes detected in the transformed OE-*AhERF-VII* and OE-*AhDof-AI* Arabidopsis plants were significantly different, ranging from 1 × 10^3^ to 1 × 10^4^ fold higher, relative to background expression levels in untransformed controls (S3 Fig). Three lines with different expression levels (high, middle and low) were selected for further experimentation. These were lines EL25, EL2 and EL15, and lines DL2, DL31 and DL4 for OE-*AhERF-VII* and OE- *AhDof-AI* transgenic plants, respectively.

Tolerance to WS was significantly increased in all three OE*-AhERF-VII* transgenic lines tested, with respect to WT plants. The aspect of the plants in Op conditions, and in the WS and R phases of the experiment is shown (Fig 8A). The survival rate scored in 3-week-old WT plants was only around 45%. In contrast, more than 80% of OE-*AhERF-VII* transgenic plants tested, survived (Fig 8B). WS tolerance, in line EL25, was consistent with a significantly slower rate of water loss in detached rosette leaves as compared with leaves of WT plants (Fig 8C). This was in agreement with the significantly reduced stomatal opening measured on the surface of leaves of transgenic plants undergoing water-deficit stress (Fig 8D and 8E). Conversely, SS tolerance was increased in all OE-*AhDof-AI* transgenic lines tested. The aspect of the plants in Op conditions, and in the SS and R phases, the latter two weeks after watering was restored, is shown (Fig 9A). The recovery rate scored in 3-week-old WT plants was only around 25%. In contrast, more than 50% of the OE-*AhDof-AI* transgenic plants tested, were able to recover and reach the flowering stage (Fig 9B). No increased tolerance to SS or WS was detected in OE-*AhERF-VII* and OE-*AhDof-AI* transgenic plants, respectively (results not shown). Apart from an increased tolerance to certain abiotic stresses, OE-*AhERF-VII* and OE-*AhDof-AI* plants showed normal vegetative and reproductive development (S4 Fig).

**Fig 8:**
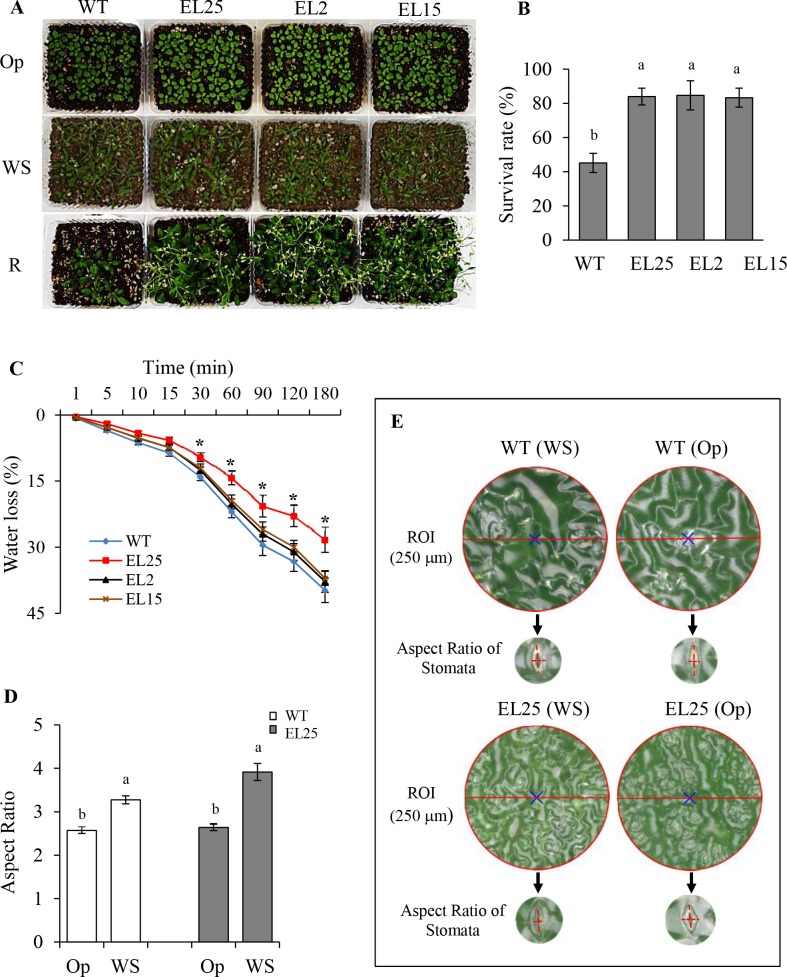
The overexpression of the *AhERF-VII* gene confers water-deficit stress tolerance in transgenic Arabidopsis plants. Panel (A) shows the aspect of WT control plants and of three lines of *AhERF-VII* overexpressing transgenic Arabidopsis plants (EL25, EL2, and EL15) in optimal conditions (Op), after 6 days of water-deficit stress (WS), and one day after watering was resumed to allow recovery (R). In panel (B), the survival rate of the plants shown in A is presented. Panel (C) shows the water loss rate measured in detached rosette leaves taken from transgenic and WT control plants. Panels (D) and (E) show the calculated “Aspect Ratio” parameter employed to quantify stomata aperture, and the regions of interest (ROI) cropped from *A*. *thaliana* leaves, respectively, in WT and transgenic (line EL25) plants in optimal (Op) or water-deficit stress (WS) conditions. Bars and error bars indicate mean values and ES, respectively (n = 25). Asterisks (in C) and different letters over the bars (in B and D) represent statistically significant differences at *P* ≤ 0.05 (Tukey Kramer test). The results shown are those obtained from a representative experiment that was repeated thrice with similar results.

**Fig 9:**
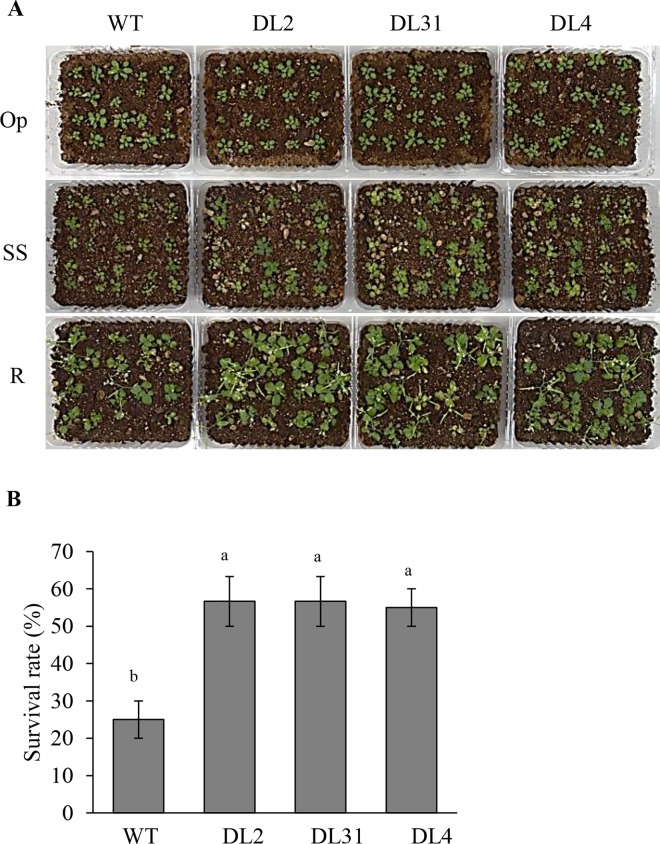
The overexpression of the *AhDOF-AI* gene confers acute salt stress tolerance in transgenic *Arabidopsis* plants. Panel (A) shows the aspect of WT control plants and of three lines of *AhDof-AI* overexpressing transgenic Arabidopsis plants (DL2, DL31, and DL4) in optimal conditions (Op), at the end of acute salt stress (SS), and 2 weeks after watering was resumed to allow recovery (R). In panel (B), the survival rate of the plants shown in (A) is presented. Bars and error bars indicate mean values and ES, respectively (n = 25). Different letters over the bars represent statistically significant differences at *P* ≤ 0.05 (Tukey Kramer test). The results shown are those obtained from a representative experiment that was repeated thrice with similar results.

The results derived from the biochemical, metabolic and microarray analyses, described below, were performed with the transgenic lines expressing the highest levels of either the *AhERF-VII* (i.e., line EL25) or the *AhDof-AI* (i.e., line DL2) genes (S3 Fig).

### Biochemical Analysis of *OE-AhERF-VII* and *OE-AhDof-AI* Transgenic Arabidopsis Plants under Acute Water-Deprivation or Salt Stress

#### Antioxidant enzymatic activity

SOD activity levels were significantly higher in OE-*AhERF-VII* transgenic plants tested under Op and WS conditions, compared to those recorded in WT plants. In contrast, SOD activity levels recorded in WT and transgenic plants during R did not vary from those detected under optimal conditions (Fig 10A). WS clearly induced CAT activity levels in WT plants, but the inductive effect during WS was significantly stronger in the OE-*AhERF-VII* transgenic plants (Fig 10B). However, inversely to the SOD behavior observed during R conditions, CAT activity levels increased further, in WT plants, and decreased to levels detected under optimal growing conditions, in OE-*AhERF-VII* transgenic plants. GR activity levels did not vary in WT plants during the course of the WS experiments, whereas WS and R conditions led to significantly higher GR activities in OE-*AhERF-VII* transgenic plants (Fig 10C). SOD activity levels were also significantly increased in SS conditions in OE-*AhDof-AI* plants (Fig 10D), whereas both CAT and GR activities reached similar levels in response to SS in both WT and transgenic plants (Fig 10E and 10F). However, CAT activity was significantly higher than WT controls in OE-*AhDof-AI* plants maintained under Op growing conditions (Fig 10E).

**Fig 10:**
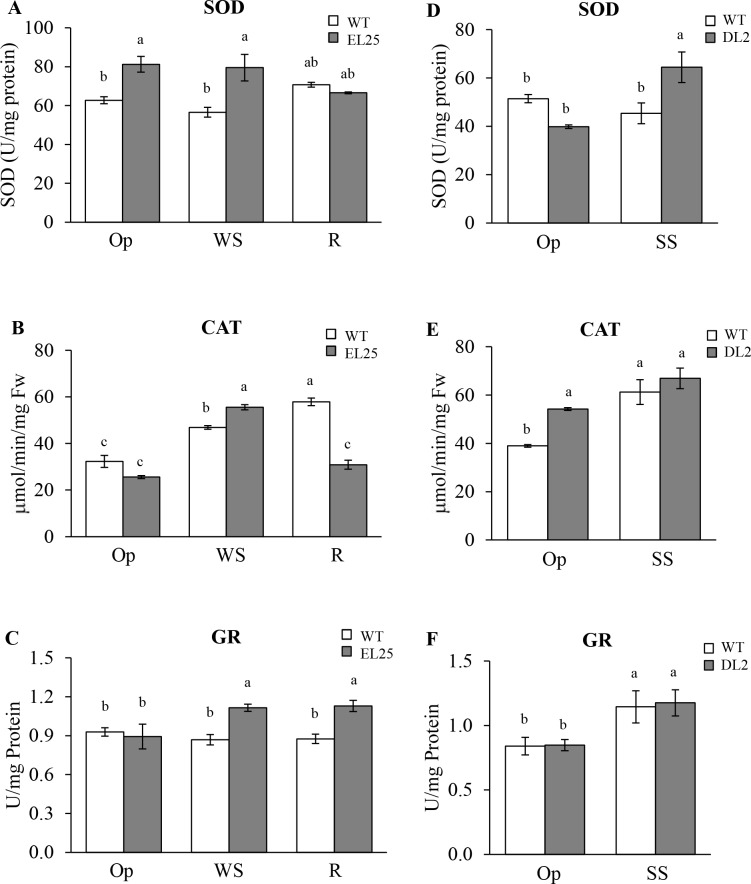
Reactive oxygen species scavenging enzyme activity in transgenic OE-*AhERF-VII* and OE-*AhDof-AI* plants. Activity levels of three reactive oxygen species scavenging enzymes (superoxide dismutase [SOD], catalase [CAT], and glutathione reductase [GR]) and were quantified *in vitro* in leaf extracts of transgenic OE-*AhERF-VII* (line EL25) Arabidopsis plants (panels A-C) growing in optimal conditions (Op), 6 days after water-deficit stress (WS) and 1 day after normal watering was restored (R). Antioxidant enzyme activity was also determined in leaves of transgenic OE-*AhDof-AI* (line DL2) Arabidopsis plants (panels D-F) maintained under optimal growing conditions (Op) or at the end of the acute salt stress (SS) treatment. In each case, gray and empty bars represent transgenic and WT plants, respectively. Different letters over the bars represent statistically significant differences at *P* ≤ 0.05 (Tukey Kramer test). Bars and error bars indicate mean values and ES, respectively (n = 20). The results shown are those obtained from a representative experiment that was repeated thrice with similar results.

#### Proline and soluble NSC accumulation

A highly significant accumulation of proline was detected in response to both WS and SS (Fig 11A and 11B). However, the levels detected in both transgenic plant lines tested did not differ from those detected in WT plants. A similar pattern was observed for most NSCs analyzed, which were also significantly increased under stress conditions to comparable levels, in both WT and transgenic plants (S5 Fig). The only difference observed involved glucose (Glu) levels, which were significantly higher, under Op and WS conditions, in WT compared OE-*AhERF-VII* transgenic plants (S5A Fig). Glu levels were also lower than WT in OE-*AhDof-AI* plants maintained under Op growing conditions. However, in contrast to the above, SS induced a significantly higher Glu accumulation in OE-*AhDof-AI* plants (S5D Fig). Also relevant was the finding that all soluble NSCs levels in OE-*AhERF-VII* transgenic plants decreased to Op conditions levels during the R stage (S5A–S5C Fig).

**Fig 11:**
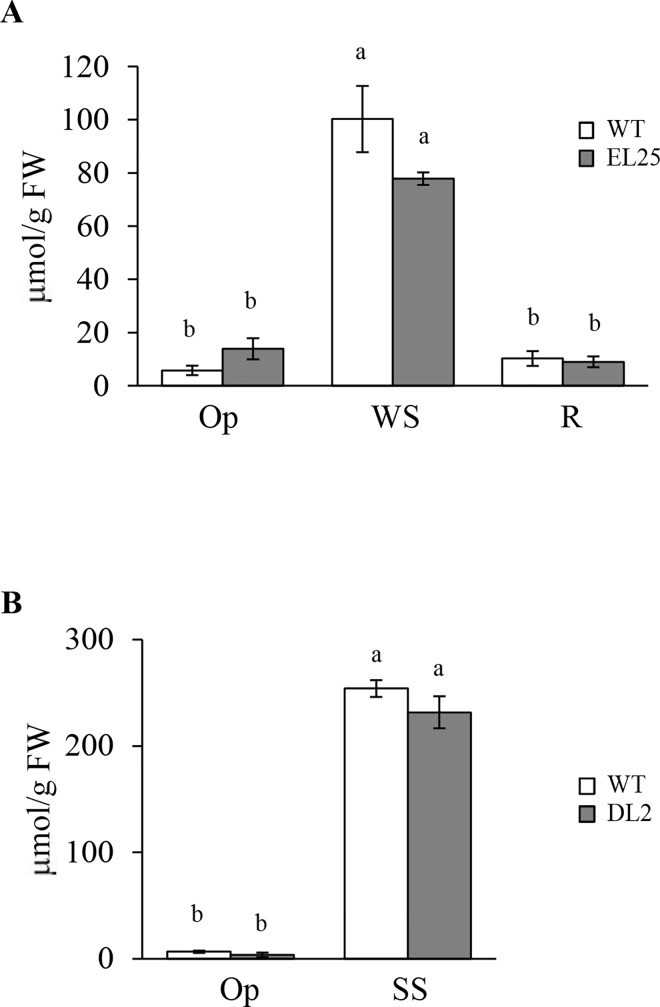
Proline content in transgenic OE-*AhERF-VII* and OE-*AhDof-AI* plants. Proline accumulation levels were quantified *in vitro* in leaf extracts of transgenic *OE-AhERF-VII* (line EL25) Arabidopsis plants (panel A) growing in optimal conditions (Op), 6 days after water-deficit stress (WS) and 1 day after normal watering was restored (R). Proline levels were also determined in leaves of transgenic *OE-AhDof-AI* (line DL2) Arabidopsis plants (panel B) maintained under optimal growing conditions (Op) or at the end of the acute salt stress (SS) treatment. In each case, gray and empty bars represent transgenic and WT plants, respectively. Different letters over the bars represent statistically significant differences at *P* ≤ 0.05 (Tukey Kramer test). Bars and error bars indicate mean values and ES, respectively (n = 20). The results shown are those obtained from a representative experiment that was repeated thrice with similar results.

### Gene Expression Profiles of OE-*AhERF-VII* and OE-*AhDof-AI* Transgenic Arabidopsis Plants

Microarray gene expression profiles were analyzed in WT and transgenic OE-*AhERF-VII* and OE-*AhDof-AI* plants sampled in all stages of the stress experiments performed: i.e., in Op growing conditions, under acute WS or SS, and during R. This was performed in order to discern the possible mechanisms responsible for the increased tolerance to the particular stress condition applied. 

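Leaf RNA of wild-type plants, labelled with Cy3, was hybridized together with RNA of OE-*AhERF-VII* plants (line EL25, in Op, WS and R) or OE-*AhDof-AI* plants (line DL2, in Op and SS), labelled with Cy5. Each of these 5 states was measured on 1 array, with wild-type plants of the same state in the other channel. The sample labels give 5 days without watering for the WS plants and 400 mM NaCl for 3 days for the SS plants, whereas the paper's methods give 6 days of WS, and 400 mM on day 1 of SS followed by 100 mM. An array held 30000 spots, and 29234 of them carried an identifier of one of 26017 Arabidopsis loci. Spot brightness in the deposited scanner files was corrected for background (normexp, offset 50) and normalized within each array by loess, and the log2 ratio of transgenic over WT plants was averaged over the spots of each locus. The Z score of a locus was its log2 ratio minus the mean of the 100 loci closest to it in brightness, divided by their standard deviation. Loci with a Z score of at least 2 in size were taken as up- or down-regulated. The paper's S3 Table goes with another setting. Of 1122 scores in it, 1007 equal scores of the deposited normalized values over a narrower window of transcripts. That window was chosen after the data were examined. Under it, with each locus given its transcript with the largest Z score in size, most genes that the paper names as changed and that were not called here were called. A missing call here can therefore come from the processing. With 1 array per state and the dyes never exchanged, no error or p-value could be given for the log2 ratio in a state. A dye effect tied to a spot cannot be separated from a difference between genotypes. WT plants in Op were measured on both Op arrays, and the spread between those was not used. A channel was taken as above background where its net signal exceeded the 95th percentile of the 510 empty spots. This rule was chosen after the data were examined. A fold against a channel at background is written as at least that fold. Its divisor was the signal of that channel or the lowest signal of any locus above background there, whichever was larger. For many loci it is therefore the measured ratio itself, and it is not a strict bound. Between 77.4% and 90.4% of gene spots were above background in the WT channel, and between 61.1% and 75.0% in the transgenic channel. In simulated arrays, 89.6% to 91.0% of loci with a 2-fold change were recovered, 43.3% to 52.2% of those with a 1.5-fold change, and 3.30% to 3.73% of unchanged loci were called. The simulated noise had the same size at every brightness, so these shares do not carry over to the real arrays. On the OE-*AhERF-VII* Op array, 32 of 110 loci at least 2-fold higher passed the Z threshold, and 129 of 132 at least 2-fold lower. On the OE-*AhDof-AI* Op array these were 8 of 92 and 182 of 191. Pairs of spots that carry one transcript identifier were about as unlike in brightness as pairs of spots of other loci printed next to them (r = 0.07 over 1620 pairs, against r = 0.06). Gene names are therefore names of spots as the deposited files give them, and a value is not shown to belong to the transcript of that name.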

The fold change analysis (FC = 2.0) showed that the 1237 genes were altered in one or more of the conditions analyzed, representing approximately 5% of the genes on the array having an AGI annotation. 

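In OE-*AhERF-VII* plants, 425 loci were up-regulated and 775 were down-regulated in Op, 452 and 706 under WS, and 553 and 640 in R. In OE-*AhDof-AI* plants, 344 loci were up-regulated and 873 were down-regulated in Op, and 311 and 827 under SS. Counted over the 5 arrays, 4093 loci passed the Z threshold at least once. A Z score over the spread of neighbouring loci calls a nearly fixed share of loci (4.37% to 4.68% here). These counts therefore do not measure how many genes changed. A ratio of at least 2-fold, the size of change that the paper's text names, was reached by 110 loci up and 132 down in OE-*AhERF-VII* Op, by 24 and 56 under WS, and by 14 and 16 in R. In OE-*AhDof-AI* plants it was reached by 92 loci up and 191 down in Op, and by 55 and 177 under SS. The spot of the RING-H2 finger gene *RHA1A* (AT4G11370) was down-regulated on all 5 arrays, by at least 3.33-fold under WS and at least 4.72-fold under SS, with only the WT channel above background. Among spots with both channels above background in OE-*AhERF-VII* Op, AT3G13590 was down-regulated with a log2 ratio of −2.59, as were AT5G10660 (−2.57), *KINESIN-12B* (AT3G23670, −2.47) and *MEF20* (AT3G18970, −2.40). On the R array, AT3G56410 was up-regulated with a log2 ratio of 2.23 and *TOPII* (AT3G23890) with 1.50. On the OE-*AhDof-AI* Op array, AT4G15060 was at least 11.4-fold lower and AT3G17190 at least 8.76-fold lower than in WT plants. Under SS, *SPX2* (AT2G26660) was down-regulated with a log2 ratio of −1.83.

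**Figure D1:**
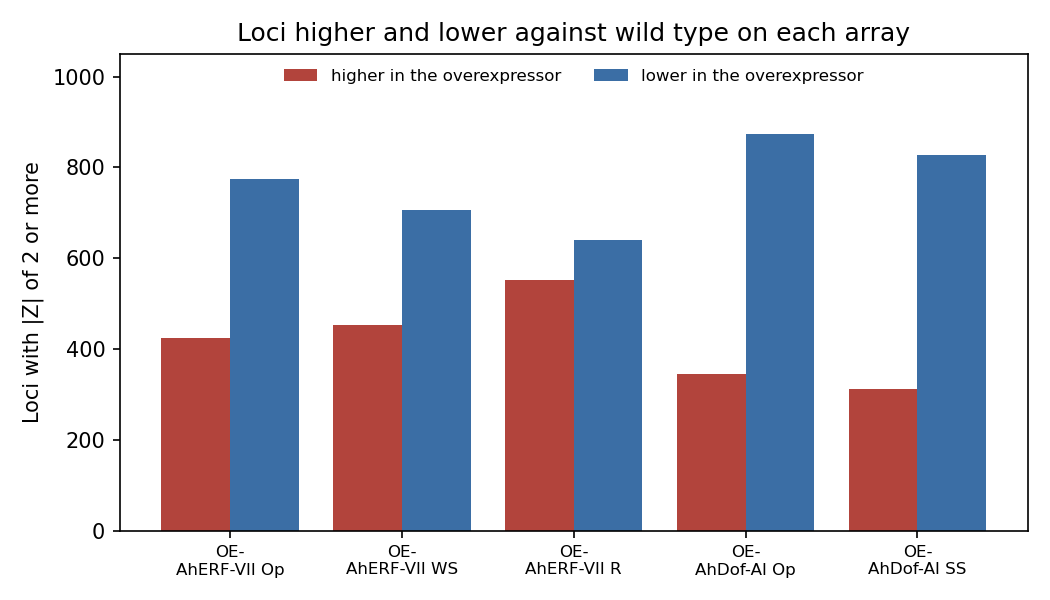
Number of loci up- and down-regulated on each of the 5 arrays (y axis, loci) at a Z score of at least 2 in size, 1 array per state. This threshold calls a nearly fixed share of loci on each array. Down-regulated loci outnumber up-regulated loci most in OE-*AhDof-AI* plants, with 873 against 344 in Op. On the R array (640 against 553) this turned without background correction (595 up, 578 down) and under print-tip loess (625 up, 598 down).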

Different degrees of overlap between differentially expressed genes were observed in Arabidopsis plants across all treatments and genotypes. 

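In OE-*AhERF-VII* plants, the WS and R arrays shared 139 up-regulated loci (16.1% of the loci up-regulated on either) and 192 down-regulated loci (16.6%). The Op and WS arrays shared 65 up-regulated (8.00%) and 122 down-regulated loci (8.98%), and the Op and R arrays 66 (7.24%) and 94 (7.12%). Independent lists of these sizes would share 9.61 up-regulated loci between WS and R, 7.38 between Op and WS, and 9.03 between Op and R. Across all loci, which are not independent replicates, log2 ratios correlated with r = 0.64 between WS and R, 0.51 between Op and WS, and 0.40 between Op and R. With median centring in place of loess these were 0.82, 0.85 and 0.76, with Op and WS highest. Among the spots called under both WS and R, *ELF4* (AT2G40080) was up-regulated with log2 ratios of 0.75 and 0.74, and *ENDO2* (AT1G68290) was down-regulated with −1.04 and −0.84.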

The percentage of overlapping genes in all combinations analyzed is shown in S6 Fig. The highest overlap in gene expression patterns in OE-*AhERF-VII* plants was observed between the WS and R conditions (S6C Fig), whereas R and Op conditions were the most dissimilar (S6B Fig). 

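The Op and SS arrays of OE-*AhDof-AI* plants shared 94 up-regulated loci (16.8% of those up-regulated on either) and 403 down-regulated loci (31.1%), and no locus changed in opposite directions. Log2 ratios of the 2 arrays correlated with r = 0.80 across loci. Among the shared down-regulated spots, AT1G19330 was at least 2.94-fold lower than in WT plants in Op and at least 4.16-fold lower under SS, and AT1G19130 had log2 ratios of −0.82 and −1.16. *WRKY54* (AT2G40750) was also down-regulated in both states, with −0.78 and −0.59.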

In the OE-*AhDof-AI* plants, shared gene expression in plants under SS and Op conditions was higher than that observed between in OE-*AhERF-VII* plants (S6A and S6D Fig). The overexpression of the *AhERF-VII* and *AhDof-AI* transgenes in Arabidopsis led to similar percentages of shared up- down-regulated genes under both Op and stress conditions (S6E and S6F Fig). 

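Between OE-*AhERF-VII* and OE-*AhDof-AI* plants, the Op arrays shared 83 up-regulated (12.1%) and 228 down-regulated loci (16.1%), and the WS and SS arrays shared 74 (10.7%) and 128 (9.11%). The correlation of log2 ratios across loci was r = 0.62 between the Op arrays and 0.49 between the WS and SS arrays (0.84 with median centring in place of loess). Over the 5 arrays, 38 loci were up-regulated and 106 down-regulated on at least 4. Among the latter, *TOPP4* (AT2G39840) had log2 ratios between −1.06 and −0.67, *ATPXG2* (AT5G55240) between −1.28 and −0.85, and AT3G13225 between −1.04 and −0.67. Every array carried the transgenic plants in the same dye, so dye effects tied to single spots would add to each of these overlaps.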

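*RD29A* (AT5G52310) was up-regulated with log2 ratios of 0.77 in OE-*AhERF-VII* Op, 0.61 in OE-*AhDof-AI* Op and 0.72 under SS. Its mean Z score was 2.41 over the 3 conditions for which Table 1 lists it, which are WS, OE-*AhDof-AI* Op and SS. Under WS it was not called. Mean Z scores in this paragraph are taken over the conditions that Table 1 lists for a gene. *NAC036* (AT2G17040) was up-regulated under WS (0.58) and in OE-*AhDof-AI* Op (0.55), with a mean Z score of 2.11 over its listed states, and *GLCNA.UT1* (AT1G31070) under WS (0.59), with a mean of 2.01. The gene listed as K23F3.1 (AT5G48290) was up-regulated on all 5 arrays, with log2 ratios from 0.59 to 1.08. Its mean Z score over the 4 listed conditions was 2.98. *MYB117* (AT1G26780) passed the Z threshold on 4 arrays (mean Z score 2.57), *CPK10* (AT1G18890, CDPK1 in Table 1) had a mean Z score of 2.72 and *CHX16* (AT1G64170) one of 2.07, but neither channel of these spots was above background on the arrays where they were called, so no fold is given.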

A selection of genes whose modified expression was shared in more than one of the conditions tested in this study is shown in Table 1. Also shown is a comparison of genes whose expression was up- or down-regulated under Op growing conditions (S2 and S3 Tables) and under WS (S4 Table) or SS (S5 Table) in OE-*AhERF-VII* and OE-*AhDof-AI* plants, respectively.

**Table 1:** Highly expressed genes detected in both OE-*AhERF-VII* and OE-*AhDOF-AI* Arabidopsis transgenic plants under optimal, stress and recovery conditions.

Gene description	Z score	Gene function	Conditions where induced^1^
***Putative calcium-transporting ATPase (Ca***^***2+***^***ATPases)***	3.7	Ca^2+^ATPases have diverse roles as regulators of many stress signaling pathways, leading to plant growth, development and **salt stress and drought tolerance**.	**OE, D, R, S**
***Nucleotide-sugar transporter family protein***	3.6	Anion transmembrane transport. NAD^+^/ NADH redox control.	**OE, D, R, OD, S**
***N-acetylglucosamine-1-phosphate uridylyltransferase 1*, *GlcNA*.*1UT1***	3.6	This is an essential precursor for **glycolipid and glycoprotein synthesis** and is also used for regulatory protein modification in signaling pathways	**D, S**
***NAC transcription factor family protein (NAC036)***	3.4	NAC proteins enhance drought and salt resistance in transgenic plants. Are also involved in leaf and inflorescence stem morphogenesis.	**D, OD, S**
***Cation/ H***^***+***^ ***antiporter 16 (CHX16)***	3.4	Na^+^/ H^+^ and K^+^/ H^+^ antiporters are involved in intracellular ion and pH regulation in plants. AtNHX1is an important **salt tolerance determinant**; suggested to favor Na^+^ accumulation in vacuoles.	**OE, D, OD**
***Calcium-dependent protein kinase 1 (CDPK1)***	3.1	Over-expression of ginger *CDPK1* gene in tobacco conferred tolerance to **salinity and drought stress**. Positive regulators controlling stress signal transduction in plants.	**OE, D, S**
***Lactoylglutathione lyase*, *GLY1***	3.1	Overexpression of GLY1 confered **salt tolerance in transgenic tobacco plants**.	**D, R, S**
***Responsive to dessication 29A (RD29A)***	3.1	Marker of response to **abiotic stress**.	**D, OD, S**
***Heavy metal transport/detoxification domain-containing protein (K23F3*.*1)***^**2**^	3.0	Involved in heavy metal homeostasis and detoxification mechanisms, especially those involved in cadmium tolerance and transcriptional responses to **cold and drought.**	**OE, D, OD, S**
***Myb-domain transcription factor LOF1 (MYB117)***	3.0	MYB transcription factors are involved in plant development, secondary metabolism, hormone signal transduction, disease resistance and **abiotic stress tolerance.**	**OE, D, OD, S**
***Sugar transport protein 5***	2.9	Cation transmembrane transport. Carbohydrate transmembrane transport activity.	**OE, D, R, OD, S**

^**1**^Optimal conditions, *OE-AhERF-VII* (OE); Water-deficit stress, *OE-AhERF-VII* (D); Recovery (both genes) (R); Optimal *OE-AhDOF-AI* (OD); Salt stress (S), *OE-AhDOF-AI*.

^**2**^de Abreu-Neto JB, Turchetto-Zolet AC, de Oliveira LF, Zanettini MH, Margis-Pinheiro M (2013) Heavy metal-associated isoprenylated plant protein (HIPP): characterization of a family of proteins exclusive to plants. FEBS J. 280:1604–1616.

A gene ontology (GO) analysis of the microarray data obtained from both transgenic plants was also performed (S6 and S7 Tables). 

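Genes of photosynthesis (35 loci) stood low in Op conditions, with a median log2 ratio of −0.18 in OE-*AhERF-VII* plants and −0.17 in OE-*AhDof-AI* plants. The first lay at percentile 0.25 and the second at 0.16 of 10000 random lists of the same size and brightness; the first kept this shift under 3 of 6 alternative processings, and lost it under median centring, with the deposited normalized files, and when loci under the 25th percentile of brightness were left out. Gene ontology annotation was not among the sources, so 56 gene lists fixed before the data were examined, and not GO categories, were compared with random lists in this way on each array. A list was taken as shifted where its median lay outside the middle 95% of its random lists. Lists drawn by words hold only loci whose name or description contains the words, and need not cover a whole family. In 3 lists drawn by abbreviations (pentatricopeptide and tetratricopeptide repeats, AP2/ERF factors), most loci were matched by letters alone and are not named as members of the family; values for these lists are given with abbreviations as whole words, chosen after the data were examined. Of 265 combinations of the other 53 lists with an array, 9 were shifted up and 8 down, where 13.3 in all would be from chance alone. Genes of 1 list share regulation, so these percentiles are descriptions and not tests. The 35 photosynthesis loci had a median brightness percentile of 56.2, against 50.1 for protein-coding loci. Their shift is therefore one of spots with those names, not shown to be one of these transcripts.

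**Figure D2:**
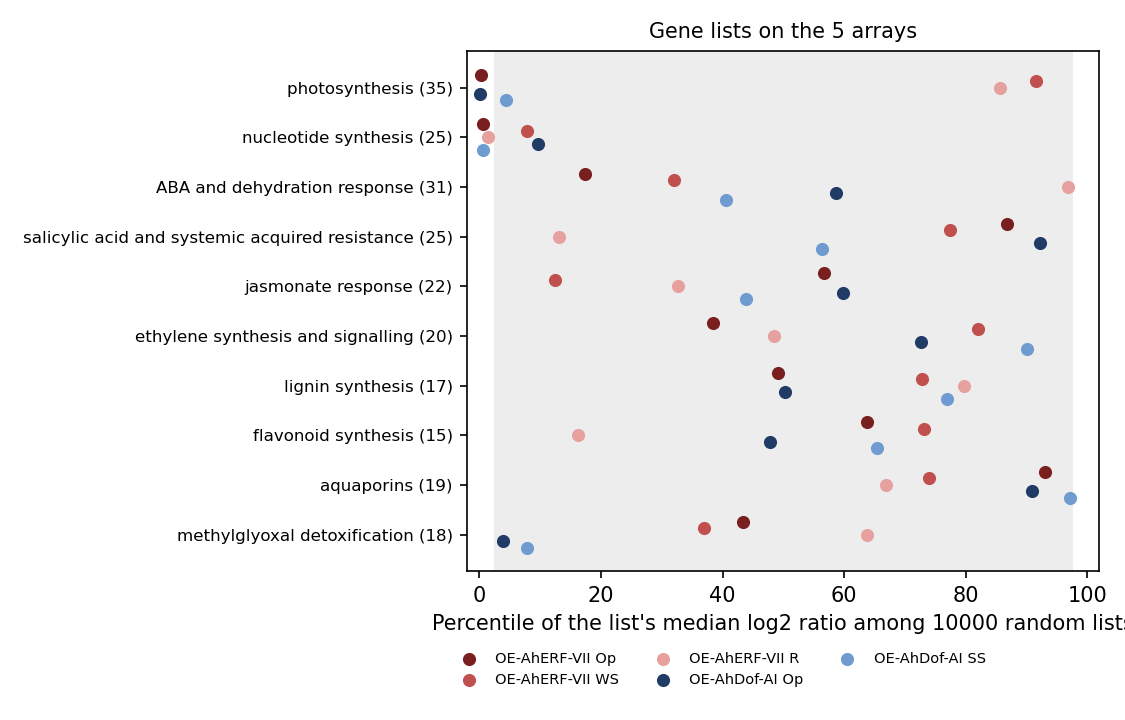
Percentile of the median log2 ratio of a selection of the 56 gene lists among 10000 random lists of the same size and brightness, for the 5 arrays. Photosynthesis lies below percentile 2.5 in both Op arrays. Other shifted lists, among them precursors of microRNA, heat shock and LEA proteins, are not drawn.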

Data in S6 Table shows that several biological processes and molecular functions were significantly modified in OE*-AhERF-VII* plants. Highly represented were categories involved in ribonucleobase, and ribonucleobase monophosphate biosynthesis and metabolism, which were mostly downregulated in all conditions tested. 

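Genes of purine and pyrimidine nucleotide synthesis (25 loci) had a median log2 ratio of −0.19 in OE-*AhERF-VII* Op, −0.09 under WS and −0.14 in R. The list was shifted down in Op (percentile 0.52) and R (1.50) and within the range of random lists under WS (7.82). In Op 3 of the loci were down-regulated, under WS 2 and in R 3, while 1 was up-regulated under WS. AT2G37690 was down-regulated in Op (−0.97), and AT3G54470 (−0.85) and AT1G36280 (−0.62) in R. The shift in Op was kept under 2 of 6 alternative processings and that in R under 3.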

Several categories related to development and morphogenesis were enriched under Op and R conditions, but not under WS. 

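Trichome markers had a median log2 ratio of −0.04 in OE-*AhERF-VII* Op, within the range of random lists (percentile 35.2), and *ETC1* (AT1G01380, −0.68) and *GL2* (AT1G79840, −0.65) were down-regulated. Root markers lay at percentile 66.9 in Op, where *PYK10* (AT3G09260) was down-regulated (−0.70). In R, genes of flowering time and floral identity (40 loci) had a median of 0.07 (percentile 94.2), with *LFY* (AT5G61850, 0.80) and *FUL* (AT5G60910, 0.51) up-regulated and none down-regulated. Among pollen markers, *HAP2* (AT4G11720) was up-regulated in R (0.69), with the list at percentile 32.5. Senescence genes lay at percentile 62.5 in Op, where *SAG14* (AT5G20230, 0.54) was up-regulated, and at 20.3 under WS, where none of the 20 was called.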

Included in Op conditions were those involved in plastid and thylakoid membrane organization, trichome morphogenesis, hair cell differentiation, and root and lateral root development, whereas cell proliferation, differentiation and morphogenesis categories were enriched during R. An evident enrichment in categories involved in reproductive processes was also observed during R. Conversely, leaf and organ senescence were enriched under both Op and WS conditions. 

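Under WS, *CESA3* (AT5G05170, log2 ratio of 0.65) and *COBL4* (AT5G15630, 0.45) were up-regulated in OE-*AhERF-VII* plants. The list named cellulose synthases here and below also holds *COBL4* and *COB*, which are not cellulose synthases. Under WS it had a median of 0.01 (percentile 57.4). Expansins and xyloglucan endotransglucosylases (19 loci) lay at percentile 48.7, with none called, and pectin-modifying enzymes (46 loci) at 82.3, with 1 up- and 2 down-regulated. Glycosyl hydrolases (25 loci) had a median of −0.10 (percentile 9.44). Vascular markers, which cover phloem and xylem, lay at percentile 63.5, and none of the 13 was called.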

WS also led to an enrichment of various categories involved in cell wall and phloem/ xylem biosynthesis and modification. This effect coincided with a reduction of the cell wall macromolecule catabolic process category. In contrast, cell wall-related categories were significantly reduced under Op conditions, and were not significantly represented in R.

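In Op, cellulose synthases lay at percentile 18 of random lists in OE-*AhERF-VII* plants and expansins and xyloglucan endotransglucosylases at 74.8, with none of either list called. *CEL3* (AT1G71380) was down-regulated in Op (log2 ratio of −0.81). Cellulose synthases were shifted down in R, with a median of −0.22 (percentile 1.78), although none of the 8 loci was called there and 3 of 6 alternative processings kept the shift.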

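In OE-*AhERF-VII* Op, 2 of 26 genes of gene silencing and DNA methylation, *AGO5* (AT2G27880) and *DRM2* (AT5G14620), passed the Z threshold upward, both with neither channel above background. The list had a median log2 ratio of 0.01 in Op (percentile 64.3), −0.04 under WS (30.4) and −0.03 in R (34.7). *AGO1* (AT1G48410) was down-regulated in R (−0.53).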

An enrichment of categories related to gene silencing and epigenetic control of gene expression, in addition to other categories related to DNA conformational changes, replication and metabolism occurred in Op conditions. Apart from a few exceptions, the above categories ceased to be significantly modified under WS and R.

Various categories involving secondary metabolism were altered in Op conditions. Categories representing proteolytic/ endopeptidase activity, as well as macromolecule catabolic processes were also downregulated in Op conditions. In contrast, only the vitamin biosynthesis and proteolytic activity categories remained downregulated under WS, in addition to those related to fatty acid biosynthesis and oxidative metabolism. Conversely, several categories involving carbohydrate, aldehyde and other catabolic processes of were enriched under WS and R. Additionally, WS led to an enrichment of categories associated with lactate metabolism and protein modification. Flavone, flavonol, cytokinin, branched-chain aa metabolism, primary amine oxidase and chitinase biosynthetic, metabolic and/ or activity processes were exclusively enriched in R. Curiously, transmembrane transporter/ water channel activity categories were only enriched in Op conditions. This contrasted with the downregulation of several other transport related categories involving, among others, vesicle-mediated transport, cation-transporting activity and movement of proteins oligopeptides and peptides, organic acids, and purine nucleobases. Many of these transport-related categories remained significantly reduced under WS and R. Conversely, WS and R were particularly enriched in ATPase activity coupled to transmembrane movement of substances and calcium-transporting ATPase activity categories, respectively. 

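Genes of flavonoid synthesis (15 loci) had a median log2 ratio of −0.08 in OE-*AhERF-VII* R (percentile 16.2), and *F3H* (AT3G51240) was down-regulated (−0.65). Aquaporins (19 loci) had medians of 0.13 in Op (percentile 93.0), 0.06 under WS (73.9) and 0.03 in R (67.0). None of the aquaporins was called on these 3 arrays.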

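In OE-*AhERF-VII* Op, genes of salicylic acid and systemic acquired resistance (25 loci) had a median log2 ratio of 0.08 (percentile 86.8). *NIMIN3* (AT1G09415) was the only member called, at least 1.65-fold lower than in WT plants. Under WS, the list lay at percentile 77.4, with no member called.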

Signaling-related categories that were significantly enriched in Op conditions included many associated with biotic stress responses, including SA biosynthesis and metabolism categories. On the other hand, categories involving inositol monophosphate biosynthesis and metabolism were reduced. These categories remained downregulated under WS, in addition to many other inositol-related categories. 

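Genes of inositol phosphate metabolism (18 loci) had a median log2 ratio of −0.01 in OE-*AhERF-VII* Op (percentile 43.3), with none called, and of −0.06 under WS (20.6), with 1 down-regulated. In R, their median was 0.08 (86.1), and *SAL1* (AT5G63980) was down-regulated (−0.63).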

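Of 22 calcium-dependent protein kinase genes, 3 were up-regulated and 1 was down-regulated under WS in OE-*AhERF-VII* plants, with a median log2 ratio near 0 (percentile 54.0). *CPK15* (AT4G21940) was at least 1.79-fold lower than in WT plants. Outside this family, *PDK1* (AT5G04510, log2 ratio of 1.01) was up-regulated under WS, and *MPK5* (AT4G11330, −1.26) and *MPK9* (AT3G18040, −0.80) were down-regulated.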

WS was further characterized by an enrichment of protein kinase categories, particularly of calmodulin-dependent protein kinases. Also enriched were categories representing methylglyoxal (MG) metabolic and catabolic processes, D-lactate and auxin conjugate metabolic processes, response to monosaccharide stimulus and maintenance of cellular di-, tri-valent inorganic cation homeostasis. In contrast, important stress-associated categories were downregulated under WS, including those involving oxylipin and JA biosynthesis and metabolism, responses to herbivore or to ethylene and polyol biosynthetic processes. 

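None of 18 genes of methylglyoxal detoxification was called under WS in OE-*AhERF-VII* plants, and their median log2 ratio was −0.02 (percentile 37.0). The list includes the glyoxalase II gene *GLX2-2* (AT3G10850), which was up-regulated in R (0.54).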

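Under WS, genes of jasmonate synthesis (18 loci) had a median log2 ratio of −0.13 in OE-*AhERF-VII* plants (percentile 6.67), and *ACX1* (AT4G16760) was down-regulated (−0.71). Genes of the jasmonate response (22 loci) had a median of −0.09 (12.5), with *JAZ2* (AT1G74950) down-regulated (−0.64). Genes of ethylene synthesis and signalling (20 loci) had a median of 0.06 (82.0), with 1 down-regulated. These 3 lists were within the range of random lists.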

Downregulation of the oxylipin and JA categories was also detected during R, although it led to an enrichment of the SA biosynthesis category. 

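In R, the median log2 ratio of jasmonate synthesis was 0.03 (percentile 68.3), although *ACX1* remained down-regulated (−0.68). Jasmonate response genes lay at percentile 32.7, and genes of salicylic acid and systemic acquired resistance at 13.2, with none of either list called.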

The inorganic cation homeostasis category, including iron, also remained enriched during R, in addition to those related to the regulation of hormone levels. In contrast, the R stage became impoverished in important categories related to red light responses and signaling, hydrogen peroxide, and auxin and hormone transport.

Several biological processes and molecular functions were also significantly modified in OE-*AhDof-AI* plants (S7 Table). Similar to OE*-AhERF-VII* plants, an extensive down-regulation of several categories involved in ribonucleotide, ribonucleoside, and ribonucleoside monophosphate biosynthesis was observed under Op conditions, although the tendency decreased noticeably during SS. Likewise, many transport-related categories that were mostly downregulated in Op conditions, had a reduced representation during SS. 

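In OE-*AhDof-AI* plants, the 25 genes of nucleotide synthesis had a median log2 ratio of −0.08 in Op (percentile 9.62) and of −0.15 under SS (0.66). The list was shifted down under SS only, and median centring in place of loess moved its median there to just above 0. AT1G36280 was down-regulated in both states (−0.83 and −0.86). Under SS, AT3G54470 (−0.88) and *CARB* (AT1G29900, −0.84) were down-regulated as well, and AT2G37690 in Op (−0.53). The difference between the 2 states was not tested.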

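In OE-*AhDof-AI* Op, genes of sodium, potassium and vacuolar ion transport (24 loci) had a median log2 ratio of −0.14, shifted down (percentile 2.19), with 2 up- and 3 down-regulated. Only 1 of 6 alternative processings kept this shift. Under SS the median was −0.09 (percentile 7.90), with none up- and 3 down-regulated.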

Included were ion transport categories expected to be increased under SS. In addition, many other categories normally associated with high salinity responses (see below), were also downregulated under SS. Cell wall-related categories were not significantly altered in these plants, except for categories involved in cell wall lignification, which were enriched under Op and SS. 

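*COMT1* (AT5G54160) and *MYB58* (AT1G16490), both on the list of lignin synthesis (17 loci), passed the Z threshold upward in OE-*AhDof-AI* Op with neither channel above background, and the list had a median log2 ratio of 0.01 (percentile 50.4). Under SS, *MYB58* was at least 2.42-fold higher than in WT plants, 2 other members were down-regulated, and the list lay at percentile 76.9. Cellulose synthases lay at percentile 62.3 in Op and 12.9 under SS, and expansins and xyloglucan endotransglucosylases at 69.6 and 47.2.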

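Under SS, the 40 genes of flowering time and floral identity had a median log2 ratio of 0.08 in OE-*AhDof-AI* plants (percentile 95.2), with none up-regulated and *SPL15* (AT3G57920) down-regulated (−0.50). Genes of seed storage and oil bodies (13 loci) lay at percentile 70.0, with *SESA5* (AT5G54740) up-regulated (0.65) and *OLEO2* (AT5G40420) down-regulated (−0.79). Pollen markers lay at percentile 51.9 and root markers at 88.1. *RHD6* (AT1G66470), a root marker, was down-regulated (−0.61).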

A striking effect was the enrichment of several categories related to vegetative and reproductive development under SS. These conditions were also characterized by the singular enrichment of categories associated with posttranscriptional gene silencing, including gene silencing by miRNA. 

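Under SS, *DRM2* was at least 2.18-fold higher and *HYL1* (AT1G09700), on the same list of gene silencing and DNA methylation, at least 1.56-fold lower than in WT plants. The list as a whole lay at percentile 56.5. Precursors of microRNA (87 loci) were shifted up, with a median log2 ratio of 0.10 (percentile 99.8), 4 up-regulated and 4 down-regulated, and likewise in OE-*AhDof-AI* Op (0.10, 99.4). With median centring in place of loess the median was −0.21 under SS (percentile 98.4) and −0.24 in Op (95.6), where the list no longer stood apart. Of their 91 spots, 87 lie in row 25 of a print block, which holds only 753 of the 29234 gene spots, so the position on the array and the kind of gene cannot be separated.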

Numerous metabolism-related categories particularly pertaining lipids and steroids, were similarly reduced under both Op and SS conditions, but predominantly in the former conditions. Included were may related to phosphatidylinositol biosynthetic and metabolic processes. Metabolism-related categories that were negatively affected exclusively during SS involved several sugar and branched-chain aa biosynthetic and/or metabolic processes. Conversely, several categories connected to SA response and signaling, systemic acquired resistance, ABA response and signaling, response to 1-aminocyclopropane-1-carboxylic acid and ethylene, and response to and metabolism of reactive oxygen species (ROS) were enriched in Op conditions. In contrast, several categories representing responses to radiation and light, pigment accumulation, stomatal complex morphogenesis, gibberellin catabolism and IAA-aa conjugate hydrolase activities, and responses to temperature and metal ions were under-represented. 

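In OE-*AhDof-AI* Op, *PR1* (AT2G14610) was at least 6.95-fold lower than in WT plants, and genes of salicylic acid and systemic acquired resistance had a median log2 ratio of 0.10 (percentile 92.2). Among 31 genes of ABA and dehydration response, whose median was 0.02 (58.6), *RD29A* (AT5G52310) was up-regulated (0.61) and *COR47* (AT1G20440) down-regulated (−1.10). ABA receptors and signalling genes (19 loci) lay at percentile 67.0, with *PYL4* (AT2G38310) down-regulated (−0.52). The ethylene list lay at 72.7, with *EIL1* (AT2G27050) up-regulated (0.54). Superoxide dismutase, catalase and glutathione reductase genes (12 loci) lay at 69.3, with *CAT2* (AT4G35090) down-regulated (−0.62), and other antioxidant enzymes and ferritins (23 loci) at 51.0, with none called.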

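Of the photosynthesis genes, *LHCB1.1* (AT1G29920) was at least 1.85-fold lower than in WT plants in OE-*AhDof-AI* Op and was the only member called. Every one of 6 alternative processings kept the downward shift of the list, which is a shift of spots with those names. Genes of stomatal development (21 loci) had a median log2 ratio of −0.01 (percentile 46.6), with none called. Circadian clock genes (23 loci) lay at percentile 34.3 and heat shock genes (13 loci) at 42.6.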

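Under SS, the list of ABA and dehydration response had a median log2 ratio of 0 after rounding in OE-*AhDof-AI* plants (percentile 40.6), with 1 member up-regulated and none down-regulated. *IMPL1* (AT1G31190, 0.53) and *ITPK4* (AT2G43980, 0.46) were up-regulated among genes of inositol phosphate metabolism (percentile 38.1). Proline metabolism genes (9 loci) lay at percentile 58.8, and none was called.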

A striking tendency observed in SS plants was that important (a)biotic-stress related categories, including many directly associated with salt and osmotic stress, such as polyol biosynthetic processes, were downregulated. 

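Under SS, hypoxia response genes (20 loci) had a median log2 ratio of 0.05 in OE-*AhDof-AI* plants (percentile 69.7), and *LBD41* (AT3G02550) was down-regulated (−0.50). The 5 group VII ERF genes had a median of −0.02 (38.9), and none was called.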

Another surprising finding was that the stress-related categories enriched during SS included various associated with response to biotic stress, flooding and the concomitant regulation of nitric oxide (NO) metabolism. Of relevance, as well, was that several energy-generation-related categories, which underwent both enrichment (e.g., mitochondrial respiratory chain complex assembly and pentose pathway) or depletion (e.g., carbon fixation, electron transport chain, ATP biosynthetic process, and Calvin cycle) under optimal conditions, ceased to be significant under SS.

### Changes in the Metabolic Profile of OE-*AhERF-VII* and OE-*AhDof-AI* Transgenic Arabidopsis Plants under Drought and Salt Stress

The analysis of DIESI-MS metabolic profiles yielded a clear separation of OE-*AhERF-VII* and WT control plants into two distinctive clades (Fig 12), which showed that metabolism was more strongly influenced by the plantʼs genotype than by the experimental conditions. However, *OE-AhERF-VII* clade also included the WT metabolic profile under Op conditions. Nevertheless, a higher ion intensity was detected in the metabolic profiles of OE-*AhERF-VII* transgenic plants compared to those of WT control plants.

**Fig 12:**
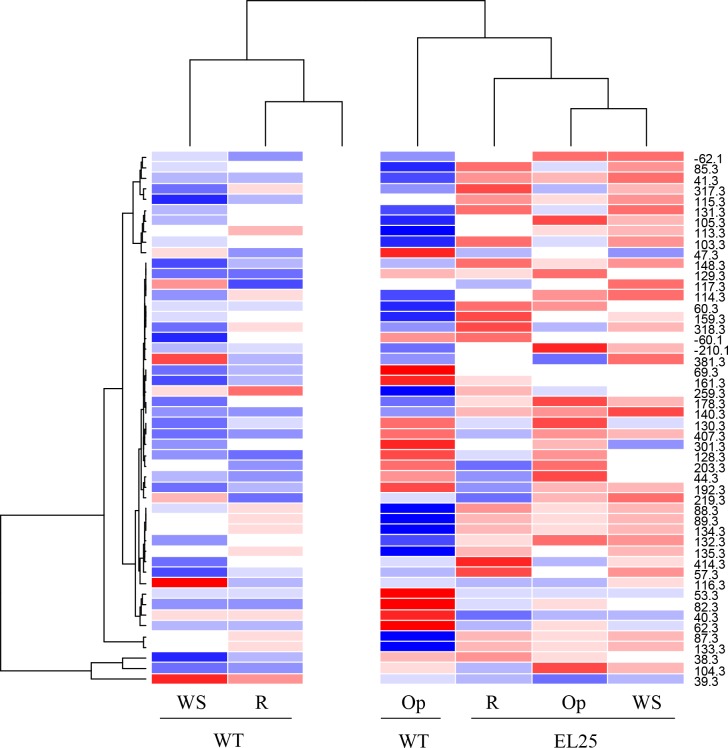
The overexpression of *AhERF-VII* in Arabidopsis modifies its metabolic pattern in optimal growing conditions and in both water-deficit stress and recovery conditions. Metabolic heat map obtained from acidified methanol extracts obtained from leaves collected from wild type (WT) and OE-*AhERF-VII Arabidopsis* plants (line EL25) grown in optimal conditions (Op), or subjected to water stress for 6 d (WS), or allowed to recover from stress, 1 d after normal watering was reestablished (R). The 50 most abundant ionizable metabolites were selected to obtain the metabolic heat-map within a 80–1300 m/z range. The results shown are those obtained from a representative experiment that was repeated thrice with similar results.

The metabolic profiles derived from OE-*AhDof-AI* plants also clustered into two well-defined clades (Fig 13). Contrary to the above, clustering in these plants was more influenced by the experimental conditions than by genotype. Ion intensity was also higher in the extracts obtained from transgenic plants subjected to SS.

**Fig 13:**
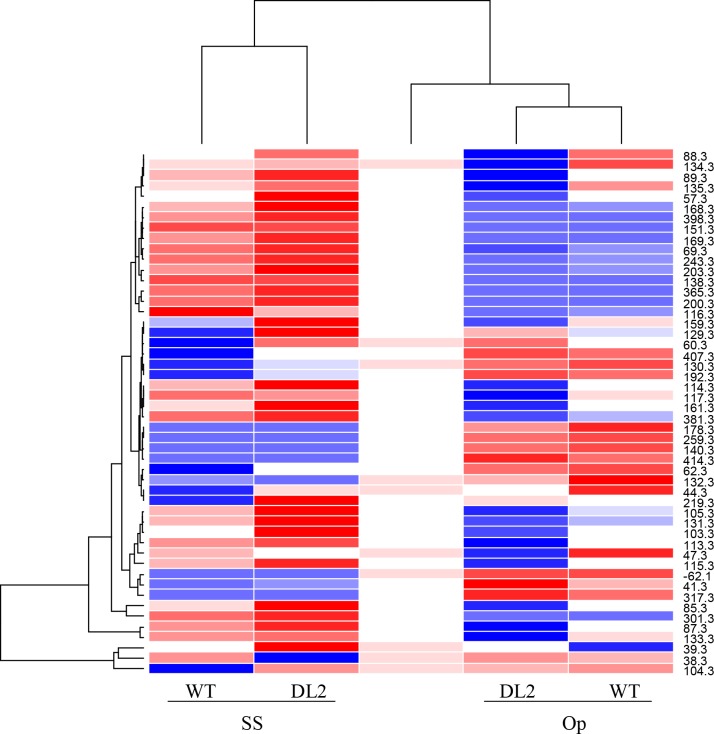
The overexpression of *AhDof-AI* in Arabidopsis modifies its metabolic pattern in optimal growing conditions and under acute salt stress conditions. Metabolic heat map obtained from acidified methanol extracts obtained from leaves collected from wild type (WT) and OE-*AhDof-AI Arabidopsis* plants (line DL2) grown in optimal conditions (Op), or subjected to acute salt stress for 3 d (SS). The 50 most abundant ionizable metabolites were selected to obtain the metabolic heat-map within a 80–1300 m/z range. The results shown are those obtained from a representative experiment that was repeated thrice with similar results.

An analysis of the most abundant ions showing a significant change in abundance was subsequently performed. The presumed identity of these ions was biased towards those previously reported to have a relation with stress responses (Figs 14 and 15). Notwithstanding its tentative nature, this exercise nevertheless suggested possible metabolic alteration scenarios occurring in the transgenic plants under stress and/ or recovery. Thus, WS caused changes in the abundance of putative metabolites reported to contribute to stress amelioration in other plants, such as glycerol (Fig 14A). Precursors, intermediaries or final products involving betaines (e.g., pipecolic acid, choline; Fig 14B and 14C), proline (e. g., lysine, glutamate, pyrroline-hydroxy-carboxylate, and (S)-2-hydroxyglutarate; Fig 14E) and polyamines (e. g., cadaverine, spermidine, dehydrospermidine, and cadaverine; Fig 14B and 14F) which conform a common biochemical response to stress in plants, were found to be already significantly higher in OE-*AhERF-VII* plants prior WS and/ or R conditions. This tendency was also detected for known antioxidants (e. g., L-ascorbate, monodehydroascorbate or dehydroascorbate; Fig 14G), stress-adaptive phospholipids (e.g., phosphocholine; Fig 14H), and for biochemical markers of diverse abiotic stresses such as citrulline (Fig 14G), 5-oxoproline (Fig 14D), and N-acetyl-L-glutamate (Fig 14I). Moreover, citrulline and arginine are involved in the synthesis of NO, a ubiquitous stress-signal molecule in plants. Some of the above also accumulated in response to SS in OE-*AhDof-AI* plants (Fig 15). In addition, phytohormones or phytohormone-like compounds, such as cytokinins (cis-, trans-zeatin; Fig 14J and 14K; kinetin; kinetin glycosides, 6-benzylamino purine; Fig 15G, 15H and 15J), gibberellins (Fig 15J) and 3-O-β-D-glucosyl-brassicasterol (Fig 15L) were also found to be significantly modified in OE-*AhERF-VII* and/ or OE-*AhDof-AI* plants. This pattern was in agreement with several reports describing their participation in the modulation of several abiotic stress responses. Other metabolites whose levels were exclusively modified in salt-stressed OE-*AhDof-AI* plants were (cis)-crotonaldehyde and proline (both reduced; Fig 15B and 15C). The former is a common decomposition product of lipid hydroperoxides, whereas the latter coincided with the reduced proline levels detected *in vitro* during SS (Fig 11B). In contrast, an increased abundance of putative selenide (Fig 15A), pyridoxal/ pyridoxamine/ (6E)-8-hydroxygeranial/ (6E)-8-oxogeraniol/ (3S)-3-hydroxycyclocitral (Fig 15E), cinnamoyltyramine (Fig 15I), 4-hydroxybutylglucosinolate (Fig 15K) and protoporphyrin IX (Fig 15L), was detected in salt-stressed OE-*AhDof-AI* plants. This tendency was in agreement with the reported influence that cell wall lignification levels have on plant responses to abiotic stresses, as well as certain tetrapyrroles, glucosinolates, water-soluble vitamins, terpenes and essential metals. The relevance of the metabolic changes suggested here is further discussed below.

**Fig 14:**
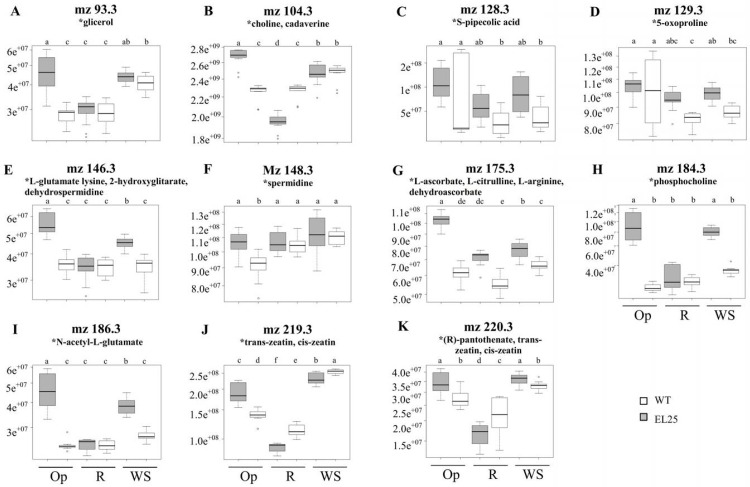
Differential accumulation of water stress-related metabolites in WT and OE-*AhERF-VII* Arabidopsis plants in well-watered conditions and in both water-deficit stress and recovery conditions. The box-plots show the levels (represented as different intensities of the respective m/z ion peaks) of putative (represented as an asterisk) Arabidopsis stress-related secondary metabolites that differentially accumulated in leaves of wild type (WT; empty bars) and transgenic OE-*AhERF-VII* (line EL25; light gray bars) plants. The plants were maintained in optimal conditions (Op), subjected to water-deficit stress for 6 d (WS), or in recovery from stress, 1 d after normal watering was reestablished (R). Each box plot graphically represents groups of numerical data (in this case 10 scans per biological replicate, i.e., n = 30), through their quartiles. The lines extending vertically from the boxes indicate variability outside the upper and lower quartiles, whereas outliers, or atypical values, are plotted as individual points. The upper and lower limits of the box represent 75% and 25% of the data, respectively, while the horizontal bar is the median, representing 50% of the data. Different letters over the bars represent statistically significant differences at *P* ≤ 0.05 (Tukey Kramer test).

**Fig 15:**
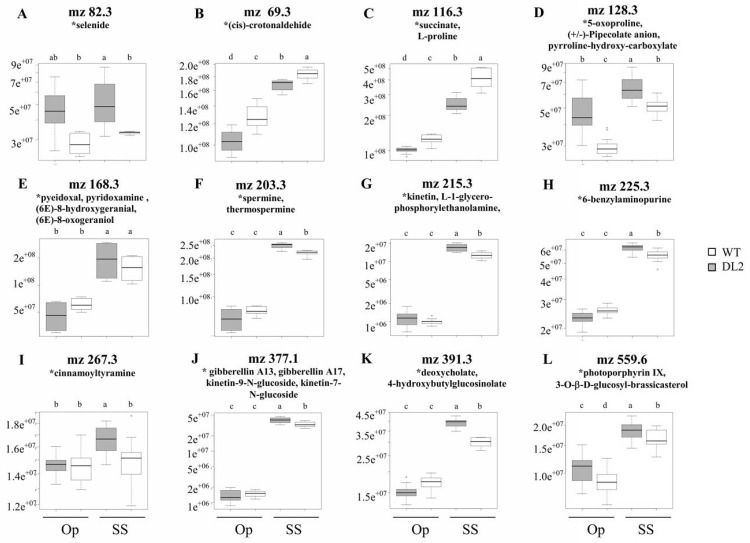
Differential accumulation of water stress-related metabolites in WT and OE-*AhDof-AI* Arabidopsis plants in well-watered conditions and in both water-deficit stress and recovery conditions. The box-plots show the levels (represented as different intensities of the respective m/z ion peaks) of putative (represented as an asterisk) Arabidopsis stress-related secondary metabolites that differentially accumulated in leaves of wild type (WT; empty bars) and transgenic OE-*AhDof-AI* (line DL2; light gray bars) plants. The plants were maintained in optimal conditions (Op), or subjected to acute salt stress for 3 d (SS). Different letters over the bars represent statistically significant differences at *P* ≤ 0.05 (Tukey Kramer test).

## Discussion

This report is part of an ongoing effort to characterize grain amaranth genes responsible for their tolerance to adverse environmental conditions. The two genes studied belong to extensive TF families known to regulate stress responses, among other functions, in plants. The AhERF-VII protein was similar to group VII ERF TFs [21]. In Arabidopsis, this group of TFs is involved in the NO-dependent adaptation to low-oxygen stress, although they are also known to be important regulators of other (a)biotic stress responses that involve ethylene, which is a unifying characteristic shared by this large TF family [18,46]. In agreement with the above, *AhERF-VII* was found to be induced under WS conditions in amaranth and to confer WS tolerance to OE-*AhERF-VII* transgenic Arabidopsis plants. It was also induced by exposure to JA, defoliation or avirulent bacterial pathogens in amaranth, which suggests that *AhERF-VII* might be also able to regulate plant responses to wounding and/ or biotic stressors. This possibility is supported, in part, by microarray data showing the up-regulated expression of several defense-related genes and by the observed enrichment of GO categories associated with biotic stress in OE-*AhERF-VII* plants. Many of these are involved in SA-mediated disease resistance (e. g., an eukaryotic aspartyl protease family gene), innate immune response and response to wounding and/ or ethylene (e. g., *THIONIN 2*.*1* and *THAUMATIN-LIKE PROTEIN 1*), positive regulation of plant-type hypersensitive response (e. g., *RPM1 INTERACTING PROTEIN 3*), and suppression of virus induced gene silencing (e. g., *ARGONAUTE 5*). This response is in agreement with ethylene’s capacity to mediate the activation of either biotic or abiotic stress response genes through ERF TFs [18]. 

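In OE-*AhERF-VII* Op, the spot of *THI2.1* (AT1G72260) had a log2 ratio of 0.29 and was not called, and that of *RIN3* (AT5G51450) was at background in both channels. Both genes were called with the deposited normalized files. In the jasmonate response list, which contains *THI2.1*, the median was 0.02 (percentile 56.7) and none of the 22 loci was called. *BT2* (AT3G48360) was at least 4.44-fold lower than in WT plants.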

Apart from the increased WS tolerance conferred by this transgene, no obvious effect on vegetative or reproductive development was detected in OE-*AhERF-VII* plants. This occurred despite the substantial number of development-related genes and GO categories that were significantly modified in these plants. Relevant changes were the specific downregulation of Dof and NAC TF genes and the upregulation of *ATMYB117* (*LOF1*) and *GATA 23* and other TF genes that control various developmental processes [47–49]. 

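None of 96 NAC genes was up-regulated in OE-*AhERF-VII* Op and 7 were down-regulated, among them *SMB* (AT1G79580, log2 ratio of −0.84) and *NAC102* (AT5G63790, −0.79), while *SND1* (AT1G32770) was at least 1.78-fold lower than in WT plants. The NAC list as a whole lay at percentile 51.2. Of 21 Dof genes, none was down-regulated, *OBP4* (AT5G60850) was up-regulated (0.60), and the median was 0.09 (percentile 86.5). *GATA23* (AT5G26930) had a log2 ratio of 0.47 and was not called, although it was called with the deposited normalized files.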

Relevant to the latter is the suggested role of ATDof5.8 TF in the regulation of a network of abiotic stress responses via the downstream expression of *ANAC069* [31].

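*FZL* (AT1G03160, FZO-LIKE) was up-regulated in OE-*AhERF-VII* Op with a log2 ratio of 0.70, and *CEP1* (AT1G47485) with 0.62. Not called were *SPK1* (AT4G16340, 0.52), *SRO1* (AT2G35510, 0.51), *LRP1* (AT5G12330, 0.30) and *E2F1* (AT5G22220, 0.27). All of them were called with the deposited normalized files and the narrower window. *PAP10* (AT2G16430) had one of the largest rises on this array (1.22).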

Other up-regulated genes that coincided with the enrichment of vegetative and reproductive development GO categories observed in OE-*AhERF-VII* plants, included the *E2F TF 1*, *SIMILAR TO RCD 1*, *FZO-LIKE*, *C-TERMINALLY ENCODED PEPTIDE 1*, *LATERAL ROOT PRIMORDIUM 1* and *SPIKE1* genes. The latter code for phytohormone-sensitive proteins that participate in several vegetative and/ or reproductive development processes, including organization of the thylakoid network and trichome formation (S2 Table).

WS tolerance in OE-*AhERF-VII* plants was related to increased antioxidant enzyme activity levels during stress conditions (Fig 10), and to reduced water loss rates in detached leaves (Fig 8C), the latter of which coincided with the significantly increased tendency toward stomatal closure detected in detached leaves and in leaves sampled under water-deficit stress conditions (Fig 8D and 8E). It is pertinent to add that no negative effect on seed yield was observed in OE-*AhERF-VII* plants (S4 Fig) despite the higher tendency toward stomatal closure measured in in these plants under optimal growing conditions, as well. This apparent contradiction may be explained taking into consideration previous reports indicating that cell growth, and indirectly seed yield, is generally more susceptible to water stress than to reduced CO_2_ assimilation [50]. Other factors known to affect CO_2_ assimilation and stress-yield relations but not measured in this study, such leaf area index (i. e., leaf area per unit land area [51], could have also explained the lack of a deleterious effect on seed yield observed in OE-*AhERF-VII* plants with smaller stomatal aperture and, most probably, lower CO_2_ assimilation rates. These possibilities remain to be further explored.

Contrary to the increased antioxidant enzyme activity levels observed during stress, proline accumulated to similar levels in response to both WS and SS, in both WT and transgenic plants (Fig 11). The recorded response was in accordance to the commonly observed accumulation of this aa in plants exposed to diverse abiotic stresses, given proline´s proposed role in several responses that contribute to ameliorate their noxious effects via the stabilization of sub-cellular structures, free radicals scavenging, and the regulation of cellular redox potential, among others. The fall in proline during R (Fig 11A) was also in conformity with its proposed catabolism, which is needed to provide nitrogen and reducing power to plants recovering from stress [52–54]. Nevertheless, the lack of a significant stress-activated proline accumulation suggested it did not represent a contributing factor to the increased WS or SS tolerance observed in the transgenic plants under study. This outcome was in agreement with data questioning proline´s function in stress tolerance, at least in Arabidopsis and carrot [55–57]. It also emphasized the largely unclear circumstances that affect proline accumulation, such as *de novo* synthesis, decreased degradation, altered transport between cells and cellular compartments (e. g., vacuoles, mitochondria or cytoplasm), and modified rates of utilization and/ or protein hydrolysis [52, 53, 56 58, 59]. Moreover, the results were likewise indicative of the many signaling networks known to influence ABA-mediated control of proline metabolism under stress conditions, which involve NO, hydrogen peroxide- phospholipase D and C, and SA [54].

WS conditions also led to an enrichment of GO categories associated with cell wall organization and modification. Other relevant enriched categories were those related to MG and D-lactate metabolism. This contrasted was the underrepresentation of GO categories associated, intriguingly, with ethylene, and JA responses.

Microarray data (S4 Table) indicated that the up-regulation of genes belonging to the glutaredoxin family and metallo-hydrolase/oxidoreductase superfamily proteins may have complemented WS induced antioxidant enzyme activity detected in these plants under WS. This may also hold true for *ferretin 1*, which encodes a NO-sensitive ferritin chloroplast protein that has been associated with acclimatization to excessive iron or drought conditions in tolerant bean cultivars [60]. 

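*FER1* (AT5G01600) was up-regulated with a log2 ratio of 0.65 both under WS and in R. It was the only one of 23 other antioxidant enzymes and ferritins called under WS, where that list lay at percentile 37.3. None of 48 genes of glutaredoxins and thioredoxins was called under WS, and their median was 0.04 (percentile 77.2). Superoxide dismutase, catalase and glutathione reductase genes lay at percentile 24.7, with none called.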

Enrichment in cell wall organization and modification GO categories and related genes was in accordance with the plant’s need to modify cell wall synthesis and flexibility under water stress, in order to maintain root growth, at the expense of shoot growth cessation [61,62]. This concept coincided with the up-regulated expression of the salt-responsive *COBRA-like* gene, representing a family member of extracellular glycosyl-phosphatidyl inositol-anchored proteins, proposed to be involved in extracellular matrix remodeling via cellulose microfibril organization and signaling [63], and to participate in the hydraulic adaptation to salinity in *Populus* [64]. Likewise, the induction of *wall associated kinase 5* (*WAK5*) agreed with WAK’s participation in cell elongation and development during stress [65]. Also pertinent, was the up-regulation of the *EMBRYO DEFECTIVE 30* gene, encoding a small G-protein of the RAF class that positively regulates cell adhesion, cell wall organization, lateral root formation, root hair cell differentiation and phloem/ xylem histogenesis [66]. WS also led to the differential up-regulation of O-glycosyl hydrolase genes belonging to families 5 and 10, which include cellulases and xylanases known to participate in the loosening of the cell wall and subsequent plant growth, under stress [61]. Stress-related modifications of plant´s cell wall was also consistent with the down-regulation of *TRICHOME BIREFRINGENCE-LIKE 36* and *VANGUARD 1 HOMOLOG 2*. These genes encode proteins presumably involved in the synthesis and deposition of secondary wall cellulose [67] and for a putative pectin methyl esterase involved in cell wall modification and pectin catabolic processes [68], respectively. 

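Under WS, *WAK5* (AT1G21230) was up-regulated in OE-*AhERF-VII* plants with a log2 ratio of 0.73, and *VGDH2* (AT3G62170) was down-regulated with −0.75. The spot of *GN* (AT1G13980, EMBRYO DEFECTIVE 30) passed the Z threshold upward with neither channel above background. Among glycosyl hydrolases, *GH9A3* (AT4G24260) was up-regulated (0.52) and *GH9B5* (AT1G19940) was at least 1.88-fold lower than in WT plants. *TBL36* (AT3G54260) was at background in the transgenic plants and was not called under WS.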

Besides, the observed underrepresentation of hydroxyproline-rich O-glycoprotein family genes which include proline-rich extensin-like and arabinogalactan protein genes, may have indicated a need to reduce cell wall rigidity under WS conditions [69].

WS induced the expression of a gene coding for a member of the lactoylglutathione lyase/ glyoxalase I (GlyI) protein family. These proteins are part of the GSH-dependent glyoxalase system employed for the detoxification of MG, a toxic metabolite known to reach growth-inhibiting levels in plants under (a)biotic stress conditions [70,71]. Additionally, manipulation of plant glyoxalases has been shown to contribute to stress tolerance. This has been particularly germane for GlyI, whose induction in several plant species or ectopic overexpression in various plant models was associated with increased abiotic stress tolerance [72]. Moreover, the previous identification of GlyI as a target of abiotic stress-related SnRK2 kinases [70] was in concordance with the up-regulated expression of *SNF1-related protein kinase 2*.*1* in response to WS.

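*SNRK2.1* (AT5G08590) was up-regulated under WS in OE-*AhERF-VII* plants with a log2 ratio of 0.60, and *SNRK2.9* (AT2G23030) with 0.63. *GLX1* (AT1G11840), which the deposited files describe as a lactoylglutathione lyase, was not called under WS, where only the WT channel was above background.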

The increased stomatal closure detected in WS plants appeared to be ABA-independent. First, because it correlated with the up-regulated expression of the *H*^*+*^*-ATPase 1* gene, coding for a negatively ABA-regulated plasma membrane proton ATPase known to participate in guard cell stomatal closure in response to drought [73]. Second, it coincided with the down-regulated expression of an unidentified At1g80180.1 gene coding for a downstream component of the ABA-independent MPK3/ 6 signaling cascade which represses stomatal biogenesis [74,75]. And, third, it differed with the down-regulation of three genes coding for well-known ABA-dependent positive regulators of stomatal closure during WS. These were the *ZINC INDUCED FACILITATOR-LIKE 1*, *GATED OUTWARDLY-RECTIFYING K+ CHANNEL*, and the *RING ZINC-FINGER PROTEIN34* or *RZFP34/CHYR1* genes, coding for a Major Facilitator Superfamily Transporter [76], a guard cell outward potassium channel [73], and a ubiquitin E3 ligase [77], respectively. Moreover, the down-regulation of *the inositol-pentakisphosphate 2-kinase 1* gene, which is involved in the biosynthesis of phytic acid, a demonstrated mediator of ABA-induced guard cell closure [78], was also detected. On the other hand, increased SOD and CAT activity levels detected in WS OE-*AhERF-VII* plants were in agreement with studies suggesting a role for ROS in the regulation of stomatal closure [79], whereas the additional participation of signaling pathways resembling those activated in response to biotic stressors, remains a possibility [80].

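AT1G80180 was down-regulated under WS in OE-*AhERF-VII* plants with a log2 ratio of −0.72, *ZIFL1* (AT5G13750) with −0.70, *GORK* (AT5G37500) with −0.58 and *IPK1* (AT5G42810) with −0.48. *AHA1* (AT2G18960) had a log2 ratio of 0.52 and was not called, although it was called with the deposited normalized files matched to the arrays by brightness. The locus that the paper's name CHYR1 was paired with carries another name in the files, so it is given no value. Of 22 genes of stomatal movement, *GORK* and *ZIFL1* were the 2 called, and the list had a median of 0.01 (percentile 56.7).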

ABA-independent WS tolerance mechanisms was also supported by the underrepresentation of the GO inositol phosphate biosynthesis and metabolism category, which agreed with the downregulation of the *ALTERED EXPRESSION OF APX2 8* gene, encoding a bi-functional protein having inositol polyphosphate 1-phosphatase activity that negatively regulates drought tolerance and ABA signaling [81].

However the induction of a *SpRing* zinc finger gene, codifying for another small ubiquitin-like modifier (SUMO) E3 ligase that positively regulates drought and freezing tolerance via both ABA-dependent and ABA-independent pathways [82], suggested the participation of both pathways in the enhancement of WS tolerance observed in OE-*AhERF-VII* plants. 

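*CIPK25* (AT5G25110) passed the Z threshold upward under WS, with neither channel above background. *DGK4* (AT5G57690) and *CKA2* (AT3G50000) were at background in both channels and were not called. *CPK31* (AT4G04695) had a log2 ratio of 0.43 and was not called under WS, but was up-regulated in R (0.85). *CPK1* (AT5G04870) and *CPK13* (AT3G51850) were above background in WT plants only, and neither was called. *SAL1*, the gene of ALTERED EXPRESSION OF APX2 8, had a log2 ratio of −0.41 and the SUMO ligase gene *SIZ1* (AT5G60410) one of 0.13, and neither was called. With the matched normalized files and the narrower window, *SAL1*, *SIZ1*, *DGK4*, *CKA2*, *CPK31* and *CPK13* were called, and *CPK1* was not.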

Other changes, such as the induction of a diacylglycerol kinase gene (*DAG4*), *CBL-interacting protein kinase 25*, *calcium-dependent protein kinases 1*, *13*, and *31*, and *casein kinase II*, *alpha chain 2* argued in favor of the operation of ABA-dependent WS tolerance mechanisms in OE-*AhERF-VII* plants. *DAG4* is involved in phosphatidic acid biosynthesis, a lipid stress signal involved in ABA-signaling, [83], whereas the up-regulation of the calcium-dependent kinase genes coincided with the important role played by Ca^2+^ in ABA-dependent abiotic stress signaling and plant stress tolerance [84,85].

WS also modified TF gene expression, mostly on those belonging to the NAC and MYB TF families. For instance, certain NAC TF genes were exclusively repressed under Op conditions, but became induced under WS. On the other hand, WS had a predominantly negative effect on the expression levels of MYB TF genes. 

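Under WS, 1 NAC gene was up-regulated and 3 were down-regulated in OE-*AhERF-VII* plants, with a median log2 ratio of −0.04 over the 96 loci (percentile 16.9). The gene that rose was *NAC036*. AT1G32510, a NAC gene, was at least 1.87-fold lower than in WT plants in Op and remained at least 1.63-fold lower under WS.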

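Of 147 MYB genes, 3 were up-regulated and 5 down-regulated under WS in OE-*AhERF-VII* plants, with a median log2 ratio of −0.05 (percentile 6.97). *MYB16* (AT5G15310) was down-regulated (−0.56), and *MYB102* (AT4G21440) was at least 1.68-fold lower than in WT plants. *RVE8* (AT3G09600, LHY-CCA1-LIKE5) was down-regulated (−0.81), while the 23 circadian clock genes together lay at percentile 62.9.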

Curiously, among the latter were *MYB-like 102*, *MYB 16* and *LHY-CCA1-LIKE5*, a circadian clock regulator, variously involved in responses to ABA, ethylene, JA, SA and/ or salt-osmotic stress. On the other hand, the induction of NAC TF genes during WS coincided with large-scale genomic and transcriptomic studies reporting significant abiotic-stress-induced changes in the expression of a sizeable proportion of the NAC TF gene families in Arabdopsis, soybean, and rice [86]. Likewise pertinent was the up-regulation of *basic transcription factor 3*, known to be necessary for WS tolerance in wheat, partly due to its regulation of water loss rates during stress [87,88]. 

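The spot of *BTF3* (AT1G17880) had a log2 ratio of 0.33 under WS in OE-*AhERF-VII* plants and was not called.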

Regarding other ERF genes, the overexpression of the *AhERF-VII* in Arabidopsis positively affected the expression of *RAP2*.*2*, an endogenous group VII ERF TF activated by NO, an important plant signal that regulates many developmental processes, including water stress responses such as stomatal aperture and leaf senescence [46]. It also modified the expression of two group II and one group VIII ERF TF genes, only one of which (i.e., RAP2.1) was up-regulated. The latter was curiously shown to be a negative regulator of cold and drought stress in Arabidopsis [89], similarly to other group VIII TFs, which can be negative regulators of ethylene-, JA-, and ABA-responsive gene expression [90]. 

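*RAP2.1* (AT1G46768) was up-regulated under WS (log2 ratio of 0.69) and in R (0.90) in OE-*AhERF-VII* plants, whereas *RAP2.2* (AT3G14230) had 0.23 under WS and was not called. The 5 group VII ERF genes had a median of 0.12 under WS (percentile 79.0). Among 44 genes with AP2 or ERF as a whole word in their name or description, 2 were up- and 2 down-regulated under WS, and the list lay at percentile 32.4. *EIN4* (AT3G04580) was down-regulated under WS (−0.81) and in Op (−0.65), and *TOE2* (AT5G60120) had −0.45 under WS and was not called.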

Further down-regulation of *ETHYLENE INSENSITIVE 4*, coding for an ethylene receptor that negatively regulates the ethylene-activated signaling pathway [18], and of *TARGET OF EARLY ACTIVATION TAGGED 2*, involved in ethylene-activated development programs [91], was observed. These results suggest that the overexpression of the *AhERF-VII* transgene affected endogenous ethylene-related stress signaling in Arabidopsis.

The abundance and type of miRNA´s genes in OE-*AhERF-VII* plants was clearly influenced by the experimental conditions applied (S8 Table) and were, at times, contradictory. For instance, miR164c’s expression was induced under WS and R, which disagreed with its reported role as a negative regulator of drought tolerance in rice [92].

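*MIR164C* (AT5G27807) was up-regulated under WS in OE-*AhERF-VII* plants with a log2 ratio of 0.84, and it passed the Z threshold in R with neither channel above background. The 87 precursors of microRNA were shifted up under WS, with a median of 0.17 (percentile 100), and not in R (54.8) or Op (91.9). With median centring in place of loess the WS median was −0.13, still above nearly all random lists of equal brightness. The precursors were dim, with a median brightness percentile of 23.7. Of their 91 spots, 87 lie in row 25 of a print block, and the random lists were not matched on position. An effect of position therefore cannot be separated from the kind of gene under WS either.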

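Under WS, none of 11 pentatricopeptide repeat genes that the files or the reference name as such was called in OE-*AhERF-VII* plants, and their median log2 ratio was 0.03 (percentile 59.3). Armadillo repeat genes (7 loci) had a median of −0.16 (10.6), with none called. Tetratricopeptide repeat genes (19 loci, matched likewise) had a median of 0.15 (96.9), with 1 up-regulated, and in R of 0.21 (99.94). Ankyrin repeat genes (7 loci) were shifted up under WS, with a median of 0.28 (99.2), and *ANK* (AT5G54610) was the only one called, at background in both channels. WD40 repeat genes (10 loci) lay at percentile 62.8 and leucine-rich repeat genes (15 loci) at 47.6. These lists hold only loci whose name or description contains the words. Of 26017 loci, 6548 carry a symbol in the files and 10203 in the reference, so the lists need not cover the families that the paper describes.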

The differential expression pattern of repeat domain gene families observed in WS plants, including Armadillo and Pentatricopeptide (mostly down-regulated) and WD40, Tetratricopeptide, ankyrin/ BTB/ POZ domain and Leucine rich repeats (mostly up-regulated) was in agreement with the ability of repeat proteins to integrate protein complexes and influence plant stress responses and hormone signaling. Representative examples include catalase stabilization during oxidative stress, transpiration or adaptation to water deprivation and oxidative stress through ROS homeostasis and positive/ negative regulation of ethylene and ABA signaling [93]. 

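Of 130 ABC transporter genes, 3 were up-regulated and 4 down-regulated under WS in OE-*AhERF-VII* plants, with a median log2 ratio of 0.04 (percentile 92.7). *ABCB25* (AT5G58270) was up-regulated (0.70) and *PGP10* (AT1G10680) down-regulated (−0.82).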

Finally, an over-representation of ABC/ pleiotropic drug transporter genes during WS could be connected with the tolerance observed in OE-*AHERF-VII* plants. Although none of the above include known ABA transporters, their participation in drought stress amelioration through ABA transport cannot be discarded, considering their plastic nature, and the fact that many of them remain to be functionally analyzed [94].

It stems from the above discussion, that the numerous factors contributed to the WS tolerance observed in OE *AhERF-VII* Arabidopsis plants, and that this tolerance occurred via both ABA-dependent and ABA-independent mechanisms. 

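Genes of ABA and dehydration response had a median log2 ratio of −0.07 in OE-*AhERF-VII* Op (percentile 17), −0.03 under WS (32.1) and 0.10 in R (96.9). *XERO2* (AT3G50970) was up-regulated under WS (0.75), and *DREB2A* (AT5G05410) was down-regulated (−0.82). ABA synthesis and breakdown genes (14 loci) lay at percentile 43.5 in Op and 56.1 under WS, with none called, and ABA receptors and signalling genes at 49.4 and 41.7, with *PYL9* (AT1G01360) down-regulated under WS (−0.79). The paper discusses many factors, among them repressed genes of ABA-dependent stomatal closure and inositol phosphate metabolism, and induced calcium-dependent kinase genes. From these together it concludes that tolerance to WS arose by both ABA-dependent and ABA-independent mechanisms.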

An intriguing question that remains to be answered is why so many obviously WS tolerance-related genes that were up-regulated in OE-*AhERF-VII* plants in Op conditions (e.g., water channels, dehydration responsive proteins and key ABA biosynthesis or response genes), ceased to be significantly represented under WS and/ or R conditions.

An inverse effect resulted from the overexpression of the *Ah-Dof-AI* gene in Arabidopsis, which tolerated SS but not WS. Otherwise, OE-*AhDof-AI* plants kept in Op conditions were no different from WT plants. This, despite the almost 3-fold difference between the number of under- and up-regulated genes yielded by the microarray assay, many of which involved development-related genes. Similarly, a significant under-representation of GO categories associated with radiation and light responses, usually related to vegetative and reproductive development programs was observed (S7 Table). Another noteworthy GO category modification was the reduced representation of numerous transport related categories in Op conditions. This tendency was maintained in SS plants, despite the fact that many genes related to the latter (e.g., *sodium hydrogen exchanger 4*, *cation exchangers 5* and *6*, *vacuolar ATP synthase subunit C*, *vacuolar proton ATPase A2* involved in vacuolar sequestration of NaCl and other ions), are usually enriched under stress [95]. Nevertheless, two member genes of the Major Facilitator Superfamily of membrane transporters (or MATE) were among the most highly induced genes in SS plants. These transporters participate in cellular detoxification processes in plants, via the elimination of toxic compounds from the cell, through extrusion or sequestration in the vacuole [96]. 

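Under SS, *NHX4* (AT3G06370) and *CAX6* (AT1G55720) were down-regulated in OE-*AhDof-AI* plants, each with a log2 ratio of −0.77. *DET3* (AT1G12840, vacuolar ATP synthase subunit C) had −0.51 and *VHA-A2* (AT2G21410) had −0.43, and neither was called, nor was *CAX5* (AT1G55730), which was at background in the transgenic plants. In OE-*AhERF-VII* Op *VHA-A2* (−1.04) and *DET3* (−0.71) were both down-regulated.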

Pertinent to this property was a reported transcriptional profile of salt-stressed Arabidopsis roots that revealed the enrichment MATE transporters [97]. In addition, putative salt responsive MATE genes were identified in Arabidopsis, rice, and chickpea [98] whereas an Arabidopsis Golgi-localized MATE transporter was found to be induced by excessive iron and osmotic stress conditions [99]. In like manner, the up-regulation of a cyclic nucleotide gated *Ca*^*2+*^*-permeable cation channel 5* gene in SS plants coincided with the proposed role for a similar channel in the conferral of salt tolerance to Arabidopsis [100]. Mention must be made, however, that similar transporter genes were also down-regulated during SS in these plants. These included the cyclic nucleotide-gated channel *CNGC 17* gene, identified as a growth regulator in Arabidopsis [101], and three additional MATE efflux family protein genes. In addition, SS led to the exclusive down-regulation of three ATP-BINDING CASSETTE genes (see below), and other transporter genes involved in phosphate and nitrate transport.

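*CNGC17* (AT4G30360) was down-regulated under SS in OE-*AhDof-AI* plants with a log2 ratio of −0.90, and *CNGC5* (AT5G57940) had 0.46 and was not called. Only 3 loci are described as MATE efflux proteins in the files or the reference table; their median was −0.11 (percentile 26.8), and none was called. Of the 130 ABC transporter genes, none was up-regulated and 2 were down-regulated under SS.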

Similar to OE-*AhERF-VII* plants, biochemical analysis of OE-*Ah-Dof-AI* plants revealed that SS tolerance was associated with significantly higher SOD activity levels and Glu accumulation. However, SS tolerance in these plants did not involve modified stomatal closure, as supported by a down-regulation of GO categories related to stomatal complex morphogenesis and development. Likewise, genes associated with stomata movement were mostly down-regulated, as well. The latter code for ARABIDOPSIS THALIANA ATP-BINDING CASSETTE C5, a high-affinity inositol hexakisphosphate transporter, ABA DEFICIENT 3, implicated in ABA biosynthesis and RESPIRATORY BURST OXIDASE HOMOLOG F, linked to ABA-activated signaling pathways [73]. Conversely, the GO analysis indicated that SS tolerance in OE-*Ah-Dof-AI* plants coincided with an enrichment of categories associated with response to xenobiotic/ biotic stimulus and to flooding and related nitric oxide metabolic process. 

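*ABA3* (AT1G16540) was down-regulated under SS in OE-*AhDof-AI* plants with a log2 ratio of −0.65. *ABCC5* (AT1G04120) had a log2 ratio of −0.46 in both states and was called in Op only, and *RBOHF* (AT1G64060) was at background in the transgenic plants and was not called. The 22 genes of stomatal movement had a median of −0.01 under SS (percentile 46.9), with *MYB60* (AT1G08810) down-regulated (−0.57). Genes of stomatal development lay at percentile 64.9, with none called.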

The latter result was surprising, more expected of plants transformed with the *AhERF-VII* transgene, similar to ERF TFs which are known to regulate NO-dependent low-oxygen stress responses triggered during flooding [46]. Moreover, none of the five ERF genes that were up-regulated in SS plants corresponded to this group. On the other hand, the above concurred with the up-regulation of GO categories (i.e. photorespiration and energy reserve metabolic processes) and genes associated with a lower energy status due to anoxia. These included genes coding for a methionine aminopeptidase 2A, catalyzing the regulatory N-terminal methionine cleavage required for ERF-VII TFs degradation [102] and for glutamate: glyoxylate aminotransferase 1, involved in the peroxisomal metabolic salvage pathway induced in response to hypoxia [103]. Similarly up-regulated were genes activated for nutrient mobilization or triggered in response to starvation (e.g., *CA*^*2+*^*-ACTIVATED RELA/ SPOT HOMOLOG*, *N-terminal asparagine amidohydrolase*, and *pyruvate orthophosphate dikinase*) and coding for sucrose synthase 1, preferentially employed for the enzymatic breakdown of sucrose in ATP-limiting conditions [104–106]. Also pertinent with a response to anoxia was the down-regulation several GO categories and genes involved in the regulation of C: N metabolism, incorporating fatty acid oxidation, the TCA cycle and of many other plant catabolic processes [107]. 

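*MAP2A* (AT2G44180) was up-regulated in OE-*AhDof-AI* plants under SS (log2 ratio of 0.55) and in Op (0.49), and also in OE-*AhERF-VII* Op (0.81). *GGT1* (AT1G23310) had 0.41 under SS and was not called, but was up-regulated in OE-*AhDof-AI* Op (0.57). AT2G44420, which the paper's N-terminal asparagine amidohydrolase was paired with, was up-regulated under SS (0.59). *SUS1* (AT5G20830) had a log2 ratio of 0.13 and was not called, and *CRSH* (AT3G17470) and *PPDK* (AT4G15530) were at background in both channels.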

GO analysis also showed an impoverishment of a many categories associated with abiotic stress tolerance involving ABA, ethylene, ROS, MAPKs, response to salt and osmotic stress, and polyol biosynthetic processes. This outcome coincided with the down-regulation of ABA biosynthetic genes (e.g. *ABA DEFICIENT 3*), and the concurrent induction of *ATAF1*, *a* NAC TF that attenuates ABA signaling and synthesis [108]. In addition, several kinase genes (e.g., *MAP kinase 9*, *11*, and *19*; *MAPK homolog 2*; *shaggy-like kinase 42*) and numerous others associated to SS and oxidative stress responses were found to be repressed. These included *RGA-LIKE 1*, a positive regulator of SOD transcription, *glutamate dehydrogenase 2* and *isopropylmalate dehydrogenase 3*, both associated with regulating C: N metabolism under stress, *dehydrin xero 1*, and a salt-stress induced TRAF-like family protein gene [109–112]. Nonetheless, the microarray data also revealed the up-regulated expression of numerous genes, including TFs, similarly related to SS responses. 

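The NAC gene *ATAF1* (AT1G01720) had a log2 ratio of 0.39 under SS in OE-*AhDof-AI* plants and was not called. Of the 14 genes of ABA synthesis and breakdown, *ABA3* was the only one called, and the list lay at percentile 37.2.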

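*MPK9* was down-regulated under SS in OE-*AhDof-AI* plants with a log2 ratio of −0.82, and *SK42* (AT1G57870) with −0.79. *MPK2* (AT1G59580, −0.28) was not called, nor were *MPK11* (AT1G01560) and *MPK19* (AT3G14720), both at background in the transgenic plants. *XERO1* (AT3G50980, −0.53), *RGL1* (AT1G66350, −0.43) and *IMD3* (AT1G31180, −0.35) were not called, and *GDH2* (AT5G07440) was at background in the transgenic plants.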

Illustrative examples include *CER26* required for wax biosynthesis, ABA-, ethylene, and/ or salt/ osmotic stress-responsive TF genes such as *MYB38*, *ABRE BINDING FACTOR 4*, *BASIC LEUCINE-ZIPPER 1*, and *RAP2*.*1*, *2*.*3*, *2*.*17*, and *TINY* [113]. Other induced emblematic genes were those coding for the following: desiccation-responsive protein 29A, glycine-rich protein 8, responsive to dehydration 21b, indole-3-acetic acid 7, six different late embryogenesis abundant proteins, and the SNF1-related 2.9 and 3.10 protein kinases, in addition to the membrane-associated kinase regulator 6 [114]. Similarly indicative was the down-regulation, also detected in OE-*AhERF-VII* plants under WS, of the *APX2 8* gene, involved in the negative regulation of ABA-dependent drought and salt tolerance [115].

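*CER26* (AT4G13840) was up-regulated under SS in OE-*AhDof-AI* plants with a log2 ratio of 0.66. Not called were *RD21B* (AT5G43060, 0.54), *CIPK7* (AT3G23000, SNRK3.10, 0.47), *IAA7* (AT3G23050, 0.34), *SNRK2.9* (0.33), *RAX2* (AT2G36890, MYB38, 0.29), *RAP2.1* (0.29), *GRP8* (AT4G39260, 0.17) and *RAP2.3* (AT3G16770, −0.07). *ABF4* (AT3G19290), *BZIP1* (AT5G49450) and *TINY* (AT5G25810) were at background in both channels. With the deposited normalized files and the narrower window, all of these genes other than *RAP2.3* and *TINY* were called. Of 11 genes of late embryogenesis abundant proteins, 1 was up-regulated, and the list lay at percentile 76.1.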

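The spot of *SAL1* was down-regulated under SS in OE-*AhDof-AI* plants with a log2 ratio of −0.76.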

Additional microarray data suggest that SS tolerance in OE-*AhDof-AI* plants was associated with chromatin remodeling and histone modifications, in accordance with previous reports [116]. It also evinced a rather counterintuitive SS-up-regulation of numerous development-related GO categories and genes, predominantly involved in reproductive functions, which merits further research. 

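*DRM2* was also at least 1.57-fold higher than in WT plants in OE-*AhDof-AI* Op. There the list of gene silencing and DNA methylation had a median log2 ratio of 0.03 (percentile 63.0), with 2 members passing the Z threshold upward and 1 downward. The paper sets repressed ABA, kinase and salt-stress genes against induced stress-responsive genes such as *CER26*, and proposes from further array data that SS tolerance was associated with chromatin remodeling and histone modifications.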

Similarities with WS induced responses in OE-*AhERF-VII* plants were observed, as well. Included were the up-regulation of participant genes in the MG detoxification cycle and in cell wall modifications (Table 1). Despite this coincidence, several genes involved in cytoskeleton organization were found to be induced only in response SS plants. It has been suggested that some of these gene products might mediate cytoskeleton-cell wall communication via specialized adhesion domains controls, in order to regulate cell growth, differentiation and cell-to-cell communication in plants [117]. In addition, genes coding for expansin A25, member of α-expansin gene family that participate in cell wall loosening [61], and for mucilage-related 10, a galactomannan-1, 6-galactosyltransferase required for the maintenance of cellulose structure, mucilage density, as well as the adherence of pectin [118], were induced exclusively in SS plants. Loosening of plant cell walls in response to stress was also in agreement with the down-regulation of genes associated with lignification, such as those coding for caffeoyl shikimate esterase and hydroxycinnamoyl-CoA shikimate [119], in addition to *arabinan deficient 1*, possibly involved in the determining the mechanical properties of the cell wall [120].

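*CSE* (AT1G52760) was down-regulated under SS in OE-*AhDof-AI* plants with a log2 ratio of −0.70, *HCT* (AT5G48930) with −0.64 and *ARAD1* (AT2G35100) with −0.58. AT2G22900, which mucilage-related 10 was paired with, was up-regulated under SS (0.49) and in Op (0.47), and in R of OE-*AhERF-VII* plants (0.63). *EXPA25* (AT5G39300) had a log2 ratio of 0.40 under SS and was not called.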

Other genes that, in like manner, were affected in both stressed transgenic plants (Table 1) are involved in Ca^2+^ transport and signaling which plays a crucial role in the regulation of stress responses [121]. The shared expression of nucleotide sugar transporters genes supports the proposed participation of nucleotide sugar inter-conversion enzymes in the regulation of glycosylation patterns that control carbon flux between primary metabolism, cell wall formation and/ or the biosynthesis of stress-related osmolytes, such as galactinol, that occurs in response to stress-related perturbations [122]. A shared up-regulation of an *UDP-N-acetylglucosamine pyrophosphorylase* gene suggests a common stress-activated leaf senescence program, as reported in rice [123], whereas the up-regulated expression of the *ANAC 36* gene suggests a novel role for this TF in the positive regulation of salt and water-deficit stresses [124]. A similar novel function for *MYB 58* and *MYB 117* (or LOF1) TF genes in abiotic stress regulation could be inferred by their shared expression in WS and SS. This result complements the previously reported role for these TFs in the regulation of pigment and lignin biosynthesis in fibers and vessels [47]. Likewise, the shared induced expression of the *Responsive to desiccation 29A* and *sugar transport 1* genes was also congruent with their reported induction by desiccation, cold and high-salinity conditions, [125], and the need to cope with the increased synthesis of sugar and polyol compounds under stress [94,114].

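Under WS, *RD29A* had a log2 ratio of 0.70 and a Z score under the threshold. *STP1* (AT1G11260) had 0.22 under WS and −0.37 under SS and was not called in either state, whereas AT1G34580, which sugar transport protein 5 of Table 1 was paired with, passed the Z threshold upward on all 5 arrays with neither channel above background. *MYB58* was up-regulated in OE-*AhERF-VII* Op (0.58), and under WS it passed the threshold at background in both channels.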

The metabolite analysis, although hypothetical, permitted the proposal of additional stress-amelioration mechanisms that partly complemented those discussed previously. For example, many putative hormone-like metabolites appeared to accumulate in response to stress. Such possibility is congruent with the finding that auxins, cytokinins, gibberellins and brassinosteroids are important mediators of abiotic stress tolerance [126–131]. Among the proposed mechanisms for their stress-protective effect are modulation of the antioxidant system and energy status of the plant, as well as amelioration of the adverse effects of stress and the restoration of normal growth and development. On the other hand, citrulline, identified as a marker of both WS and SS in melon [132], and a by-product of the biosynthesis of the ubiquitous stress-associated NO signal [133], is also proposed to contribute to stress tolerance by dint of its effective scavenging of hydroxyl radicals and strong antioxidant activity. Likewise, Mg-protoporphyrin IX and vitamin B6 have been implicated in protection against cellular oxidative stress. The former, due to its ability to associate with several proteins associated with oxidative stress responses [134], and the latter, to its capacity to quench ROS [135]. Transgenic-mediated accumulation of N-acetyl-L-glutamate and consequent abiotic stress tolerance correlated with high levels of ornithine, the precursor of proline and polyamine biosynthesis [136]. Further, geraniol induced transcript accumulation of glutathione S-transferase and stress-associated ERBP and WRKY TFs genes in *Matricaria chamomilla* [137], whereas geraniol and citral, increased substantially in response to WS in lemongrasses [138]. In like manner, experimental evidence indicates a possible crosstalk between stress-associated physiological processes and glucosinolate metabolism [139]. The detection of putative glycerol agreed with the observed correlation between glycerol accumulation and salt stress tolerance in Arabidopsis and in highly salt-tolerant ice plants [140,141]. The critical role of polyamines in stress tolerance has been amply demonstrated [142], whereas selenium, a beneficial nutrient for plants, has been implicated in various mechanisms associated with abiotic stress amelioration. These include the regulation of ROS and antioxidants, an inhibition of heavy metal uptake and translocation, and a role in the recovery of damaged cell membrane and chloroplast structures, including the photosynthetic system [143].

To conclude, this study shows that the OE of two grain amaranth TF genes increase the tolerance to specific abiotic stresses in transgenic Arabidopsis plants. The mechanisms by means of which these genes confer stress tolerance appear to be multifactorial and to involve both ABA- dependent and ABA-independent regulatory pathways.

## Supporting Information

S1 Fig Predicted properties of the AhERF-VII and AhDOF-AI transcription factors.

S2 Fig Expression patterns of the *AhERF-VII* gene in *A*. *hypochondriacus* infected with two different bacterial pathogens.

S3 Fig Levels of expression, relative to background expression in WT plants, in four homozygous transgenic *A*. *thaliana* T_2_ lines overexpressing the *AhERF-VII* or the *AhDOF*-*AI* genes.

S4 Fig The overexpression of the *AhERF-VII* or *AhDof-AI* genes in transgenic *Arabidopsis* plants had no negative effects on vegetative or reproductive growth.

S5 Fig Soluble nonstructural carbohydrates (NSCs) quantification in transgenic OE-*AhERF-VII* (line EL25) and OE-*AhDof-AI* (line DL2) *Arabidopsis* plants subjected to water-deficit stress (WS) or acute salt stress (SS).

S6 Fig Number of genes differentially expressed in transgenic *OE-AhERF-VII* or *OE-AhDOF-AI* transgenic Arabidopsis plants under optimal conditions (Op), subjected to water-deficit (WS) or salt (SS) stress conditions, or in recovery after WS (R), and their proportional overlap.

S1 Table Sequence of the primers employed for PCR amplification in this study.

S2 Table List of genes with altered expression detected in transgenic *AhERF-VII* overexpressing Arabidopsis plants under optimal conditions.

S3 Table List of genes with altered expression detected in transgenic *AhDOF-IA* overexpressing Arabidopsis plants under optimal conditions.

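S3 Table lists Z scores of transcripts changed in OE-*AhDof-AI* plants in Op. Of 1122 scores printed there, 1007 (89.8%) equal, within 1e-06, the Z score of a transcript computed from the deposited normalized values of that array over a window of 51 transcripts, a window chosen after the data were examined. At most 5 equal a score on any other array.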

S4 Table List of representative genes with altered expression detected in transgenic *AhERF-VII* overexpressing Arabidopsis plants under water-deficit stress.

S5 Table List of genes with altered expression detected in transgenic *AhDOF-IA* overexpressing Arabidopsis plants under salt-stress conditions.

S6 Table GO categories found to be significantly modified in *AhERF-VII* overexpressing transgenic Arabidopsis plants in optimal conditions, under water-deficit stress (WS), or in recovery, after stress (R).

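GO categories of S6 Table rest on an annotation of genes by process, which neither the deposited files nor the reference table contain. Among the word-defined families of this line, WRKY genes (72 loci) lay at percentile 33.2 of random lists in OE-*AhERF-VII* Op, 14.0 under WS and 27.1 in R, and bHLH genes (34 loci) at 48.0, 69.8 and 25.1. Cytosolic ribosomal protein genes (9 loci) lay at percentile 46.8 in Op, with none called.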

S7 Table GO categories found to be significantly modified in *AhDof-AI* overexpressing transgenic Arabidopsis plants in optimal conditions and under salt stress (SS).

S8 Table Modified microRNA gene expression.

# Supplementary material for: Overexpression of Grain Amaranth (Amaranthus hypochondriacus) AhERF or AhDOF Transcription Factors in Arabidopsis thaliana Increases Water Deficit- and Salt-Stress Tolerance, Respectively, via Contrasting Stress-Amelioration Mechanisms
**Source:** PLoS One. 2016 Oct 17;11(10):e0164280. doi: 10.1371/journal.pone.0164280
**Supplement:** S1 Fig

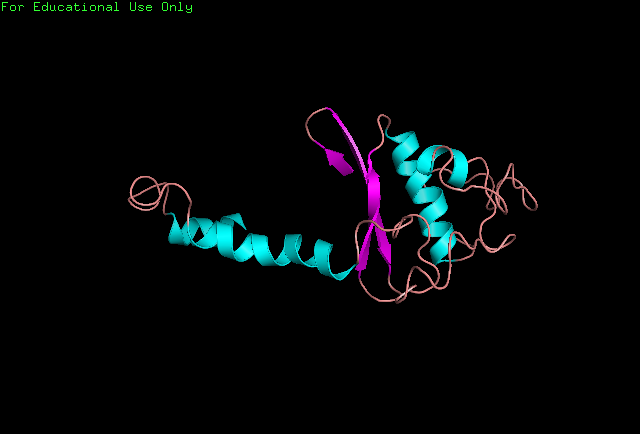

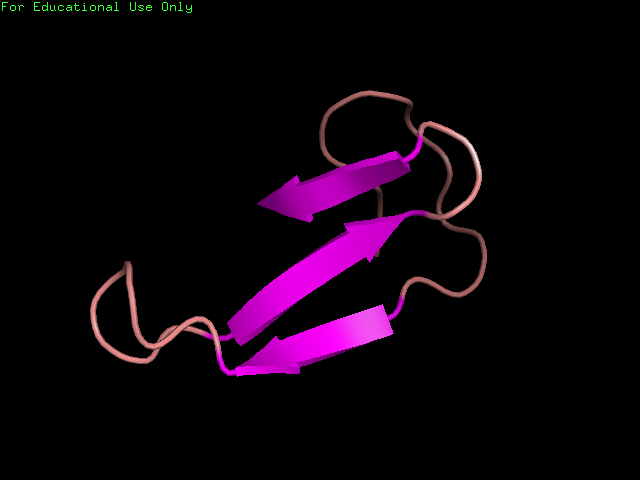

**C**

**D**

**A**

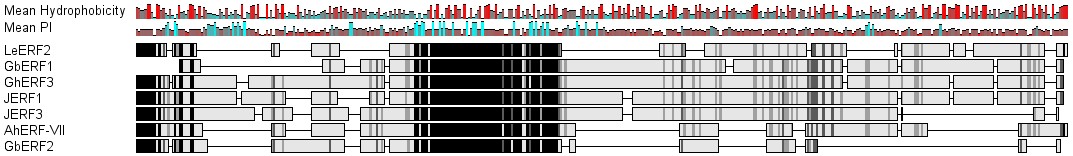

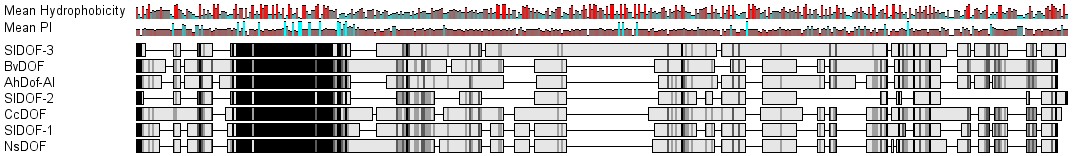

**B**

`

**S1 Fig. Predicted characteristics of the AhERF-VII and AhDOF-AI transcription factors.** Predicted consensus level, mean hydripobicity and mean isolectric point in AhERF-VII (panel A) and AhDOF-AI (panel B) transcription factors (TFs) with other TF family members from selected plant species. The predicted secondary structure of AhERF-VII and AhDOF-AI proteins is shown in panels **C** and **D**, respectively. The DNA binding domains are outlined in a yellow oval. Extended strands are colored in purple, alpha helices in cyan, and random coils in brown.

# Supplementary material for: Overexpression of Grain Amaranth (Amaranthus hypochondriacus) AhERF or AhDOF Transcription Factors in Arabidopsis thaliana Increases Water Deficit- and Salt-Stress Tolerance, Respectively, via Contrasting Stress-Amelioration Mechanisms
**Source:** PLoS One. 2016 Oct 17;11(10):e0164280. doi: 10.1371/journal.pone.0164280
**Supplement:** S2 Fig

# AhERF-VII

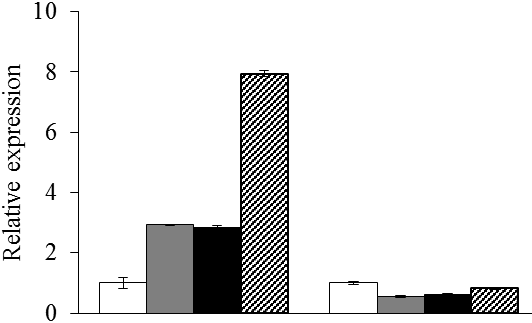

Avr Vir

Ctl

4 days

6 days

8 days

**S2 Fig.** **Expression patterns of the *AhERF-VII* gene in *A. hypochondriacus* infected with two different bacterial pathogens.** The figure shows that the expression of the *AhERF-VII* gene gradually increased in a time-dependent manner in leaf tissues infected with the avirulent *Pseudomonas syringae* pv. *syringae* (*Pss*) bacterial pathogen. On the other hand, the expression of this gene was not modified by the infection with the virulent *P. syringae* pv. *tabaci* (*Pst*) bacterial pathogen. Plants treated with phosphate buffer solution only were used as controls (Ctl). Bars and error bars indicate mean values and ES, respectively (n = 6).

# Supplementary material for: Overexpression of Grain Amaranth (Amaranthus hypochondriacus) AhERF or AhDOF Transcription Factors in Arabidopsis thaliana Increases Water Deficit- and Salt-Stress Tolerance, Respectively, via Contrasting Stress-Amelioration Mechanisms
**Source:** PLoS One. 2016 Oct 17;11(10):e0164280. doi: 10.1371/journal.pone.0164280
**Supplement:** S3 Fig

**A**

**B**

EL25 EL2 EL9 EL15

Transgenic line

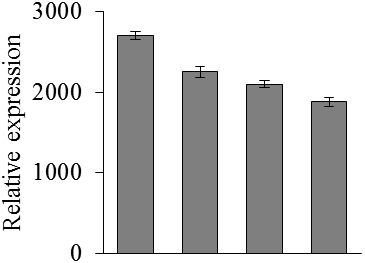

*****

*****

*****

*****

*****

*****

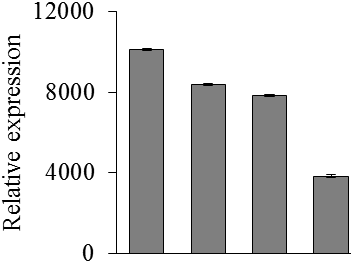

DL2 DL31 DL28 DL4

Transgenic line

(1.4×)

(1.2×)

(1.1×)

(1.0×)

(2.6×)

(2.2×)

(2.0×)

(1.0×)

**S3 Fig.** **Transgene gene expression.** Levels of expression, relative to background expression in WT plants, in four homozygous transgenic *A. thaliana* T_2_ lines overexpressing the *AhERF-VII* (panel A) or the *AhDOF*-*AI* (panel B) genes. In each panel, the three lines marked with an asterisk, having high, medium, and low gene expression levels, were chosen for further study. Bar and errors indicate mean values and SE, respectively (n = 30). The numbers over the bars represent the fold-change in expression levels relative to the transgenic lines expressing the lowest values, which was set at 1.0

# Supplementary material for: Overexpression of Grain Amaranth (Amaranthus hypochondriacus) AhERF or AhDOF Transcription Factors in Arabidopsis thaliana Increases Water Deficit- and Salt-Stress Tolerance, Respectively, via Contrasting Stress-Amelioration Mechanisms
**Source:** PLoS One. 2016 Oct 17;11(10):e0164280. doi: 10.1371/journal.pone.0164280
**Supplement:** S4 Fig

# A

Weight (mg)

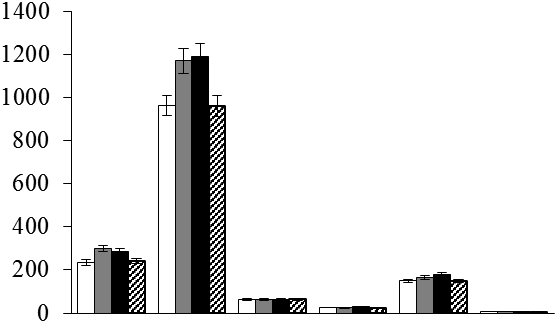

Rt In R Rt In R

Fw Dw

WT

EL25

EL2

EL15

# C

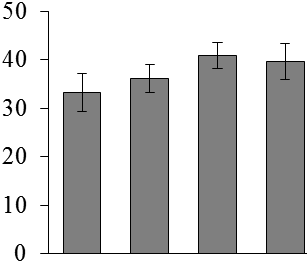

Wt EL25 EL2 EL15

Seed yield (mg/plant)

**D**

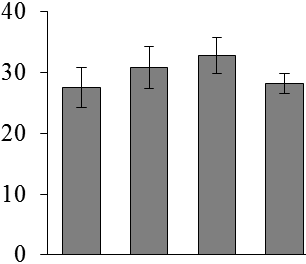

Wt DL2 DL31 DL4

Seed yield (mg/plant)

# B

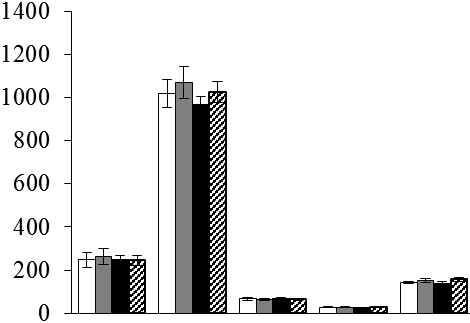

Rt In R Rt In R

Fw Dw

Weight (mg)

WT

DL2

DL31

DL4

**S4 Fig.** **The overexpression of the *AhERF-VII* or *AhDof-AI* genes in transgenic *Arabidopsis* plants had no negative effects on vegetative or reproductive growth.** Panels A and B show the weight (FW) and dry (DW) weights of the rosettes (Rt), inflorescences (In), and roots (R) of mature Arabidopsis transgenic plants. The plants examined were OE-*AhERF-VII* (lines EL25, gray bars; EL2, black bars, and L15, stripled bars), OE-*AhDOF-AI* (lines DL2, gray bars; DL31, black bars, and DL4, stripled bars) and WT control plants (empty bars). Panels C and D show that OE-*AhERF-VII*, OE-*AhDOF-AI* and WT control plants produced similar seed yields. Bars and error bars indicate mean value and SE, respectively of three independent experiments (n = 10).

# Supplementary material for: Overexpression of Grain Amaranth (Amaranthus hypochondriacus) AhERF or AhDOF Transcription Factors in Arabidopsis thaliana Increases Water Deficit- and Salt-Stress Tolerance, Respectively, via Contrasting Stress-Amelioration Mechanisms
**Source:** PLoS One. 2016 Oct 17;11(10):e0164280. doi: 10.1371/journal.pone.0164280
**Supplement:** S5 Fig

ab

b

c

a

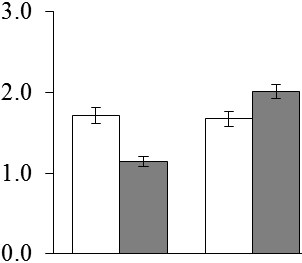

Umol /g FW

Op SS

## D

WT

DL2

**A**

WT

EL25

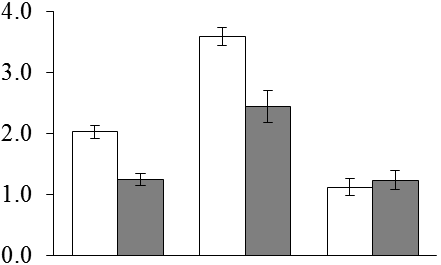

Umol /g FW

Op WS R

b

a

c

b

c

c

**Glu**

**B**

WT

EL25

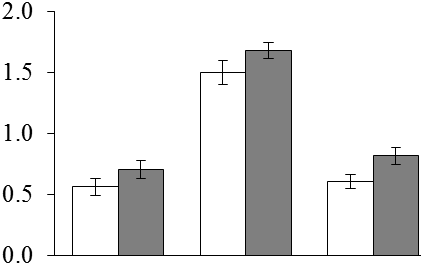

Umol /g FW

Op WS R

b

b

b

b

a

a

**E**

WT

DL2

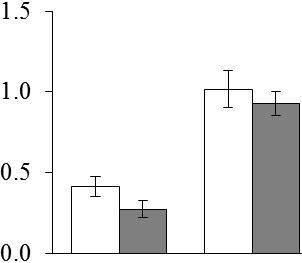

Umol /g FW

Op SS

b

b

a

a

**Fru**

**C**

WT

EL25

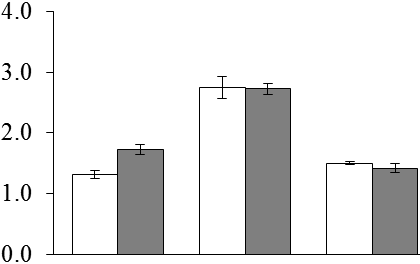

Op WS R

Umol /g FW

b

b

b

b

a

a

**F**

WT

DL2

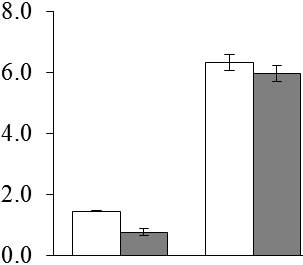

Op SS

Umol /g FW

b

b

a

a

**Suc**

**S5 Fig.** **Soluble nonstructural carbohydrates (NSCs) quantification in transgenic OE-*AhERF-VII* (line EL25) and OE-*AhDof-AI* (line DL2) *Arabidopsis* plants subjected to water-deficit stress (WS) or acute salt stress (SS).** NSCs quantification in transgenic OE-*AhERF-VII* (line EL25) (panels A-C) and OE-*AhDof-AI* (line DL2) (panels D-F) *Arabidopsis* plants subjected to water-deficit stress (WS) or acute salt stress (SS). Changes in glucose (A and D), fructose (B and E) and sucrose (C and F) levels are shown for all plants maintained under optimal conditions (Op, empty bars). Gray bars represent the NSC levels in transgenic plants subjected to water-deficit stress (WS) and subsequent recovery (R) or to acute salt stress (SS). Bars and error bars indicate mean values and ES, respectively (n = 20). Different letters over the bars represent statistically significant differences at P ≤ 0.05 (Tukey Kramer test). The results shown are those obtained from a representative experiment that was repeated thrice with similar results.

# Supplementary material for: Overexpression of Grain Amaranth (Amaranthus hypochondriacus) AhERF or AhDOF Transcription Factors in Arabidopsis thaliana Increases Water Deficit- and Salt-Stress Tolerance, Respectively, via Contrasting Stress-Amelioration Mechanisms
**Source:** PLoS One. 2016 Oct 17;11(10):e0164280. doi: 10.1371/journal.pone.0164280
**Supplement:** S6 Fig

**A**

**B**

**C**

**D**

**E**

**F**

524

713

91- 9%

121-8%

525

768

Op *vs.* WS

*AhERF-VII*

615

650

75- 7%

81-6%

525

768

Op *vs.*  R

*AhERF-VII*

615

650

151- 13%

174-13%

524

713

WS *vs.* R

*AhERF-VII*

460

886

117- 14%

382-21%

387

927

Op *vs.* SS

*AhDof-AI*

387

927

89- 10%

219-13%

525

768

*Ah-ERF* *vs.*  *AhDof-AI*

Op

460

886

104- 11%

131-8%

524

713

*Ah-ERF* *vs.* *AhDof-AI*

WS SS

**S6 Fig**. **Number of genes differentially expressed in transgenic *OE-AhERF-VII* or *OE-AhDOF-AI* transgenic Arabidopsis plants under optimal conditions (Op), subjected to water-deficit (WS) or salt (SS) stress conditions, or in recovery after WS (R), and their proportional overlap.** Panels A-C and panel D show the differential gene overlap in all treatment combinations analyzed in *OE-AhERF-VII* and *OE-AhDOF-AI* transgenic Arabidopsis plants, respectively. Panels E and F show the differential gene overlap between the *OE-AhERF-VII* and *OE-AhDOF-AI* plants under optimal and stress conditions, respectively. Upward pointing arrows indicate upregulated genes, whereas downward pointing arrows indicate downregulated genes.

# Supplementary material for: Overexpression of Grain Amaranth (Amaranthus hypochondriacus) AhERF or AhDOF Transcription Factors in Arabidopsis thaliana Increases Water Deficit- and Salt-Stress Tolerance, Respectively, via Contrasting Stress-Amelioration Mechanisms
**Source:** PLoS One. 2016 Oct 17;11(10):e0164280. doi: 10.1371/journal.pone.0164280
**Supplement:** S1 Table

| **S1 Table.** **Sequence of the primers employed for PCR amplification in this study.** The table includes oligonucleotide sequences employed for diverse purposes, including qRT-PCR, RACE, endogenous expression levels in grain amaranth (*Ah*) and confirmation of heterologous expression in Arabidopsis. | | | |
| --- | --- | --- | --- |
| **Primer**  **nomenclature** | **5’-3’ oligonucleotide sequence** | **Primer**  **nomenclature** | **5’-3’ oligonucleotide sequence** |
| **Expression levels in *Ah* by qRT-PCR** | | **Complete *ERF-VII and Dof-AI* cDNA sequences (RACE) in *Ah*** | |
| qERF-F | TGATTCTCTTCCTCCACCAT | Race5'-ERF | *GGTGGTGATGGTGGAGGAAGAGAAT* |
| qERF-R | CTGAAACAACATTATCCATTAGG | Race3'-ERF | *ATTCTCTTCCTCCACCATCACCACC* |
| qDOF-F | TGAAGTGGACACGCAAAAT | Race5'-DOF | *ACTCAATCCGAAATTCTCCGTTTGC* |
| qDOF-R | CCTAAATACCCCAACTATCCC | Race3'-DOF | *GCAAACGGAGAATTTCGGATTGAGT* |
| qACT-F | CGTGACCTGACTGATTACCTTA |  | |
| qACT-R | GCCATTGAGAAGAACTACGAGC |  |  |
| qTUB-F | TCTCAGCAGTATGTCTCCCTCA |  |  |
| qTUB-R | AAGATGAGCACCAAAGAAGTAGA |  |  |
|  |  |  |  |
| **Cloning of *AhERF-VII* and *AhDOF-AI* in Arabidopsis** | | **Cloning of *AhERF-VII-GFP* and *AhDOF-AI-GFP* fusion in Arabidopsis** | |
| ERF pB7-F | *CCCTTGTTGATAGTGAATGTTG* | ERFGFP-F | *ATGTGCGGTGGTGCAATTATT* |
| ERF pB7-R | *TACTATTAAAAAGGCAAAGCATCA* | ERFGFP-R | *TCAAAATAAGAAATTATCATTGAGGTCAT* |
| DOF pB7-F | *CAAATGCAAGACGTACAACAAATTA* | DOFGFP-F | *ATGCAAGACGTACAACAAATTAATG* |
| DOF pB7-R | *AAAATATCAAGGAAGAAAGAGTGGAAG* | DOFGFP-R | *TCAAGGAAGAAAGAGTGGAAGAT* |
|  |  |  |  |

# Supplementary material for: Overexpression of Grain Amaranth (Amaranthus hypochondriacus) AhERF or AhDOF Transcription Factors in Arabidopsis thaliana Increases Water Deficit- and Salt-Stress Tolerance, Respectively, via Contrasting Stress-Amelioration Mechanisms
**Source:** PLoS One. 2016 Oct 17;11(10):e0164280. doi: 10.1371/journal.pone.0164280
**Supplement:** S2 Table

**S2 Table.** **List of genes with altered expression detected in transgenic *AhERF-VII* overexpressing Arabidopsis plants under optimal conditions.**

# Supplementary material for: Overexpression of Grain Amaranth (Amaranthus hypochondriacus) AhERF or AhDOF Transcription Factors in Arabidopsis thaliana Increases Water Deficit- and Salt-Stress Tolerance, Respectively, via Contrasting Stress-Amelioration Mechanisms
**Source:** PLoS One. 2016 Oct 17;11(10):e0164280. doi: 10.1371/journal.pone.0164280
**Supplement:** S3 Table

**S3 Table.** **List of genes with altered expression detected in transgenic *AhDOF-AI* overexpressing Arabidopsis plants under optimal conditions.**

| **DISEASE RESISTANCE** | |
| --- | --- |
| **INDUCED** | **REPRESSED** |
| **3.225966634** **Disease resistance-responsive (dirigent-like protein)** family protein | -6.275330869 **Pathogenesis-related gene 1** |
| **2.891396688** **Disease resistance protein** (**TIR-NBS-LRR class**) family | -4.077367543 Disease resistance protein (**CC-NBS-LRR class**) family |
| 2.880115401 **Cysteine/Histidine-rich C1 domain** family protein | -3.4420274 **Seven transmembrane MLO family protein** |
| 2.704250468 **Cysteine/Histidine-rich C1 domain** family protein | -3.2763523 **Cysteine/Histidine-rich C1** domain family protein |
| 2.66993171 Arabidopsis **defensin-like** protein | -2.961924007 **Receptor protein kinase-related** |
| 2.401987136 **Avirulence induced gene (AIG1)** family protein | -2.753196575 **Leucine-rich repeat transmembrane protein kinase** |
| 2.420088412 **Bax inhibitor-1** family protein | -2.616430345 **cysteine-rich RLK (RECEPTOR-like protein kinase) 2** |
| 2.348386718 **Cystatin B** | -2.545378111 **Receptor like protein 21** |
| 2.289707138 **Disease resistance-responsive (dirigent-like protein)** family protein | -2.491140646 **Cysteine/Histidine-rich C1 domain family protein** |
| 2.264777257 **Cysteine-rich RLK (RECEPTOR-like protein kinase) 31** | -2.474532212 **RPM1 interacting protein 2** |
| 2.101379625 **Disease resistance protein (CC-NBS-LRR class) family** | -2.442310333 **NIMA-related serine/threonine kinase 1** |
| 2.075024501 **Receptor-like protein kinase-related family** protein | -2.394414525 **mto 1 responding down 1** |
| 2.017770813 **Disease resistance protein (TIR-NBS-LRR class)** family | -2.340211336 **NIM1-interacting 3** |
|  | -2.318524685 **Toll-Interleukin-Resistance (TIR) domain** family protein |
|  | -2.280932016 **BAX inhibitor 1** |
|  | -2.272023086 **Cysteine/Histidine-rich C1 domain** family protein |
|  | -2.26994383 **Cysteine-rich RLK (RECEPTOR-like protein kinase) 32** |
|  | -2.165433725 **GRIM-19 protein** |
|  | -2.148877129 **Toll-Interleukin-Resistance (TIR)** domain family protein |
|  | -2.146638536 **Receptor-like protein kinase-related** |
|  | -2.097486677 **Cysteine/Histidine-rich C1 domain** family protein |
|  | -2.075092207 **Leucine-rich repeat protein kinase** family protein |
|  | -2.059113498 **Defender against death (DAD family)** protein |
|  | -2.026354948 **Disease resistance protein (TIR-NBS-LRR clas**s) |
|  | -2.012280216 **Disease resistance protein (TIR-NBS-LRR class) family** |
|  |  |
|  |  |

| **CELL WALL RELATED-SUGAR MODIFICATION-SYNTHESIS** | |
| --- | --- |
| **INDUCED** | **REPRESSED** |
| 3.069422751 **Glycosyl hydrolase superfamily** protein | -5.820590933 **TRICHOME BIREFRINGENCE-LIKE 38** |
| 3.058453223 **Sinapoylglucose 1** | -3.660244647 **Phloem protein 2 A5** |
| 2.868089618 **Bifunctional inhibitor/lipid-transfer protein/seed storage 2S albumin** superfamily protein | -3.277639602 **Cellulose synthase-like D5** |
| 2.81836919 **Leucine-rich repeat receptor-like protein kinase** family protein | -3.192741916 **Core-2/I-branching beta-1,6-N-acetylglucosaminyltransferase family protein** |
| 2.784502476 **Annexin 3** | -3.191574432 **Carbohydrate-binding X8 domain** superfamily protein |
| 2.778905387 **Leucine-rich receptor-like protein kinase** family protein | -3.178865933 **Plant invertase/pectin methylesterase inhibitor** superfamily |
| 2.745843486 **Fibrillarin family** protein | -3.113646959 **Extensin 3** |
| 2.741704373 **Plant invertase/pectin methylesterase inhibitor** superfamily protein | -3.040116889 **Carbohydrate-binding X8 domain** superfamily protein |
| 2.639707843 **Myosin heavy chain-related** protein | -2.875985363 **Hydroxyproline-rich glycoprotein** family protein |
| 2.600612683 **Beta-galactosidase 4** | -2.875096354 **Glycosyl hydrolase** superfamily protein |
| 2.549147522 **Protease inhibitor/seed storage/lipid transfer protein (LTP)** family protein | -2.855532645 **UDP-Glycosyltransferase** superfamily protein |
| 2.527129853 **Microtubule-associated proteins 70-2** | -2.8381087 **O-Glycosyl hydrolases family 17 protein** |
| 2.478926866 **Tubulin beta-9 chain** | -2.791478294 **Glycine-rich protein** |
| 2.363449437 **Core-2/I-branching beta-1,6-N-acetylglucosaminyltransferase** family protein | -2.771108689 **Extensin-like protein** |
| 2.321819016 **UDP-glucosyl transferase 74D1** | -2.738965067 **Hydroxyproline-rich** glycoprotein family protein |
| 2.323499805 **Actin binding Calponin homology (CH) domain-containing protein** | -2.718545504 **Bifunctional inhibitor/lipid-transfer protein/seed storage 2S albumin** superfamily protein |
| 2.313670858 **Leucine-rich repeat (LRR)** family protein | -2.533851707 **FBD / Leucine Rich Repeat domains** containing protein |
| 2.288196608 **Myosin heavy chain-related** | -2.48560205 **Myosin heavy chain-related** |
| 2.272175116 **Glucan synthase-like 8** | -2.45372334 **Actin-related protein 4** |
| 2.271579058 **Delta-adaptin** | -2.436294457 **Galactose-binding** protein |
| 2.242001804 **Plant invertase/pectin methylesterase inhibitor** superfamily protein | -2.401400951 **Pectin lyase-like** superfamily protein |
| 2.235664429 **Wall associated kinase-like 1** | -2.40508249 **FAD-binding Berberine** family protein |
| 2.213922213 **Glycine-rich protein** | -2.367739255 **Bifunctional inhibitor/lipid-transfer protein/seed storage 2S albumin** superfamily protein |
| 2.168139087 **Beta glucosidase 4** | -2.361722357 **COBRA-like protein 1 precursor** |
| 2.166346835 **Cellulase (glycosyl hydrolase family 5) protein** | -2.345684813 **Pectin lyase-like superfamily** protein |
| 2.15174813 **Hydroxyproline-rich glycoprotein** family protein | -2.342328752 **Leucine-rich repeat (LRR) family** protein |
| 2.118746939 **FASCICLIN-like arabinogalactan protein 18** precursor | -2.330655256 **Leucine-rich repeat protein kinase** family protein |
| 2.101342339 **UDP-Glycosyltransferase** superfamily protein | -2.306979345 **Beta-1,4-N-acetylglucosaminyltransferase family protein** |
| 2.092363475 **Exostosin family** protein | -2.281550577 **Glycine/proline-rich protein** |
| 2.090320226 **UDP-Glycosyltransferase** superfamily protein | -2.271854683 **Hydroxyproline-rich glycoprotein** family protein |
| 2.086522539 **Leucine-rich repeat protein kinase** family protein | -2.25487539 **FAD-binding Berberine** family protein |
| 2.086108133 **Actin 4** | -2.194548231 **Profilin 2** ; Encodes profilin2, a **low-molecular weight, actin monomer-binding protein that regulates the organization of actin cytoskeleton.** |
| 2.075993368 **Leucine-rich repeat (LRR) family** protein | -2.180535094 **Arabinogalactan protein 17** |
| 2.056937582 **Phloem protein 2-B8** | -2.156253234 **Bifunctional inhibitor/lipid-transfer protein/seed storage 2S albumin** superfamily protein |
| 2.042291282 **Pectin lyase-like** superfamily protein | -2.149834555 **Leucine-rich repeat protein kinase** family protein |
| 2.007878249 **KDO transferase A; structures of the pectic polysaccharide rhamnogalacturonan II (RG-II) pectin constituent.** | -2.133550291 **Arabinogalactan protein 21** |
|  | -2.113775132 **Core-2/I-branching beta-1,6-N-acetylglucosaminyltransferase** family protein |
|  | -2.055628578 **Glycine-rich protein** |
|  | -2.046840969 **Arabinogalactan protein 15** |
|  | -2.044934404 **Hydroxyproline-rich glycoprotein** family protein |
|  | -2.042507769 **Wall-associated kinase** family protein |
|  | -2.032780282 **Cellulose synthase 1** |
|  | -2.032054548 **Serinc-domain containing serine and sphingolipid biosynthesis** protein |
|  | -2.004121355 **Bifunctional inhibitor/lipid-transfer protein/seed storage 2S albumin** superfamily protein |
|  |  |
|  |  |

| **REDOX** | |
| --- | --- |
| **INDUCED** | **REPRESSED** |
| 2.871340103 **NAD(P)-binding Rossmann-fold** superfamily protein | -4.57871935 ***Arabidopsis thaliana* PEROXYGENASE 2** |
| 2.400582297 **NAD(P)-binding Rossmann-fold** superfamily protein | -4.397141823 **NAD(P)-binding Rossmann-fold** superfamily protein |
| 2.302812573 2**-oxoglutarate (2OG) and Fe(II)-dependent oxygenase** superfamily protein | -4.339771429 **2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase** superfamily protein |
| 2.238316675 **Acyl-CoA oxidases;oxidoreductases, acting on the CH-CH group of donors**; FAD binding;oxidoreductases; **acyl-CoA oxidases** | -3.937106147 **Plant EC metallothionein-like protein, family 15** |
| 2.139479964 **2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase** superfamily protein | -3.240450402 **FAD/NAD(P)-binding oxidoreductase family protein** |
| 2.115794817 **Thioredoxin superfamily** protein | -3.178049637 **Cytochrome P450, family 705, subfamily A, polypeptide 19** |
| 2.090316335 **Thioredoxin superfamily** protein | -3.080034056 **NAD(P)-binding Rossmann-fold** superfamily protein |
| 2.065538086 **Cytochrome P450, family 702, subfamily A, polypeptide 1** | -2.937706725 **Cytochrome P450, family 94, subfamily B, polypeptide 1** |
|  | -2.905873139 **Germin-like protein 8** |
|  | -2.812539771 **FAD-linked oxidases** family protein |
|  | -2.779040713 **2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase** superfamily protein |
|  | -2.77164704 **2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase** superfamily protein |
|  | -2.642022936 **Glutathione S-transferase zeta 1** |
|  | -2.610753785 **2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase** superfamily protein |
|  | -2.601577331 **Thioredoxin superfamily** protein |
|  | -2.576780081 **Cytochrome p450 79f1** |
|  | -2.574244462 **2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase** superfamily protein |
|  | -2.476695317 **Cytochrome P450, family 94, subfamily D, polypeptide 1** |
|  | -2.426914067 **Zinc-binding dehydrogenase** family protein |
|  | -2.408719359 **FAD/NAD(P)-binding oxidoreductase** family protein |
|  | -2.370870271 **2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase** superfamily protein |
|  | -2.362415311 **Methionine sulfoxide reductase B 1** |
|  | -2.325440559 **Cupredoxin s**uperfamily protein |
|  | -2.323960138 **Peroxidase superfamily** protein |
|  | -2.305005082 **2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase** superfamily protein |
|  | -2.312686898 **Flavin-dependent monooxygenase 1** |
|  | -2.198398966 **Metallothionein 2B** |
|  | -2.193114058 **Cytochrome P450, family 71, subfamily B, polypeptide 16** |
|  | -2.190179855 **NAD(P)-binding Rossmann-fold** superfamily protein |
|  | -2.174022507 **NAD(P)H dehydrogenase C1** |
|  | -2.168883862 **Cytochrome P450, family 71, subfamily A, polypeptide 15** |
|  | -2.167049321 **NAD(P)-linked oxidoreductase** superfamily protein |
|  | -2.134994488 **Cytochrome P450, family 705, subfamily A, polypeptide 13** |
|  | -2.130708174 **NAD(P)-binding Rossmann-fold** superfamily protein |
|  | -2.080186403 **Acid phosphatase/vanadium-dependent haloperoxidase-related protein** |
|  | -2.06590173 **Thioredoxin superfamily** protein |
|  | -2.064554945 **SKU5 similar 2**; oxidation-reduction process |
|  | -2.058112223 **NAD(P)-binding Rossmann-fold** superfamily protein |
|  | -2.037014497 **Peroxisomal NAD-malate dehydrogenase 2** |
|  | -2.036238794 **Cytochrome P450, family 77, subfamily A, polypeptide 4** |
|  |  |
|  |  |

| **CHAPERONES** | |
| --- | --- |
| **INDUCED** | **REPRESSED** |
| 2.451098796 **TCP-1/cpn60 chaperonin** family protein | -3.488531686 **Chaperone DnaJ-domain** superfamily protein |
| 2.115672726 **Cyclophilin-like peptidyl-prolyl cis-trans isomerase** family protein | -3.180938114 **HSP20-like chaperones** superfamily protein |
|  | -3.106322646 **Cyclophilin-like peptidyl-prolyl cis-trans isomerase** family protein |
|  | -2.860328995 **Chaperonin-60 alpha** |
|  | -2.73172347 **HSP20-like chaperone** |
|  | -2.690957745 **Chaperone DnaJ-domain** superfamily protein |
|  | -2.428324034 **TCP-1/cpn60 chaperonin** family protein |
|  | -2.344428067 **Chaperone protein htpG** family protein |
|  | -2.183868362 **Copper chaperone for SOD1** |
|  | -2.153084544 **HSP20-like chaperones** superfamily protein |
|  | -2.059802015 **TCP-1/cpn60 chaperonin** family protein |
|  | -2.066053155 **FKBP-like peptidyl-prolyl cis-trans isomerase** family protein |
|  | -2.032047719 **Chaperone DnaJ-domain** superfamily protein |
|  | -2.023966411 **HSP20-like chaperone** |
|  |  |
|  |  |

| **CHLOROPLAST-PHOTOSYNTHESIS-ENERGY-PHOTORESPIRATION** | |
| --- | --- |
| **INDUCED** | **REPRESSED** |
| 3.231266317 **Plastid-lipid associated protein PAP / fibrillin** family protein | -3.056494729 **ATPase, V0 complex, subunit E** |
| 3.015514824 **Pyrophosphate--fructose-6-phosphate 1-phosphotransferase-related** / pyrophosphate-dependent 6-phosphofructose-1-kinase-related | -3.046958955 **Gamma subunit of Mt ATP synthase** |
| 2.858555461 **Phosphofructokinase 1** | -2.989846789 **Phosphofructokinase** family protein |
| 2.792997087 **Regulatory particle triple-A ATPase 6A** | -2.9183434 **P-type ATPase of Arabidopsis 2** |
| 2.471106727 **Plastid transcriptionally active 6** | -2.83898905 **NADH-ubiquinone oxidoreductase 24 kDa subunit, putative** |
| 2.504119832 **ADP glucose pyrophosphorylase large subunit 1** | -2.770247389 **Sedoheptulose-bisphosphatase** |
| 2.189069175 **Photosystem II assembly, regulation of chlorophyll biosynthetic process, photosystem I assembly, thylakoid membrane organization**, RNA modification | -2.737482669 **Vacuolar proton ATPase A2** |
| 2.21775299 **Mitochondrial editing factor 22** | -2.702972266 **Ribulose bisphosphate carboxylase small chain 1A** |
| 2.072210241 **Alanine: glyoxylate aminotransferase** | -2.64008033 **2Fe-2S ferredoxin-like** superfamily protein |
| 2.00835034 **Photosystem II subunit R** | -2.622390159 **Coproporphyrinogen III oxidase** |
|  | -2.615178863 **Phosphoglucomutase/phosphomannomutase** family protein |
|  | -2.599716901 **Homolog of yeast autophagy 18 (ATG18) H** |
|  | -2.593170254 **Cytochrome c oxidase 19-1** |
|  | -2.565221025 **Pyruvate kinase** family protein |
|  | -2.535377401 **Vacuolar ATPase assembly integral membrane protein VMA21-like domain** |
|  | -2.511728413 **Phosphoribulokinase** |
|  | -2.502081701 **Aldolase-type TIM barrel** family protein |
|  | -2.458260284 **AUTOPHAGY 6** |
|  | -2.446866766 **Ferredoxin 1** |
|  | -2.390214504 **Plastid transcriptionally active 14** |
|  | -2.342902101 **Ribulose bisphosphate carboxylase (small chain) family protein** |
|  | -2.338481796 **Urophorphyrin methylase 1** |
|  | -2.249121346 **P-type ATPase 1** |
|  | -2.247591954 **Chlorophyll A-B binding family protein** |
|  | -2.246904037 **Sucrose-6F-phosphate phosphohydrolase** family protein |
|  | -2.234149361 **Glycine decarboxylase complex H** |
|  | -2.230552538 **Ubiquinol-cytochrome C reductase iron-sulfur subunit** |
|  | -2.224451545 **Ribosome recycling factor, chloroplast precursor** |
|  | -2.214452657 **Glucose-6-phosphate dehydrogenase 2** |
|  | -2.18183745 **ATP-citrate lyase A-1** |
|  | -2.174121436 **INVOLVED IN: photosynthesis** |
|  | -2.119566834 **ATPase, F0/V0 complex, subunit C protein** |
|  | -2.096414721 **Induced by phosphate starvation1** |
|  | -2.084260783 **P-type ATPase 1** |
|  | -2.055899861 **ATP phosphoribosyl transferase 2** |
|  | -2.053795016 **High chlorophyll fluorescence 153** |
|  | -2.052535534 **Beta-amylase 3** |
|  | -2.039984748 **Electron transport SCO1/SenC family protein** |
|  | -2.037092615 **Chlorophyll A/B binding protein 3** |
|  | -2.011538925 **Chlorophyll A/B-binding protein 2** |
|  |  |
|  |  |

# Supplementary material for: Overexpression of Grain Amaranth (Amaranthus hypochondriacus) AhERF or AhDOF Transcription Factors in Arabidopsis thaliana Increases Water Deficit- and Salt-Stress Tolerance, Respectively, via Contrasting Stress-Amelioration Mechanisms
**Source:** PLoS One. 2016 Oct 17;11(10):e0164280. doi: 10.1371/journal.pone.0164280
**Supplement:** S4 Table

**S4 Table**. **List of representative genes with altered expression detected in transgenic *AhERF-VII* overexpressing Arabidopsis plants under water-deficit stress.**

| **DISEASE RESISTANCE** | |
| --- | --- |
| **INDUCED** | **REPRESSED** |
| **Disease resistance protein (TIR-NBS-LRR class**) family | **Disease resistance protein (TIR-NBS-LRR class),** putative |
| similar to **Disease resistance protein (TIR-NBS-LRR class)** | **Disease resistance protein (TIR-NBS-LRR class)** family |
| **Disease resistance-responsive** (**dirigent-like protein**) family protein | **Disease resistance protein (TIR-NBS-LRR class)**, putative |
| **Toll-Interleukin-Resistance (TIR) domain** family protein | **Disease resistance protein (CC-NBS-LRR class)** family |
|  | **Disease resistance protein (TIR-NBS-LRR class**) family |
| **Cysteine-rich RLK (RECEPTOR-like protein kinase) 11**; AT-RLK3, CRK11, CYSTEINE-RICH RLK (RECEPTOR-LIKE PROTEIN KINASE) 11, RECEPTOR LIKE PROTEIN KINASE 3; Encodes putative receptor-like protein kinase that is **induced by the soil-borne vascular bacteria, Ralstonia solanacearum.** | **Disease resistance protein (TIR-NBS-LRR class)** family |
| Receptor like protein 51; ATRLP51, **RECEPTOR LIKE PROTEIN 51**, RLP51, SNC2, SUPPRESSOR OF NPR1-1, CONSTITUTIVE 2 | **CRK27, CYSTEINE-RICH RLK (RECEPTOR-LIKE PROTEIN KINASE)** 27; **defense response**, protein phosphorylation |
|  |  |
|  | **Receptor-like protein kinase-related** family protein |
|  | **Receptor protein kinase**-related |
|  |  |
|  |  |
| **CAP (Cysteine-rich secretory proteins, Antigen 5**, and **Pathogenesis-related 1 protein**) superfamily protein | **CAP (Cysteine-rich secretory proteins, Antigen 5, and Pathogenesis-related 1 protein**) superfamily protein |
| **Pathogenesis-related thaumatin** superfamily protein | **Defensin-related** |
|  | LCR80**, LOW-MOLECULAR-WEIGHT CYSTEINE-RICH 80**  Encodes a member of a family of small, secreted, cysteine rich protein with sequence similarity to the PCP (pollen coat protein) gene family. Predicted to encode a PR (pathogenesis-related) protein. Belongs to the **plant defensin (PDF) family** |
|  |  |
| **Bax inhibitor-1** family protein; **inhibits the proapoptotic effect of Bax.** | **Defender against death (DAD family) protein**; Members of this family are thought to be integral membrane proteins. Some members of this family **have been shown to cause apoptosis if mutated.** These proteins are known as DAD for defender against death. The family also includes the epsilon subunit of the oligosaccharyltransferase that is involved in N-linked glycosylation. |
| **CYCLASE1**; Encodes a cyclase-family protein that is a **negative regulator of cell death that regulates pathogen-induced symptom development**. N**egative regulation of programmed cell death**, **response to salt stress,** tryptophan catabolic process to kynurenine. | ACA11, **AUTOINHIBITED CA^2+^-ATPASE 11;** anion homeostasis, **defense response to bacterium, negative regulation of programmed cell death** |
|  | **ARABIDOPSIS BAX INHIBITOR 1**, ATBI-1, ATBI1, BAX INHIBITOR 1, BI-1, BI1; Encodes BI-1, a homolog of mammalian Bax inhibitor 1. **Functions as an attenuator of biotic and abiotic types of cell death**. Bax-induced cell death can be downregulated by ectopically expressing AtBI in planta. ER overload response, **apoptotic process, negative regulation of apoptotic process, negative regulation of programmed cell death, response to water deprivation, very long-chain fatty acid metabolic process** |
|  |  |
| PLANT U-BOX 12; **Encodes a U-box E3 ubiquitin ligase** involved in ubiquitination of pattern recognition receptor **FLS2**. **defense response to bacterium** |  |
|  |  |
| **Glutamate receptor 3.6**; member of Putative ligand-gated ion channel subunit family; cellular calcium ion homeostasis, induced systemic resistance, jasmonic acid mediated signaling pathway, response to light stimulus, **response to wounding.** | **GERANYLLINALOOL SYNTHASE**, GES, **TERPENE SYNTHASE 04**, TERPENE SYNTHASE 4, TPS04, TPS4; Encodes a geranyllinalool synthase that produces a precursor to TMTT, a volatile plant defense C16-homoterpene. GES transcript levels rise in response to alamethicin, a fungal peptide mixture that damages membranes. **This transcriptional response is blocked in JA biosynthetic and JA signaling mutants**, but GES transcript levels still rise in response to alamethicin in mutants with salicylic acid and ethylene biosynthetic and/or signaling defects. **GES transcripts also accumulate in response to a larval infestation.** This enzyme does not localize to the plastids, and it may be present in the cytosol or endoplasmic reticulum. The mRNA is cell-to-cell mobile. |
| **Calcium-dependent phosphotriesterase** superfamily protein; FUNCTIONS IN: strictosidine synthase activity; INVOLVED IN: alkaloid biosynthetic process, biosynthetic process, response to **ethylene**, response to f**ungus**, response to j**asmonic acid, response to salicylic acid, response to virus, response to wounding** | ATTPS21, **TERPENE SYNTHASE 21**, TPS21; Encodes a sesquiterpene synthase involved in generating all of the group A sesquiterpenes found in the Arabidopsis floral volatile blend. Strongly expressed in the stigma. **response to herbivore,** sesquiterpene biosynthetic process, sesquiterpenoid biosynthetic process |
| **Ralf-like 33** | **Wound-responsive** family protein |
|  | Arabidopsis thaliana **WOUND-INDUCED PROTEIN 12**, ATWI-12, SAG20, **SENESCENCE ASSOCIATED GENE 20**, WI12, WOUND-INDUCED PROTEIN 12; A senescence-associated gene whose expression is induced in response to treatment with Nep1, a fungal protein that causes necrosis. The mRNA is cell-to-cell mobile. |
|  | **Serpin 3** |
|  | **Serine protease inhibitor (SERPIN)** family protein |
|  | **OPC-8:0 CoA ligase1** (OPCL1); FUNCTIONS IN: 4-coumarate-CoA ligase activity; INVOLVED IN: phenylpropanoid metabolic process, **jasmonic acid biosynthetic process, response to wounding** |
|  |  |
|  | **Nitrile specifier protein 2; glucosinolate catabolic process, nitrile biosynthetic process**: Intact glucosinolates are believed to be biologically inactive, **whereas degradation products after hydrolysis have multiple roles in growth regulation and defense.** |
|  | **2-ISOPROPYLMALATE SYNTHASE 2**, IMS2, MAM-L, MAM3, METHYLTHIOALKYMALATE SYNTHASE-LIKE; methylthioalkymalate synthase-like. Also known as 2-isopropylmalate synthase (IMS2). encodes a methylthioalkylmalate synthase **involved in the biosynthesis of aliphatic glucosinolates** which accepts all the omega-methylthio-2-oxoalkanoic acids needed to form the known C3 to C8 glucosinolates in Arabidopsis. The mRNA is cell-to-cell mobile |
|  |  |
|  | ATTLP9, TLP9, **TUBBY-LIKE PROTEIN 9**; Member of TLP family; regulation of transcription, DNA-templated, **response to fungus** |
|  | **ENHANCED DOWNY MILDEW 2** |
|  | **BETA GLUCOSIDASE 26**, BGLU26, PEN2, PENETRATION 2; Encodes a glycosyl hydrolase that localizes to peroxisomes and **acts as a component of an inducible preinvasion resistance mechanism**. **Required for mlo resistance**. The mRNA is cell-to-cell mobile. Carbohydrate metabolic process, **defense response by callose deposition in cell wall, defense response to bacterium, defense response to fungus, incompatible interaction, glucosinolate metabolic process, indole glucosinolate catabolic process, induced systemic resistance, response to bacterium.** |
|  | **RESTRICTED TEV MOVEMENT 3**, RTM3**; defense response to virus**, transport of virus in host, tissue to tissue. |
|  | **IAA-LEUCINE RESISTANT (ILR)-LIKE GENE 5**, ILL5 encodes a member of the six Arabidopsis IAA-amino acid conjugate hydrolase subfamily and conjugates, and is very similar to IAR3. metabolic process, proteolysis**, regulation of systemic acquired resistance.** |
|  | **Phloem protein 2 A5 (PP2-A5**); Functions in: carbohydrate binding; Involved in: **signal transduction, defense response, innate immune response.** |
|  | **CXC750, ECS1**; Encodes cell wall protein. ECS1 is not a Xcc750 resistance gene, but the genetic data indicate that ECS1 is **linked to a locus influencing resistance to Xcc750.** The mRNA is cell-to-cell mobile. |
|  |  |
|  | **Peptidoglycan-binding LysM domain**-containing protein |
|  | **Peptidoglycan-binding LysM domain**-containing protein |
|  | **Peptidoglycan-binding LysM domain**-containing protein |
|  |  |
|  |  |

| **REDOX** | |
| --- | --- |
| **INDUCED** | **REPRESSED** |
| **CYP705A4** | **Cytochrome P450, family 76, subfamily C, polypeptide 1** |
| **Cytochrome P450** superfamily protein |  |
| **Cytochrome P450, family 705, subfamily A, polypeptide 15** |  |
| **Cytochrome P450, family 71, subfamily A, polypeptide 18** |  |
|  |  |
| **2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase** superfamily protein | **2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase** superfamily protein |
| **2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase** superfamily protein |  |
| **2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase** superfamily protein |  |
|  |  |
| **Glutaredoxin** family protein |  |
| **Glutaredoxin** family protein |  |
|  |  |
| **Thioredoxin** superfamily protein | **Thioredoxin** superfamily protein |
| **Thioredoxin** superfamily protein | **Thioredoxin** superfamily protein |
|  | **Thioredoxin** superfamily protein |
|  | **Thioredoxin** superfamily protein |
|  | **Thioredoxin X** |
|  |  |
| **Metallo-hydrolase/oxidoreductase** superfamily protein |  |
| **Metallo-hydrolase/oxidoreductase** superfamily protein |  |
|  |  |
| **Peroxidase** superfamily protein | **Peroxidase** superfamily protein; **hydrogen peroxide catabolic process, oxidation-reduction process, response to oxidative stress.** |
|  | ***Arabidopsis thaliana* PEROXYGENASE 2** |
|  |  |
| **Metallothionein 3** | **Metallothionein 2B** |
|  |  |
| **Lactoylglutathione lyase family protein / glyoxalase I family protein** | **Glutathione S-transferase zeta 1** |
|  |  |
| **Ferretin 1**; Encodes a ferretin protein that is targeted to the **chloroplast.** Member of a Ferritin gene family. **Gene expression is induced in response to iron overload and by nitric oxide.** Expression of the gene is downregulated in the presence of paraquat, an inducer of photoxidative stress. cellular iron ion homeostasis, flower development, iron ion homeostasis, iron ion transport, leaf development**, oxidation-reduction process**, photosynthesis, response to bacterium, response to cold, response to cytokinin, **response to hydrogen peroxide**, response to iron ion, **response to reactive oxygen species**, response to zinc ion. | **Alternative oxidase 1C** |
|  |  |
| **Selenium binding; cell redox homeostasis** | **Methionine sulfoxide reductase B9** |
|  |  |
|  | SKS13**, SKU5 SIMILAR 13**; **oxidoreductase activity**, copper ion binding; Involved in: oxidation reduction. |
|  | **FAD/NAD(P)-binding oxidoreductase** family protein |
|  | **NAD(P)-linked oxidoreductase** superfamily protein |
|  | **Thiamin diphosphate-binding fold (THDP-binding)** superfamily protein; **oxidation-reduction process.** |
|  |  |
|  |  |
| **NHL domain-containing protein**; For example, the repeat is found in a variety of enzymes of the copper type II, **ascorbate dependent monooxygenase** family which catalyse the C-terminus alpha-amidation of biological peptides. | **Glucose-1-phosphate adenylyltransferase family protein**; GDP-mannose biosynthetic process; **plant ascorbic acid (vitamin C) biosynthesis.** |
|  |  |
|  |  |

| **CHAPERONES** | |
| --- | --- |
| **INDUCED** | **REPRESSED** |
| **Heat shock protein 70 (Hsp 70**) family protein |  |
| **Heat shock protein 90.1** |  |
| Similar to **heat shock protein binding** [Arabidopsis thaliana] |  |
|  |  |
| **Chaperone DnaJ-domain** superfamily protein | **Chaperone DnaJ-domain** superfamily protein |
| **DnaJ/Hsp40 cysteine-rich domain** superfamily protein | **Chaperone DnaJ-domain** superfamily protein |
| **DnaJ/Hsp40 cysteine-rich domain** superfamily protein | **Chaperone DnaJ-domain** superfamily protein |
| **Heat shock protein DnaJ with tetratricopeptide repeat** | **DnaJ heat shock family** protein |
|  | **DnaJ heat shock N-terminal domain-containing protein** |
|  |  |
|  | **Cyclophilin-like peptidyl-prolyl cis-trans isomerase** family protein; Functions in: peptidyl-prolyl cis-trans isomerase activity; Involved in: **protein folding** |
|  |  |
| **GroES-like** family protein | **GroES-like zinc-binding dehydrogenase** family protein |
|  |  |
|  | **Endomembrane protein 70** protein family |
|  |  |
|  | **Aha1 domain-containing** protein |
|  |  |
|  |  |

| **DUF PROTEINS** | |
| --- | --- |
| **INDUCED** | **REPRESSED** |
| Plant protein of unknown function (DUF863) | Family of unknown function (DUF577) |
| Protein of unknown function (DUF1313) | Protein of unknown function, DUF584 |
| Protein of unknown function (DUF1644) | DOMAIN OF UNKNOWN FUNCTION 724 4 |
| Protein of unknown function (DUF1278) | Domain of unknown function (DUF313) |
| Protein of unknown function, DUF584 | Protein of unknown function (DUF295) |
| Protein of unknown function (DUF1677) | DUF679 domain membrane protein 2 |
| Protein of unknown function (DUF1216) | Protein of unknown function (DUF295) |
| Protein of unknown function (DUF581) | Protein of unknown function (DUF2930) |
| Protein of unknown function (DUF640) | Domain of unknown function (DUF543) |
| Protein of unknown function (DUF1664) | Eukaryotic protein of unknown function (DUF914) |
| Protein of unknown function (DUF581) | Protein of unknown function (DUF295) |
| Protein of unknown function, DUF617 | Protein of unknown function (DUF3133) |
| Domain of unknown function (DUF1985) | Protein of unknown function (DUF784) |
| Domain of unknown function (DUF313) | Uncharacterized protein family (UPF0497) |
| Protein of unknown function (DUF581) | Protein of unknown function (DUF3537) |
| Protein of unknown function DUF106, transmembrane | Plant protein 1589 of unknown function |
|  | Protein of unknown function (DUF740) |
|  | Protein of unknown function (DUF630 and DUF632) |
|  | Plant protein of unknown function (DUF828) |
|  | Protein of unknown function (DUF833) |
|  | Protein of unknown function (DUF626) |
|  | Kinase-related protein of unknown function (DUF1296) |
|  | Protein of unknown function, DUF599 |
|  | Arabidopsis protein of unknown function (DUF241) |
|  | Protein of unknown function, DUF617 |
|  | Protein of unknown function (DUF1184) |
|  | Protein of unknown function (DUF1278) |
|  | Family of unknown function (DUF566) |
|  | Protein of unknown function (DUF1223) |
|  | Protein of unknown function (DUF677) |
|  | Protein with domains of unknown function (DUF627 and DUF629) |
|  | Protein of unknown function (DUF498/DUF598) |
|  | Plant protein of unknown function (DUF247) |
|  |  |
|  |  |
|  |  |

| **CHLOROPLAST-PHOTOSYNTHESIS-ENERGY-PRIMARY/SECONDARY METABOLISM** | |
| --- | --- |
| **INDUCED** | **REPRESSED** |
| **Photosystem I subunit D-1** | **Photosystem II light harvesting complex gene 2.1** |
| **Chlorophyll A/B binding protein 3** | **PGR5-LIKE A**, Encodes PGRL1A, a transmembrane protein present in thylakoids. PGRL1A has a highly homologous isoform PGRL1B encoded by At4g11960. Plants lacking PGRL1 show **perturbation of cyclic electron flow,** similar to PGR5-deficient plants. PGRL1 and PGR5 interact physically and associate with PSI (photosystem I). |
| **Phytochelatin synthase 1 (PCS1)** | **PGR5-LIKE A**; Encodes PGRL1A, a transmembrane protein present in thylakoids. PGRL1A has a highly homologous isoform PGRL1B encoded by At4g11960. **Plants lacking PGRL1 show perturbation of cyclic electron flow,** similar to PGR5-deficient plants. |
| SE2, ATASE2, ATPURF2**, CHLOROPLAST IMPORT APPARATUS 1**, CIA1, **DIFFERENTIAL DEVELOPMENT OF VASCULAR ASSOCIATED CELLS, DOV1**, **GLN PHOSPHORIBOSYL PYROPHOSPHATE AMIDOTRANSFERASE** 2; Encodes glutamine 5-phosphoribosylpyrophosphate amidotransferase. **Mutants are deficient in leaf, but not cotyledon, plastid and palisade cell development. Mutants exhibit defective chloroplast development under non-low light, suggesting that the defect in chloroplast development is caused by photo-oxidative damage.** Plays role in differential development of vascular-associated cells. Demonstrates a cell-specific difference in chloroplast development. Mutant leaves are highly reticulate with a green vascular pattern. **'de novo' IMP biosynthetic process, chloroplast organization, glutamine metabolic process, leaf morphogenesis.** | **Pyridine nucleotide-disulphide oxidoreductase** family protein; Encodes for a multifunctional protein with **geranylgeranyl reductase activity shown to catalyze the reduction of prenylated geranylgeranyl-chlorophyll a to phytyl-chlorophyll a (chlorophyll a) and free geranylgeranyl pyrophosphate to phytyl pyrophosphate**. Vitamin E biosynthetic process |
|  | **Light harvesting complex photosystem II** |
|  |  |
| **GENES NECESSARY FOR THE ACHIEVEMENT OF RUBISCO ACCUMULATION 5**, NARA5; Encodes a **phosphofructokinase B-type carbohydrate kinase family protein, NARA5. Regulates photosynthetic gene expression.** |  |
| **Plastid transcriptionally active 17** | **PLASTID TRANSCRIPTIONALLY ACTIVE 14**, PTAC14, TAC14; plastid transcriptionally active 14 (PTAC14**): Rubisco methyltransferase family protein** (TAIR:AT1G24610.1) |
|  | **Cobalamin biosynthesis CobW-like** protein; **plastid transcriptionally active 17.** |
|  |  |
| **H(+)-ATPase 1** | **AFG1-like ATPase** family protein |
| **AAA-type ATPase** family protein | **Gamma subunit of Mt ATP synthase** |
|  | **AAA-type ATPase** family protein |
|  | **ATPase, F0/V0 complex, subunit C protein**; Involved in: **ATP synthesis** coupled proton transport. |
|  | **ATPase, V0 complex, subunit E** |
|  |  |
| **MITOCHONDRIAL PYRUVATE DEHYDROGENASE SUBUNIT 2-2**, MTE2-2; Encodes a subunit of the mitochondrial pyruvate dehydrogenase complex. | AT-E1 ALPHA, E1 ALPHA**, PYRUVATE DEHYDROGENASE COMPLEX E1** ALPHA subunit. |
| **Acyl-CoA oxidases; oxidoreductases**, acting on the CH-CH group of donors; FAD binding; oxidoreductases;acyl-CoA oxidases; **fatty acid oxidation.** | **PfkB-like carbohydrate kinase** family protein; **D-ribose metabolic process,** **acetate fermentation**, sucrose biosynthetic process, **sucrose catabolic process**, using beta-fructofuranosidase. |
| **Phosphofructokinase 4** | **Pyruvate kinase** family protein |
| **Citrate synthase** 2; Encodes a peroxisomal citrate synthase that is expressed throughout seedling and shoot development. **Fatty acid beta-oxidation**, tricarboxylic acid cycle. | Surfeit locus 1 cytochrome c oxidase biogenesis protein; respiratory chain complex IV assembly. |
| **Phosphofructokinase 1** | **Ubiquinol-cytochrome C reductase hinge protein**; Functions in: ubiquinol-cytochrome-c reductase activity; Involved in: **mitochondrial electron transport**, **ubiquinol to cytochrome.** |
| ATIVD, **ISOVALERYL-COA-DEHYDROGENASE**, IVD, IVDH; branched-chain amino acid catabolic process, **fatty acid beta-oxidation using acyl-CoA dehydrogenase**, leucine catabolic process, lipid homeostasis. | **2Fe-2S ferredoxin-like** superfamily protein; **electron transport.** |
|  | **Phosphoglycerate mutase** family protein; **glycolysis.** |
|  |  |
|  | **GRIM-19 protein**; Functions in: molecular_function unknown; Involved in: **photorespiration** |
|  | ATGWD2, GWD3, **PHOSPHOGLUCAN, WATER DIKINASE**, PWD, Pyruvate phosphate dikinase, PEP/pyruvate binding domain. |
|  | **Glycine decarboxylase P-protein 1** |
|  |  |
|  | **Plant stearoyl-acyl-carrier-protein desaturase** family protein; Functions in: acyl-[acyl-carrier-protein] desaturase activity, oxidoreductase activity, transition metal ion binding; Involved in: oxidation reduction, **fatty acid metabolic process**, fatty acid biosynthetic process. |
|  |  |
|  | **Haem oxygenase-like**, multi-helical; **thiamine biosynthetic process, thiamine diphosphate biosynthetic** process. |
|  |  |
|  | **Triacylglycerol lipase-like 1** |
|  | **POLYPRENOL REDUCTASE 3**, PPRD3; 3-oxo-5-alpha-steroid 4-dehydrogenase family protein |
|  | **3-oxo-5-alpha-steroid 4-dehydrogenase** family protein |
|  | **FARNESYL DIPHOSPHATE SYNTHASE 1**, FPS1; Encodes a protein with farnesyl diphosphate synthase activity; cholesterol biosynthetic process, **farnesyl diphosphate biosynthetic process, geranyl diphosphate biosynthetic process.** |
|  |  |
|  |  |

# Supplementary material for: Overexpression of Grain Amaranth (Amaranthus hypochondriacus) AhERF or AhDOF Transcription Factors in Arabidopsis thaliana Increases Water Deficit- and Salt-Stress Tolerance, Respectively, via Contrasting Stress-Amelioration Mechanisms
**Source:** PLoS One. 2016 Oct 17;11(10):e0164280. doi: 10.1371/journal.pone.0164280
**Supplement:** S5 Table

**S5 Table. List of genes with altered expression detected in transgenic *AhDOF-AI* overexpressing Arabidopsis plants under salt-stress conditions.**

| **ENERGY AND PHOTOSYNTHESIS** | |
| --- | --- |
| **NITROGEN-CARBOHYDRATE-LIPID CATABOLISM-GLYCOLISIS-KREBS CYCLE-PENTOSE PHOSPHATE PATHWAY** | |
| **INDUCED** | **REPRESSED** |
| **Fatty acid beta-oxidation** | **Cytochrome P450, family 77, subfamily A, polypeptide 4**; **Fatty acid oxidation** |
| **Phosphofructokinase 1** | **Phosphofructokinase** family protein |
| **Citrate synthase 2** Encodes a **peroxisomal citrate synthase** that is **expressed throughout seedling and shoot development** | **Pyruvate kinase** family protein |
| Pyruvate orthophosphate dikinase; PPDK, PYRUVATE ORTHOPHOSPHATE DIKINASE; Encodes a dual-targeted protein believed to act as a pyruvate, orthophosphate dikinase. These enzymes are normally associated with C4 photosynthesis which does not occur in Arabidopsis. **However, PPDK may play a role in remobilizing nitrogen during leaf senescence in Arabidopsis.** | **LIPOAMIDE DEHYDROGENASE 1**, LPD1, PTLPD1; encodes a plastid lipoamide dehydrogenase, subunit of the **pyruvate dehydrogenase complex which provides acetyl-CoA for de novo fatty acid biosynthesis.** The gene is highly expressed **in developing seeds**. |
| **Sucrose synthase 1** | **Phosphofructokinase** family protein |
| **ADP glucose pyrophosphorylase large subunit 1** | ACO3, **ACONITASE 3**; Encodes an aconitase that can catalyze the conversion of citrate to isocitrate through a cis-aconitate intermediate, indicating that it **may participate in the TCA cycle and other primary metabolic pathways**. Citrate metabolic process**, glyoxylate cycle**, isocitrate metabolic process, **response to abscisic acid**, response to cadmium ion, **response to oxidative stress, response to salt stress, tricarboxylic acid cycle.** |
|  | **Phosphoglucomutase/ phosphomannomutase** family protein |
|  | **Phosphomannomutase** |
|  | **6-phosphogluconate dehydrogenase** family protein |
|  | **Galactose mutarotase**-like superfamily protein; **probably functions to bind carbohydrates in enzymes that act on sugars.** |
|  |  |
| **ATP PRODUCTION_ATP-related ion pumping and metabolism** | |
| **INDUCED** | **REPRESSED** |
| **ATPase, V0 complex, subunit E** | **Vacuolar ATPase assembly integral membrane protein VMA21-like** domain |
| **Cytochrome C oxidase 6B** | **ATPase, AAA-type, CDC48** protein |
| **Cytochrome C oxidase polypeptide VIB** family protein | **P-type ATPase of Arabidopsis 2** |
| **Cytochrome b561/ferric reductase** transmembrane protein family | **Cytochrome c oxidase 19-1** |
|  | **Gamma subunit of Mt ATP synthase** |
|  | **ATPase, V0 complex, subunit E** |
|  | **ATPase, F0/V0 complex, subunit C** protein |
|  | **Cytochrome c oxidase 17** |
|  | **Electron transport SCO1/ SenC** family protein; embryo development, **mitochondrial respiratory chain complex IV assembly,** **respiratory chain complex IV assembly.** |
|  |  |
| **PHOTOSYNTHESIS, CALVIN CYCLE, PHOTORESPIRATION** | |
| **INDUCED** | **REPRESSED** |
| **Photosystem I reaction center subunit PSI-N**, chloroplast, | **Phosphoribulokinase** |
| **GLUTAMATE-1-SEMIALDEHYDE 2,1-AMINOMUTASE 2**, GSA2; glutamate-1-semialdehyde 2,1-aminomutase 2 (GSA2); Functions in: glutamate-1-semialdehyde 2,1-aminomutase activity, pyridoxal phosphate binding, transaminase activity, catalytic activity; Involved in: porphyrin biosynthetic process; LOCATED IN: chloroplast stroma, chloroplast, chloroplast envelop; **chlorophyll biosynthetic process**, **porphyrin-containing compound biosynthetic process, protoporphyrinogen IX biosynthetic process.** | **5-Formyltetrahydrofolate cycloligase** (5-CHO-THF cycloligase - AT5G13050.1) **regulates/influences under photorespiratory conditions the activity of another gene product, i.e. serine hydroxymethyltransferase (SHMT) due to accumulating amounts of 5-Formyltetrahydrofolate.** |
| **Glutamate: glyoxylate aminotransferase**; ALANINE-2-OXOGLUTARATE AMINOTRANSFERASE 1, AOAT1, GGAT1, GGT1, GLUTAMATE:GLYOXYLATE AMINOTRANSFERASE, GLUTAMATE:GLYOXYLATE AMINOTRANSFERASE 1; Identified by cloning the gene that corresponded to a purified protein having glyoxylate aminotransferase activity. **Localized to the peroxisome and thought to be involved in photorespiration/ metabolic salvage pathway. glycine biosynthetic process, photorespiration, response to hypoxia.** | **NADH-Ubiquinone/plastoquinone (complex I)** protein |
|  | **High chlorophyll fluorescence 153** |
|  | **Chlorophyll A/B-binding protein 2** |
|  | **SET domain-containing protein**; **Rubisco methyltransferase** family protein |
|  | **NADH-ubiquinone oxidoreductase B18 subunit**, putative |
|  | **PGR5-LIKE A**; Encodes PGRL1A, a transmembrane protein present in thylakoids. PGRL1A has a highly homologous isoform PGRL1B encoded by At4g11960. Plants lacking PGRL1 show perturbation of cyclic electron flow, similar to PGR5-deficient plants. PGRL1 and PGR5 interact physically and associate with PSI (photosystem I). The mRNA is cell-to-cell mobile. **Oxidation-reduction process, photosynthesis, photosynthetic electron transport in photosystem I.** |
|  | **2Fe-2S ferredoxin-like** superfamily protein |
|  | **2Fe-2S ferredoxin-like** superfamily protein |
|  |  |
| **CHLOROPLAST, MITOCHONDRIA, PEROXISOME BIOGENESIS** | |
| **INDUCED** | **REPRESSED** |
| **Chloroplast-localized ISCA-like protein**; **iron-sulfur cluster assembly**, protein maturation by iron-sulfur cluster transfer, **sulfur compound metabolic process.** | **Translocon at the inner envelope membrane of chloroplasts 110**; **Involved in protein import into the chloroplast and chloroplast biogenesis.** |
| **Plastid-lipid associated protein PAP** / **fibrillin** family protein | **SMAD/FHA domain-containing protein** ; Involved in: biological_process unknown; Located in: **chloroplast thylakoid membrane, chloroplast stroma.** |
|  |  |
|  | **Rubredoxin-like** superfamily protein |
|  |  |

| **miRNA** | |
| --- | --- |
| **INDUCED** | **REPRESSED** |
| MIR156F; miRNA; **MICRORNA156F, MIR156F**; Encodes a microRNA that targets several SPL family members, including SPL3,4, and 5. By regulating the expression of SPL3 (and probably also SPL4 and SPL5), this microRNA **regulates vegetative phase change. cellular response to phosphate starvation; leaf development, regulation of growth rate.** | **MIR395B; miRNA** |
| MICRORNA171A, **MIR171A; Encodes a microRNA that targets several SCL family members**. | **MIR393A; miRNA** |
|  | **MIR395E**; miRNA; **Encodes a microRNA that targets both APS and AST family members. Cellular response to sulfate starvation.** |
|  |  |
|  |  |

| **PROTEIN SYNTHESIS CHAPERONES** | |
| --- | --- |
| **INDUCED** | **REPRESSED** |
| **18S pre-ribosomal assembly protein gar2-related** | **Ribosomal protein L6** family protein |
| **Ribosomal protein L11 methyltransferase-related** | **Ribosomal protein L18** |
| **Ribosomal L18p/L5e** family protein | **Ribosomal protein L53**, mitocondrial. |
| **50S ribosomal protein-related** | **Ribosomal protein S24e** family protein |
| **Ribosomal protein L27** family protein | **Ribosomal protein L13e** family protein |
| **Ribosomal protein S13/S18** family | **60S acidic ribosomal** protein family |
| **Translation protein SH3-like** family protein | **40S RIBOSOMAL PROTEIN,** ATBBC1, BBC1, BREAST BASIC CONSERVED 1, RSU2; Encodes 60S ribosomal protein L13. Homolog of human breast basic conserved 1 (BBC1). R**esponse to cytokinin, ribosome biogenesis.** |
| **Ribosomal protein S8** family protein | **60S ribosomal protein L18A-1** |
| **Ribosomal protein S8e** family protein |  |
| **Ribosomal protein L34** |  |
| **Ribosomal protein S19e** family protein |  |
| **60S acidic ribosomal** protein family |  |
| **Ribosomal protein L18e/L15** superfamily protein |  |
| **Ribosomal protein L5** |  |
|  |  |
|  | **Ribosomal RNA adenine dimethylase** family protein |
|  | **Elongation factor P (EF-P**) family protein |
|  | **Aminoacyl-tRNA ligases**; nucleotide binding; ATP binding |
|  |  |
| **Chaperone DnaJ-domain** superfamily protein | **Heat shock protein 17.6A** |
| **Chaperone protein DNAJ-related** | **HSP20-like** chaperones superfamily protein |
| **GroES-like** family protein | **HSP20-like** chaperone |
|  | **HSP20-like** chaperones superfamily protein |
|  | **HSP20-like** chaperones superfamily protein |
|  | **Chaperone DnaJ-domain** superfamily protein |
|  | **Chaperone DnaJ-domain** superfamily protein |
|  | **Chaperone DnaJ-domain** superfamily protein |
|  | **Chaperone DnaJ-domain** superfamily protein |
|  | **Chaperone DnaJ-domain** superfamily protein |
|  | **DnaJ heat shock** family protein |
|  | **Chaperonin 10** |
|  | **Chaperonin-60 alpha** |
|  | **TCP-1/cpn60 chaperonin** family protein |
|  | **TCP-1/cpn60 chaperonin** family protein |
|  | GroES-like zinc-binding dehydrogenase family protein |
|  | **APR-LIKE 5**, APRL5, ATAPRL5**; Encodes a protein disulfide isomerase-like (PDIL) protein**, a member of a multigene family within the thioredoxin (TRX) superfamily. |
|  | **Cyclophilin-like peptidyl-prolyl cis-trans isomerase** family protein; accelerating protein folding by **catalysing the cis-trans isomerisation of proline imidic peptide bonds in oligopeptides**. |
|  |  |
|  |  |

| **PROTEOLYSIS** | |
| --- | --- |
| **INDUCED** | **REPRESSED** |
| **RING/U-box** superfamily protein | **RING/U-box** superfamily protein |
| **RING/U-box** superfamily protein | **RING-H2 finger A1A**; RHA1A, RING-H2 FINGER A1A |
| **RING/U-box** superfamily protein | **RING/U-box** superfamily protein |
| **RING/U-box** superfamily protein | **RING/U-box** superfamily protein |
| **RING/U-box** superfamily protein | **RING/U-box** superfamily protein |
| **RING/U-box** superfamily protein | **RING/U-box** superfamily protein |
|  | **RING/U-box** superfamily protein |
|  | **RING/U-box** superfamily protein |
|  | **RING/U-box** superfamily protein |
|  | **RING/U-box** superfamily protein |
|  | **RING/U-box** superfamily protein |
|  | **RING/U-box** superfamily protein with **ARM repeat domain** |
|  | **RING/U-box** superfamily protein |
|  | **RING/U-box** superfamily protein |
|  |  |
| **F-box associated ubiquitination effector** family protein | **Ubiquitin-specific protease family C19**-related protein |
| **Ubiquitin-like** superfamily protein | **Ubiquitin-conjugating enzyme 6** |
| **Protein / ubiquitin** family protein | **Ubiquitin-like** superfamily protein |
| **F-box associated ubiquitination effector** family protein | **F-box associated ubiquitination effector** family protein |
| **BTB/POZ domain**-containing protein; **protein ubiquitination** | **F-box associated ubiquitination effector** family protein |
| **REGULATORY PARTICLE TRIPLE-A ATPASE 4A**, RPT4A; 26S proteasome AAA-ATPase subunit RPT4a (RPT4a) mRNA, ER-associated ubiquitin-dependent protein catabolic process, positive regulation of RNA polymerase II transcriptional preinitiation complex assembly, **ubiquitin-dependent protein catabolic process.** | **Cullin family protein**; Functions in: ubiquitin protein ligase binding; Involved in: **ubiquitin-dependent protein catabolic process.** |
| **Peptidase C78, ubiquitin fold modifier-specific peptidase 1/ 2** | **Ubiquitin-like** superfamily protein |
|  | **Ubiquitin-like** superfamily protein |
|  |  |
| **Subtilisin-like serine endopeptidase** family protein | **RHOMBOID-like 1** |
|  | **DegP protease 3** |
|  | **Eukaryotic aspartyl protease** family protein |
|  |  |
| **Methionine aminopeptidase 2A**; Encodes a MAP2 like methionine aminopeptidase. In MAP1A mutant background plants show an increased sensitivity t**o fumagillin resulting in defects in development.** |  |
|  |  |
| **Prolyl oligopeptidase** family protein |  |
| Protease-related, ATDEG15, DEG15, **DEGRADATION OF PERIPLASMIC PROTEINS 15, Mutants in this gene are defective in the processing of pre-glyoxysomal malate dehydrogenase.** |  |
|  |  |
| Similar to **Ulp1 protease family protein** [Arabidopsis thaliana] | Similar to **Ulp1 protease family** protein [Arabidopsis thaliana]; **ubiquitin-like protein SUMO** |
| **Ulp1 protease** family protein |  |
|  |  |
| **Serine carboxypeptidase-like 9**; sinapoylglucose 1 | **Serine carboxypeptidase-like 15** |
|  |  |
|  | **Cysteine proteinases superfamily** protein |
|  | **Cysteine proteinases superfamily** protein |
|  | Similar to **cysteine-type peptidase** [Arabidopsis thaliana] |
|  | **Cysteine proteinases** superfamily protein |
|  | Similar to **Ulp1 protease family** protein [Arabidopsis thaliana] similar to **cysteine-type peptidase** [Arabidopsis thaliana]; similar to Ulp1 protease family protein |
|  |  |
| This finding suggests that these two proteases differ in the balance of their activities, with **ULP1 predominantly showing C-terminal endopeptidase activity And ULP2 acting mainly as an isopeptidase, so that ulp1**  **suppresses ulp2 by reducing the abundance of mature SUMO**  **available to become incorporated into conjugates**. Our data  suggest **that ESD4** may play a role similar to that of **ULP2 in**  **regulating that abundance of SUMO conjugates.** |  |
|  |  |
|  |  |

# Supplementary material for: Overexpression of Grain Amaranth (Amaranthus hypochondriacus) AhERF or AhDOF Transcription Factors in Arabidopsis thaliana Increases Water Deficit- and Salt-Stress Tolerance, Respectively, via Contrasting Stress-Amelioration Mechanisms
**Source:** PLoS One. 2016 Oct 17;11(10):e0164280. doi: 10.1371/journal.pone.0164280
**Supplement:** S6 Table

**S6 Table**. **GO categories found to be significantly modified in *AhERF-VII* overexpressing transgenic Arabidopsis plants in optimal conditions, under water-deficit stress (WS), or in recovery, after stress (R).**

**1:** Enriched categories are shown in a light green background.

**2:** Depleted categories are shown in a light red background.

# Supplementary material for: Overexpression of Grain Amaranth (Amaranthus hypochondriacus) AhERF or AhDOF Transcription Factors in Arabidopsis thaliana Increases Water Deficit- and Salt-Stress Tolerance, Respectively, via Contrasting Stress-Amelioration Mechanisms
**Source:** PLoS One. 2016 Oct 17;11(10):e0164280. doi: 10.1371/journal.pone.0164280
**Supplement:** S7 Table

**S7 Table. GO categories found to be significantly modified in *AhDof-AI* overexpressing transgenic Arabidopsis plants in optimal conditions and under salt stress (SS).**

# Supplementary material for: Overexpression of Grain Amaranth (Amaranthus hypochondriacus) AhERF or AhDOF Transcription Factors in Arabidopsis thaliana Increases Water Deficit- and Salt-Stress Tolerance, Respectively, via Contrasting Stress-Amelioration Mechanisms
**Source:** PLoS One. 2016 Oct 17;11(10):e0164280. doi: 10.1371/journal.pone.0164280
**Supplement:** S8 Table

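Of the precursors that S8 Table lists, *MIR398C* (AT5G14565) was up-regulated under WS in OE-*AhERF-VII* plants (log2 ratio of 0.76) and in OE-*AhDof-AI* plants in Op (0.61) and under SS (0.73). *MIR168B* (AT5G45307) was down-regulated in OE-*AhDof-AI* Op (−0.55) and under SS (−0.51), and *MIR395E* (AT1G69795) under SS (−0.90). *MIR395B* (AT1G26975) was at least 1.71-fold lower than in WT plants under SS. *MIR164B* (AT5G01747), *MIR393A* (AT2G39885) and *MIR156F* (AT5G26147) passed the Z threshold on at least 1 array with neither channel above background. Only calls are named here, and other entries of S8 Table, such as *MIR395A* and *MIR166D*, are given no value.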

**S8 Table**. **Modified mMicroRNA gene expression.** MicroRNA genes whose expression was up- (U)or down-regulated (D) in (**A**) OE- *AHERF-VII* or OE-*AhDof-AI* transgenic plants maintained in optimal growing conditions (Op), subjected to water-deficit (WS) or salt (SS) stress, or undergoing recovery (R) after WS.

| **ERF-OE U-Op** | **ERF-OE D-Op** | **ERF-OE U-WS** | **ERF-OE D-WS** | **ERF-OE U-R** | **ERF-OE D-R** |
| --- | --- | --- | --- | --- | --- |
| MIR166D^1^ | MIR395B | MIR398C | MIR393A | MIR164C | MIR399C |
| MIR164B | MIR395A | MIR164C | MIR395B |  | MIR393A |
|  |  |  |  |  | MIR395B |
|  |  |  |  |  | MIR169C |
|  |  |  |  |  | MIR165B |
|  |  |  |  |  | MIR393B |
|  |  |  |  |  |  |

| **Dof-OE U-Op** | **Dof-OE D-Op** | **Dof-OE U-SS** | **Dof-OE D-SS** |
| --- | --- | --- | --- |
| MIR166D | MIR395B^2^ | MIR156F | MIR393A |
| MIR398C | MIR395E | MIR171A | MIR395B |
|  | MIR168B |  | MIR395E |
|  |  |  |  |

^1^Encodes a microRNA that targets several HD-ZIPIII family members including PHV, PHB, REV, ATHB-8, and ATHB-15.

HOMEODOMAIN LEUCINE ZIPPER CLASS III (HD-Zip III) proteins represent a group of transcription factors that have been extensively implicated in the regulation of primary and secondary vascular tissue pattern formation, as well as lateral organ and cambial polarity in herbaceous annual plants.

This gene family regulates apical embryo patterning, embryonic shoot meristem formation, organ polarity, vascular development, and meristem function.

^2^395B: Encodes a microRNA that targets both APS (ATP sulfurylase [APS]) and AST (involved in anthocyanin biosynthesis OR asparagine synthetase-1) family members. Cellular response to phosphate starvation, cellular response to sulfate starvation, cellular response to sulfur starvation

^3^393A: Encodes a microRNA that targets several TIR1/AFB family members and one bHLH family member. Auxin-activated signaling pathway, cellular response to nitrate.

How the deposited data were processed for this re-analysis (not part of the article)

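Rosette leaves of wild-type (WT) Arabidopsis plants and of plants that overexpress *AhERF-VII* or *AhDof-AI* from grain amaranth were compared on 5 spotted arrays. Each array carried WT RNA (Cy3) and RNA of the overexpressor in the same growth state (Cy5). The states were optimal growth (Op), water stress (WS) and recovery (R) for *AhERF-VII*, and optimal growth and salt stress (SS) for *AhDof-AI*. Conditions and dyes were taken from the sample labels, and the plant lines from the paper. There was 1 array per state of a line and no exchange of dyes. For the ratio of a line to WT in a state, no replicate error, paired test or leave-one-out result could therefore be computed. WT plants in Op were on both Op arrays, and the spread between those was not used. The labels and the paper differ in plant age (5 and 4 weeks), in the days of WS (5 and 6), in the NaCl given (400 mM, and 400 then 100 mM) and in its volume (40 and 50 mL).

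The deposited raw files hold the mean intensity and the mean local background of each spot in both channels, as measured by the authors' microarray unit; the scanner software is not given in the sources used here. The authors also deposited normalized intensity values per transcript, and a log2 value that equals the log2 ratio of the overexpressor to the WT column. How the authors normalized them is not given in the sources used here. The deposited normalized file recorded for WS holds the values of the raw R array (100% of 25878 transcripts within 1 unit of WT intensity), and the one recorded for R holds those of the raw WS array (100% of 25903). Values of loci in the text rest on the raw files unless the normalized files are named. If the raw arrays of WS and R, and not the normalized files, were exchanged, each WS value would belong to R and the reverse. The normalized values that match the raw WS array give 524 transcripts higher and 713 lower over a window of 51 transcripts, a window chosen after the data were examined, which equal the paper's counts for WS, so the paper's counts go with the labels of the raw files; an exchange before those labels were given was not tested. The deposited series table gives log2 ratios without gene names and was used for correlations only.

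Background was corrected with limma 3.58.1 in R 4.3.3 (normexp, offset 50), and log2 ratios were normalized within each array by loess, with control spots given no weight. Spots of a transcript identifier were averaged, then the identifiers of a locus. The Z score compared a locus with the 100 loci nearest in brightness, and a locus was called at a Z score of at least 2 in size. Later steps used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9, with seed 20160. For the comparison of growth states, arrays were scaled to one another by their mean brightness (Aquantile).

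Of 26017 loci, 25818 are in the reference table of gene names. Between 16365 loci (R) and 19825 loci (SS) had both channels above the 95th percentile of the empty spots, and between 2336 (SS) and 5581 (*AhERF-VII* Op) had neither. This limit was chosen after the data were examined. The steps were tested on simulated data, in which 98.5% to 100% of 4-fold changes were recovered. The simulated noise had the same size at every brightness, unlike that of the real arrays. Spots with one transcript identifier shared little brightness, so a value belongs to a spot with a given name and is not shown to measure that gene.

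Gene lists were compared with 10000 random lists of the same size, drawn from 20 bins of brightness. They were written from gene names and from words in the files' descriptions and the reference names. Lists drawn by words leave out members of a family whose name and description lack the words. In 3 lists drawn by words, the letters of an abbreviation were also found inside other words or clone names, so that 70 of 81 loci (pentatricopeptide repeats), 35 of 54 (tetratricopeptide repeats) and 133 of 177 (AP2/ERF) were not named as members of the family; matching whole words was added after the data were examined. Lists with fewer than 3 members on the array were left out, as were list members whose locus carries another name in the files and loci absent from the array. The genes named in the text follow a rule. For each array it takes the 10 loci with the highest and the 10 with the lowest Z score among loci called with at least a 2-fold change and above the 25th percentile of brightness. It adds the 15 loci with the largest mean Z score in size among those called in the same direction on at least 4 arrays, and 2 to 4 members of each list with the largest Z score in size. It also adds each gene that the paper names with a symbol, whose values in the paper's tables had been seen. Names in Table 1 and S8 Table were used where 1 locus matched.

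Alternatives were no background correction, plain subtraction, print-tip loess, median centring, leaving out loci under the 25th percentile of brightness, the deposited normalized files, the series table, a 2-fold change with and without the Z score, a Z score of at least 3, a window of 500 loci, the median and MAD, each spot on its own, and quantile scaling between arrays. The raw files hold no spot flags, so keeping flagged spots could not be tried. Matching the deposited normalized files to the arrays by brightness, with or without a window of 51 transcripts, was added after the data were examined. Gene ontology categories could not be computed, since no annotation by process was among the sources. Quantitative PCR, enzyme activity and metabolite data were not used here.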

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

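The search for lists the paper does not discuss, and for lists that changed alike in both channels, was chosen after the list results were seen, as was the comparison of spots with one identifier.

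Heat shock genes (13 loci) stood high in OE-*AhERF-VII* plants in Op, with a median log2 ratio of 0.23 (percentile 99.4), a signal in genes that the text of the article does not mention; the entries of S2 Table, which lists genes for this state, were not among the sources, so whether it holds them was not checked. None of the loci was called, and the list stayed outside the middle 95% of random lists under 4 of 6 alternatives, with medians from 0.14 to 0.77.

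The WT channel also allows the growth states to be compared; the paper's methods state that samples were compared with those of Op conditions, and its text gives no array values for WT plants alone. Each difference rests on 2 arrays. WT plants in Op were measured on both Op arrays, but the difference between those was not used as a check. Both channels share the spots of those arrays, and their changes correlate across loci at 0.877 to 0.932, so a like change in both is not independent support. Under WS against Op, genes of flowering time and floral identity (40 loci) had a median log2 change of 0.41 in WT and 0.32 in OE-*AhERF-VII* plants, glutaredoxins and thioredoxins (48 loci) 0.30 and 0.23, and flavonoid synthesis (15 loci) −0.40 and −0.38. In R against Op, genes of ethylene synthesis and signalling (20 loci) had −0.47 in WT and −0.42 in OE-*AhERF-VII* plants. Under SS against Op, the 5 group VII ERF genes had 0.47 in WT and 0.58 in OE-*AhDof-AI* plants, and stomatal movement genes (22 loci) −0.18 and −0.19. The 3 lists under WS stood apart under each of 5 alternatives, ethylene under 3, stomatal movement under 2 and group VII ERF under 1. Over 168 combinations of list and comparison, 6 stood apart in the same direction in both channels; in single channels, 32 of 336 did, where 16.8 would from random lists. These counts include the 3 lists whose words also matched inside other words.

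No cause of these 7 results was tested singly. Whether the names of the lists reach the right spots bears on all of them: spots with one identifier exceeded their neighbours in the correlation of brightness by 0.00967 (95% interval −0.0594 to 0.0827).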

How the results depend on the processing

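Matching the deposited normalized files to the arrays by brightness, doing so with a window of 51 transcripts, and taking abbreviations as whole words in 3 gene lists were chosen after the data were examined. A Z score over the SD of neighbouring loci calls a nearly fixed share of loci (4.37% to 4.68% here), so like numbers of calls do not show like loci. They stayed within 1.5 times those reported under no background correction, plain subtraction, print-tip loess, median centring, loci under the 25th percentile of brightness left out, the deposited normalized files (as recorded or matched), a window of 500 loci, the median and MAD, and each spot on its own. The loci themselves changed more. Of 1200 calls in *AhERF-VII* Op, 1158 under WS, 1193 in R, 1217 in *AhDof-AI* Op and 1138 under SS, print-tip loess kept 701, 610, 805, 698 and 621 in the same direction, and the deposited files as recorded kept 690, 276, 313, 663 and 622 (matched, 564 under WS and 730 in R). No background correction kept 1080, 987, 944, 1103 and 995, and median centring 1174, 1129, 1162, 1195 and 1089. Named genes, picked in part for large Z scores, kept more of their calls (366 of 480 under print-tip loess).

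Stricter thresholds leave fewer loci by construction. The arrays also differ in brightness, so counts at a fixed fold do not rank the states by the number of changed genes. With a 2-fold change and no Z score, 110 loci were higher and 132 lower in OE-*AhERF-VII* Op, 24 and 56 under WS, 14 and 16 in R, 92 and 191 in OE-*AhDof-AI* Op, and 55 and 177 under SS. The loci shared in direction were 18 between *AhERF-VII* Op and WS, 5 between Op and R, 6 between WS and R, 130 between the *AhDof-AI* arrays, 107 between the Op arrays and 21 between WS and SS. With a Z score of at least 2 and a 2-fold change, the counts were 32 and 129, 21 and 56, 14 and 16, 8 and 182, and 15 and 176, and the shared loci 11, 4, 6, 90, 35 and 17, in the same order. With a Z score of at least 3, they were 29 and 106, 32 and 64, 61 and 69, 9 and 142, and 26 and 112, and the shared loci 8, 8, 23, 39, 16 and 16. Leaving out loci under the 25th percentile of brightness, which tests fewer loci, gave 108 shared loci between *AhERF-VII* Op and WS, 103 between Op and R, 330 between the *AhDof-AI* arrays and 200 between the Op arrays. It brought the shared up-regulated loci to 23 between *AhERF-VII* Op and WS, 33 between Op and R, 84 between WS and R, 50 between the Op arrays and 41 between WS and SS, and the shared down-regulated loci to 263 between the *AhDof-AI* arrays and 150 between the Op arrays. The median and MAD brought the shared down-regulated loci to 188 between *AhERF-VII* Op and WS, 148 between Op and R, and 607 between the *AhDof-AI* arrays, and the deposited files as recorded gave 112 shared up-regulated loci between WS and SS.

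The share of calls that were lower moved to 54.5% in *AhERF-VII* Op with a 2-fold change alone. With both thresholds it was 80.1% there, 72.7% under WS, 95.8% in *AhDof-AI* Op and 92.1% under SS, and at a Z score of 3 it was 78.5% in *AhERF-VII* Op and 94.0% in *AhDof-AI* Op. With the deposited files as recorded it was 50.5% under WS. In R it fell below the even share without background correction (49.3%) and under print-tip loess (48.9%). Under median centring, the correlation of arrays rose to 0.852 between *AhERF-VII* Op and WS, 0.763 between Op and R, and 0.836 between WS and SS, and was 0.823 between WS and R, so that Op and WS correlated most among the *AhERF-VII* arrays. The cause was not tested.

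Of 280 medians of gene lists, between 250 (median centring) and 275 (no background correction) stayed inside, or on the same side outside, the middle 95% of the random lists under an alternative, and 4 of 23 lists that stood apart, as first drawn, did so under each planned one. Median centring turned the sign of the median, but not the side of the random lists, for photosynthesis in *AhERF-VII* Op (0.00491, percentile 11.6), nucleotide synthesis under SS (0.0160, 14.2), in *AhDof-AI* Op the list drawn for tetratricopeptide repeat proteins (−0.00931, 83.5), and precursors of microRNA in *AhDof-AI* Op (−0.236, 95.6), under WS (−0.126, 99.94) and under SS (−0.206, 98.4). It turned both for circadian clock under WS (−0.169, from percentile 62.9 to 2.41). It also reversed the difference between genotypes in the response to SS (median change of list Dof transcription factors, OE minus WT SS minus Op: −0.0629). For precursors of microRNA it turned the sign of that difference for R against Op, from −0.0131 (percentile 57.1) to 0.122 (1.76). The cause was not tested. With abbreviations as whole words, AP2/ERF factors no longer stood high on any array, and reversed in *AhDof-AI* Op (−0.0303) and under SS (−0.0147); the changes between states also reversed (median change of list words: AP2/ERF transcription factors, OE R minus Op: 0.259; median change of list words: AP2/ERF transcription factors, OE minus WT SS minus Op: −0.0809), by construction since 133 of 177 loci are left out.

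The deposited files as recorded exchange WS and R, which by construction gives each the other's values. Reversed under WS were cellulose synthases (−0.243), AT1G32510 (0.0888), AT3G23890 (1.56), AT3G56410 (2.20), AT4G20460 (−0.160), and, by their row in the table of alternatives, COR47 AT1G20440, OE-AhERF-VII WS (0.0665), AT4G11330 AT4G11330, OE-AhERF-VII WS (0.00978) and MIR399C AT5G62162, OE-AhERF-VII WS (−0.741). Reversed in R were AT3G23890 (−0.211), AT3G56410 (−0.673), AT4G20460 (1.04), AT1G10120 (0.247), *SLAC1* (0.0499), AT1G36280 AT1G36280, OE-AhERF-VII R (0.0529), AT1G55480 (0.720), *WOX5* (0.0107), *MPK3* (0.134) and *CKA2* (1.10). MPK3 AT3G45640, OE-AhERF-VII R also reversed without background correction (0.0345), and the Z score of *PIP2;5* in *AhERF-VII* Op with the median and MAD, at a log2 ratio of 0.779. The cause was not tested.

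Spots near the empty spots give a fold written as at least that fold, which is not a strict bound, or no fold. The alternative with flagged spots kept was not run, since the files give no flags, and the series table gives correlations only.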

Differences from the paper's values

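The window of 51 transcripts on the deposited normalized files, and the matching of those files to the arrays, were chosen after the values were seen. With that window, a locus was given its transcript with the largest Z score in size, and a gene of Table 1 its transcript with the highest mean Z score. This choice can raise scores and calls at loci with several transcripts, so the window is not the only change. The paper states 1237 genes altered in one or more conditions; 4093 loci were called on at least 1 array here. None of the alternatives set before the data were examined brings this within the paper's number: the nearest from below is the 2-fold change alone (578), and the nearest from above leaves out loci under the 25th percentile of brightness (3219). The paper's number equals the sum of its own counts of genes up- and down-regulated under WS. Its counts per array and of shared genes are within 1.5 times of the loci called here at a Z score of 2. For the counts per array the threshold largely sets this, since it calls 4.37% to 4.68% of loci on each array, and it does not show that the same loci were found. The paper's text names a fold change of 2, and its tables list Z scores.

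Table 1 of the paper gives one Z score per gene and does not say how the listed conditions were combined. The mean over those conditions was taken here. The deposited file recorded for WS holds the raw R array. Where WS is among the conditions, a mean from the deposited files as recorded therefore has an R score in its place. For *GLCNA.UT1* (GlcNA.1UT1 there) the paper gives 3.6, against 2.01 here. Plain subtraction is the only alternative set before the data were examined that comes within 1.5 times of it (2.96); no background correction, print-tip loess, median centring, leaving out the dimmest loci, the deposited files as recorded, the window of 500 loci, and the median and MAD do not. For *NAC036* the paper gives 3.4, against 2.11 here; print-tip loess (3.07), the deposited files as recorded (2.86) and the median and MAD (2.35) come within that range, and no background correction, plain subtraction, median centring, leaving out the dimmest loci and the window of 500 loci do not. For *CHX16* the paper gives 3.4, against 2.07 here; plain subtraction (2.95), the deposited files as recorded (2.32) and the median and MAD (2.77) come within it, and no background correction, print-tip loess, median centring and the window of 500 loci do not. The deposited files matched by brightness give 3.11, 3.61 and 3.13 for the 3 genes, and with the window of 51 transcripts, chosen after seeing the values, 3.59, 3.34 and 3.37; this last setting drops 124 of 476 calls at named genes, among them that of *RD29A* in OE-*AhERF-VII* Op, and none of the genes named below as called in the paper's direction. The paper's Table 1 lists *RD29A* under WS, where it was not called here; print-tip loess, the window of 500 loci, the median and MAD, and the matched files call it. Also listed there and not called were *GLCNA.UT1* under SS (called by plain subtraction and the deposited files), *NAC036* under SS (print-tip loess, the window of 500 loci and the deposited files), *CPK10* in OE-*AhERF-VII* Op (print-tip loess and the deposited files), and *CHX16* in OE-*AhERF-VII* Op (plain subtraction, the 2-fold change alone, the median and MAD, and the deposited files) and under WS (plain subtraction, the median and MAD, and the matched files). The matched files with the window of 51 transcripts call each of these. Table 1 also lists a lactoylglutathione lyase under WS and in R, and *GLX1* (AT1G11840), which the deposited files describe so, was called in neither state here.

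The paper reports *E2F1*, *SRO1*, *LRP1* and *SPK1* as up-regulated in OE-*AhERF-VII* plants, with S2 Table for Op. It reports *THI2.1*, *RIN3* and *GATA23* as up-regulated in these plants without naming a state. In Op none of these genes was called here, whereas *FZL* and *CEP1* were. *AGO5* and *MYB117* passed the Z threshold upward in Op with neither channel above background. The deposited files, as recorded or matched, call *THI2.1*, *RIN3*, *GATA23* and *SRO1*, print-tip loess calls *GATA23* and *SRO1*, the median and MAD call *SRO1*, and the matched files with the window of 51 transcripts call all 7. The paper reports Dof genes as down-regulated in these plants without naming a state. Of 21, 1 was higher and none lower in Op, and none was called under WS or in R.

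In its account of WS, the paper reports *AHA1*, *BTF3*, *RAP2.2*, *SIZ1*, *DGK4*, *CPK1*, *CPK13*, *CPK31* and *CKA2* as up-regulated, and *TOE2*, *SAL1* and *TBL36* as down-regulated. None of these was called here under WS, whereas *WAK5*, *SNRK2.1*, *RAP2.1*, *EIN4*, *MYB102*, *MYB16*, *RVE8*, *ZIFL1*, *GORK*, *IPK1*, *FER1*, *VGDH2*, AT1G80180, *GLCNA.UT1*, *NAC036*, *MIR164C* and K23F3.1 (AT5G48290) were called in the paper's direction, and *CIPK25*, *GN*, *MYB58*, *MYB117* and *CPK10* passed the threshold in it with neither channel above background. For *RAP2.1*, *RAP2.2*, *EIN4* and *TOE2* the paper's sentences name no state. Plain subtraction calls *DGK4*, print-tip loess calls *SAL1* and *CKA2*, the deposited files as recorded call *SAL1*, *CPK31* and *DGK4*, and the median and MAD call *SAL1* and *CPK13*. The file recorded for WS holds the raw R array, so the calls of the files as recorded are calls in R and do not bear on WS. The matched files call *AHA1*, *SAL1*, *TBL36*, *CPK31*, *CKA2* and *DGK4*, and with the window of 51 transcripts also *BTF3*, *RAP2.2*, *TOE2*, *SIZ1* and *CPK13*. No setting calls *CPK1*.

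Under SS, the paper reports *CNGC5*, *GGT1*, *CRSH*, *PPDK*, *SUS1*, *ATAF1*, *RAX2*, *ABF4*, *BZIP1*, *RAP2.1*, *RAP2.3*, *TINY*, *GRP8*, *RD21B*, *IAA7*, *SNRK2.9*, *CIPK7* and *EXPA25* as up-regulated, and *ABCC5*, *RBOHF*, *MPK11*, *MPK19*, *MPK2*, *RGL1*, *GDH2*, *IMD3* and *XERO1* as down-regulated. Its text also names *CAX5*, *DET3* and *VHA-A2* where it describes transport categories as still reduced under SS, without a direction for each gene. None of all these was called here, whereas *CNGC17*, *ABA3*, *MAP2A*, *MPK9*, *SK42*, *CER26*, *SAL1*, *CSE*, *HCT*, *ARAD1*, *RD29A*, *MYB58*, K23F3.1, AT2G44420 and AT2G22900 were called in the paper's direction, and *MYB117* and *CPK10* passed the threshold in it with neither channel above background. *NHX4* and *CAX6*, named in the same place as *CAX5*, were called lower. The deposited files as recorded call *GGT1*, *PPDK*, *SUS1*, *ATAF1*, *RAX2*, *BZIP1*, *RAP2.1*, *EXPA25*, *CAX5*, *VHA-A2*, *ABCC5*, *RBOHF*, *MPK11*, *MPK19*, *RGL1*, *GDH2* and *IMD3*. The matched files call the same genes. Print-tip loess calls them except *GGT1*, *PPDK*, *SUS1* and *RBOHF*, and also calls *CNGC5* and *RD21B*. Plain subtraction calls *DET3*, no background correction calls *TINY*, the window of 500 loci calls *XERO1*, *RD21B* and *CIPK7*, and the median and MAD call *MPK19* and *TINY*. The matched files with the window of 51 transcripts call each of these genes except *RAP2.3* and *TINY*. No setting calls *RAP2.3*, or *STP1* in either stress, whereas AT1G34580, paired with the sugar transport protein 5 of Table 1, was called higher on all 5 arrays, as listed there.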

Other observations

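Tests of matched identifiers, of a turned grid and of signal against abundance were chosen after their results were seen; the classes of genes compared for brightness were too.

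LEA proteins (11 loci) stood high in OE-*AhERF-VII* plants in Op (median log2 ratio of 0.27, percentile 99.6) and under WS (0.23, 98.8), with no member called, and 2 members were called higher in R. The shift in Op was kept under 3 of 6 alternatives, with a median down to 0.06 (percentile 72.0), and that under WS under 2 of 6, down to 0.05 (70.5). In R, NAC genes stood low (−0.07, percentile 2.47), which was kept under 1 of 6 alternatives (percentile up to 22.2), proline metabolism lay at percentile 2.94 with 1 locus lower, and vascular markers at 96.1. Hypoxia response genes lay at percentile 77.3 in Op, 8.26 under WS and 54.1 in R, and the 9 reference genes at 9.45, 8.01 and 18. In OE-*AhDof-AI* plants, methylglyoxal detoxification lay at percentile 3.86 in Op, with 4 of 18 loci lower, ankyrin repeat genes at 98.2 in Op and 98.4 under SS, each kept under 3 of 6 alternatives, and aquaporins at 97.2 under SS. *MPK9* was lower in Op (−1.24), and *PIN6* (AT1G77110) was lower with a log2 ratio of −1.77.

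The change from one growth state to another correlated across loci with r = 0.877 between WT and OE-*AhERF-VII* plants for WS against Op, 0.932 for R against Op, and 0.906 between WT and OE-*AhDof-AI* plants for SS against Op. Both genotypes lie on the same spots of the same 2 arrays, so differences between arrays and spots enter both alike, and these values do not show a like transcript response; the WT change at other spots of one locus correlated with 0.124, 0.0742 and 0.0555.

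Log ratios of the 2 lines correlate across loci. Whether one WT RNA was used on several arrays was not tested. Dye or probe effects tied to each spot and a transcript difference shared by both lines cannot be told apart: other spots of one locus correlated with a mean r of 0.0458 between the lines, 8.73% of the value for the same spot. The control for that test, the change between growth states at other spots of one locus, correlated with only 0.124, 0.0742 and 0.0555, under the 0.2 set beforehand. Among spots above the median brightness on all arrays (533 of 1687 loci) it reached 0.216 for WS but 0.0816 for R and 0.0465 for SS, while other spots gave 6.90% of the value for the same spot; since only 1 of 3 controls passed, and in part of the loci, both explanations are left open.

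More loci were lower than higher in OE-*AhDof-AI* Op. Of the calls, 66.2% were lower among loci brighter than the median and 77.3% among dimmer loci. These shares cannot test a trend with brightness left by loess, because the Z score already subtracts the mean of loci near in brightness. Effects tied to single spots stay open: of the other spots of loci with a spot called lower, 62.9% had a log2 ratio below 0, between the values that would have decided. No biological explanation of this pattern was tested.

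Spots that carry one transcript identifier do not share brightness. A turned or mirrored grid is argued against, since control spots with one name had a mean SD of 0.559 on the log2 scale as the grid is given and at least 1.31 under 31 other arrangements. Identifiers that are not matched to their spots may account for it, given the excess correlation of 0.00967. Signal that does not follow transcript abundance cannot be told apart from this, since pseudogenes lay 0.769 percentiles above protein-coding genes in brightness, which both would give. The identifiers run almost in order over the spots. In rows 1 to 24 of a block, 99.2% of 27038 neighbouring gene spots were in descending order of locus, and in row 25 83.3% of 621. Whether the identifiers were sorted apart from the spots was not tested. The 35 photosynthesis genes had a median brightness percentile of 56.2, from 9.83 (*PSBQ2*, AT4G05180) to 97.4 (*LHCA4*, AT3G47470).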
